# Stress-Induced Translation Inhibition through Rapid Displacement of Scanning Initiation Factors

**DOI:** 10.1016/j.molcel.2020.09.021

**Published:** 2020-11-05

**Authors:** Stefan Bresson, Vadim Shchepachev, Christos Spanos, Tomasz W. Turowski, Juri Rappsilber, David Tollervey

**Keywords:** protein-RNA interaction, RNA-binding sites, UV crosslinking, mass spectrometry, yeast, stress responses

## Abstract

Cellular responses to environmental stress are frequently mediated by RNA-binding proteins (RBPs). Here, we examined global RBP dynamics in *Saccharomyces cerevisiae* in response to glucose starvation and heat shock. Each stress induced rapid remodeling of the RNA-protein interactome without corresponding changes in RBP abundance. Consistent with general translation shutdown, ribosomal proteins contacting the mRNA showed decreased RNA association. Among translation components, RNA association was most reduced for initiation factors involved in 40S scanning (eukaryotic initiation factor 4A [eIF4A], eIF4B, and Ded1), indicating a common mechanism of translational repression. In unstressed cells, eIF4A, eIF4B, and Ded1 primarily targeted the 5′ ends of mRNAs. Following glucose withdrawal, 5′ binding was abolished within 30 s, explaining the rapid translation shutdown, but mRNAs remained stable. Heat shock induced progressive loss of 5′ RNA binding by initiation factors over ∼16 min and provoked mRNA degradation, particularly for translation-related factors, mediated by Xrn1. Taken together, these results reveal mechanisms underlying translational control of gene expression during stress.

## Highlights

• A quantitative proteomic approach reveals global stress-induced changes in RNA binding
• Translation shutdown is driven by rapid loss of mRNA binding by key initiation factors
• Heat shock induces general mRNA degradation facilitated by Xrn1

## Introduction

All organisms are subject to a continuously changing environment, to which they must adapt in order to survive. This problem is especially acute for unicellular, non-motile organisms, such as the budding yeast *Saccharomyces cerevisiae*. In general, budding yeast respond to stress by inducing global changes in gene expression. At the transcriptional level, this involves the activation of the environmental stress response, in which hundreds of stress-response genes are upregulated and genes encoding ribosome maturation and protein synthesis factors are suppressed. To a large extent, these coordinated changes in gene expression are induced regardless of the identity of the initiating stress (Gasch et al., 2000).

Transcriptional reprogramming is complemented with rapid posttranscriptional changes, particularly at the level of protein synthesis. Cytoplasmic translation is dramatically attenuated in response to a variety of environmental stresses, including various types of nutrient deprivation, but also physical stresses involving changes in temperature, osmotic balance, or oxidation state. In terms of both speed and scale, glucose starvation triggers the most drastic translational shutdown of any stress (Ashe et al., 2000; Kuhn et al., 2001). Glucose is the preferred energy and carbon source for yeast, and its absence quickly reduces cellular biosynthetic capacity. Physical stresses, such as heat shock, can similarly limit biosynthesis while also damaging the existing proteome. In response, cells halt bulk protein synthesis until protective measures are in place.

Translation initiation is generally the rate-limiting step in protein synthesis and a frequent target of regulation, including during stress (reviewed in Crawford and Pavitt, 2019; Dever et al., 2016; and Janapala et al., 2019). The initiation process begins with assembly of the 43S preinitiation complex (PIC), composed of the 40S subunit plus eukaryotic initiation factor 1 (eIF1), eIF1A, eIF3, eIF5, and eIF2:GTP in complex with the initiator tRNA (Hinnebusch, 2017). In parallel, the mRNA is activated for translation by the eIF4F complex, consisting of the cap-binding protein eIF4E, the scaffolding subunit eIF4G, and the ATP-dependent helicases eIF4A and Ded1 (Gao et al., 2016). The PIC is recruited to the 5′ end of the mRNA with the help of the eIF4F complex, eIF3, and eIF4B (Mitchell et al., 2010; Park et al., 2011; Sen et al., 2015; Walker et al., 2013) and begins scanning along the transcript until it reaches the start codon. The scanning process is aided by the helicase activities of Ded1 and eIF4A, which help unwind secondary structure ahead of the translocating ribosome. Ded1 is preferentially required for translation of mRNAs with highly structured 5′ UTRs, whereas eIF4A is required for optimal translation of all mRNAs, regardless of secondary structure (Iserman et al., 2020; Sen et al., 2015). eIF4B may also assist in the scanning process through its stimulatory effect on eIF4A (Andreou et al., 2017; Sen et al., 2015, 2016; Walker et al., 2013).

The best-studied example of translational control during stress involves the heterotrimeric eIF2 complex, which delivers the initiator tRNA to the 43S PIC. Amino acid starvation triggers the activation of the Gcn2 kinase, whose sole target is a conserved serine residue of eIF2α (Dever et al., 1992; Dey et al., 2005; Harding et al., 2000). Phosphorylated eIF2α blocks recycling of the complex for use in subsequent rounds of translation and thus impairs bulk translation initiation. The Gcn2-eIF2α pathway is highly conserved throughout eukaryotes (Castilho et al., 2014), but, at least in yeast, it is activated in only a limited number of stress conditions (reviewed in Simpson and Ashe, 2012). Notably, eIF2α phosphorylation is not required for translation inhibition in response to glucose withdrawal (Ashe et al., 2000) or heat shock (Grousl et al., 2009). The mechanism of translational arrest during these stresses remains unknown.

Historically, a powerful tool for analyzing protein-RNA interactions, including those involved in translation, has been ultraviolet (UV) crosslinking (Dreyfuss et al., 1984). *In vivo* irradiation with UV light induces covalent crosslinks between protein and RNA. Subsequently, specific purification of a given protein allows for the identification of bound RNAs (the crosslinking and analysis of cDNA [CRAC] and CLIP methods). In a reciprocal approach, the RNA itself can be used to pull down associated proteins. Polyadenylated transcripts can be purified using oligo(dT) selection (Castello et al., 2012; Dreyfuss et al., 1984, 1993; Perez-Perri et al., 2018), but this approach is not applicable to the majority of eukaryotic RNAs, including immature mRNAs, rRNA, tRNA, and a host of additional noncoding RNAs. More recently, alternative methods have been developed to purify RNA, regardless of class (Bao et al., 2018; Huang et al., 2018; Queiroz et al., 2019; Shchepachev et al., 2019; Trendel et al., 2019; Urdaneta et al., 2019). One such technique is TRAPP (total RNA-associated proteome purification), which takes advantage of the intrinsic affinity between RNA and silica to isolate crosslinked protein-RNA complexes (Shchepachev et al., 2019).

Here, we applied TRAPP to yeast cells exposed to either glucose withdrawal or heat shock. This revealed extensive remodeling of the yeast protein-RNA interactome in response to stress and provides insights into the mechanism of translational repression.

## Results

### Global RBP Dynamics in Response to Cell Stress

We previously developed TRAPP as a method to characterize the global RNA-binding proteome (Shchepachev et al., 2019). Here, we applied TRAPP to assess RBP dynamics in response to glucose starvation or heat shock. An overview of the approach is shown in Figure 1A. Yeast cells were grown in the presence of the photoreactive nucleobase 4-thiouracil (4tU), which is incorporated into nascent RNA during transcription. Following labeling, the cultures were rapidly filtered and shifted to medium containing the nonfermentable carbon sources of glycerol and ethanol (glucose withdrawal) or to standard glucose medium pre-warmed to 42°C (heat shock). At defined time points after transfer (2, 4, 8, 12, and 16 min), cells were irradiated with 350 nm UV light to induce crosslinks between 4tU-labeled RNAs and interacting RBPs. For comparison, cells were also irradiated prior to transfer (control) or transferred and irradiated without being subjected to stress (mock treated).

**Figure 1:**
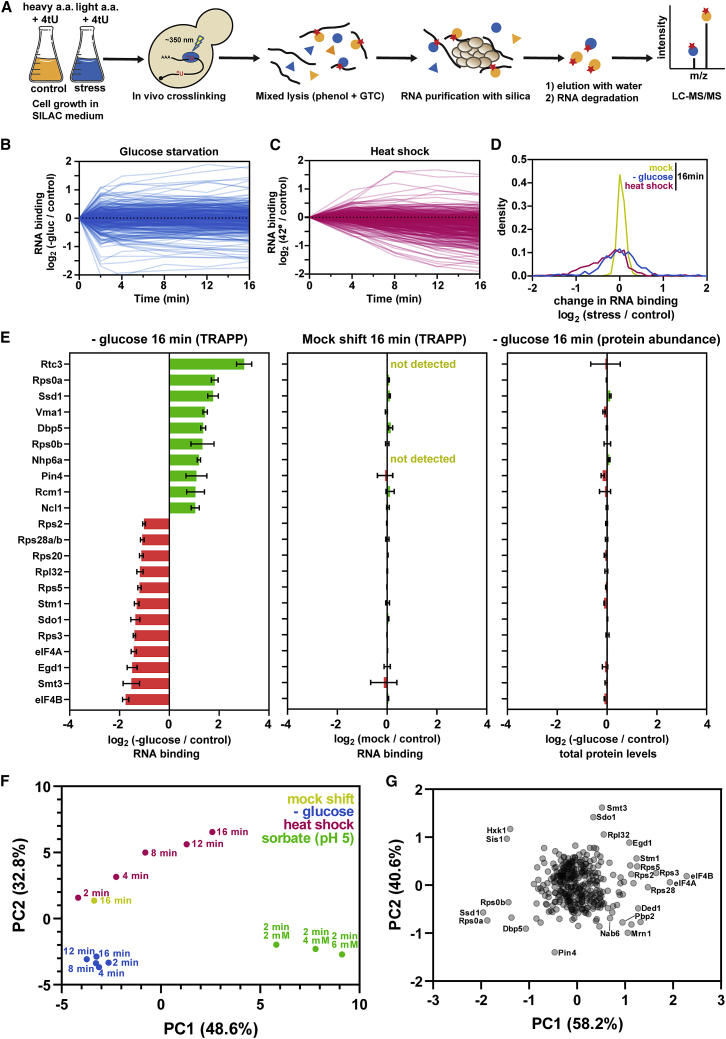
The Impact of Stress on the Yeast RNA-Binding Proteome (A) Summary of the TRAPP protocol. See main text for details. 4tU, 4-thiouracil; GTC, guanidinium thiocyanate. (B) Time course showing changes in RNA association during glucose starvation for individual RBPs in TRAPP analyses. (C) Same as (B) but for heat shock. (D) Density plot showing changes in RNA binding at 16 min following a mock shift, glucose starvation, or heat shock. (E) Bar chart showing all proteins with greater than 2-fold change in RNA association after 16 min of glucose starvation (left) or a mock shift (center). The right-hand panel shows changes in protein abundance following 16 min of glucose starvation (right). Error bars represent standard deviation. (F) Principal-component analysis (PCA) showing differences between conditions and time points. Axis titles show the extent of variation explained by a given principal component. (G) PCA comparing the changes in RNA binding for individual proteins following heat shock, glucose starvation, or mock shift of 16 min. See also Figure S1.

To quantify protein association with RNA, the TRAPP protocol also incorporates stable isotope labeling in cell culture (SILAC). Control cells were grown in media containing ^13^C_6_ (“heavy”) arginine and lysine, although stressed cells were cultured with standard amino acids (“light”). Stressed and control cultures were combined in equal proportion following irradiation and lysed together under denaturing conditions. Subsequently, the cleared cell lysate was incubated with silica beads, which bind RNA along with any crosslinked protein. Following elution of the RNA:protein complexes, the RNA component was degraded and the remaining protein was analyzed by mass spectrometry.

After filtering for proteins previously identified as high-confidence RNA binders (Shchepachev et al., 2019), we quantified the association of 338 proteins during glucose starvation and 399 following heat shock across all time points (Figures 1B and 1C). Most RBPs showed similar RNA association before and after glucose withdrawal; in total, only 22 proteins showed a greater than 2-fold shift in RNA binding by 16 min (Figure 1E; Table S2). Heat shock induced a more extensive response, with a greater bias toward loss of RNA binding (Figures 1C, 1D, and S1A). In contrast to the two stresses, a mock shift for 16 min produced no substantial changes in RNA binding (Figures 1D, 1E, and S1A). As an additional control, we also measured total protein levels before and after each stress (Figures 1E, S1A, and S1B; Table S3). RBP abundance was generally constant, suggesting that the observed differences in TRAPP recovery are attributable to changes in RNA association.

In general, glucose starvation caused more rapid changes in the RNA-protein interactome compared to heat shock. Many RBPs changed dramatically within the first 2 min following glucose depletion and were unchanged thereafter (Figures 1B and S1D). By contrast, heat shock induced more gradual, progressive changes in RNA binding throughout the time course (Figure 1C). These observations were further supported by principal-component analysis (PCA) (Figure 1F). All of the glucose starvation time points clustered close together, indicating a high degree of similarity following the initial rapid response. With heat shock, individual data points were more distinct in the PCA, showing a clear progression throughout the time course.

A decrease in intracellular pH has been suggested to underlie the response of yeast cells to multiple stresses (Dechant et al., 2014; García et al., 2017; Munder et al., 2016; Triandafillou et al., 2020). We therefore tested the effects of sorbic acid, a protonophore that equilibrates the cytosolic and extracellular pH. Cell cultures were incubated for 2 min in medium buffered at pH 5, together with increasing concentrations of sorbic acid (2, 4, and 6 mM) that are expected to correlate with decreasing intracellular pH (Munder et al., 2016). We observed substantial remodeling of the RBPome following sorbic acid treatment, including reduced binding of eIF4A and eIF4B (see below; Figure S1C). Overall, however, the changes seen following sorbate treatment were distinct from either glucose starvation or heat shock (Figures 1F and S1C; Table S2). We conclude that pH-mediated signaling is not the major contributor to the changes in RNA binding observed during these stresses. However, we cannot exclude the possibility that sorbate treatment induces stress effects in addition to the change in pH.

PCA analyses were also used to assess changes across the proteome for the glucose withdrawal and heat shock data (Figure 1G). A relatively small number of proteins were clearly outliers in their response to stress. Specific RBPs will be discussed below, but we note that a group of proteins showing strongly altered RNA binding, particularly Pin4, Mrn1, Pbp2, and Nab6, remain relatively uncharacterized (Hogan et al., 2008; Riordan et al., 2011). Their identification shows the potential value of TRAPP in providing initial functional data on uncharacterized factors. Further analyses of these proteins will be reported elsewhere.

### Glucose Starvation and Heat Shock Have Distinct Effects on Ribosome Biogenesis

Strikingly, most ribosome maturation factors showed no appreciable drop in RNA binding in response to glucose starvation (Figure 2A), suggesting that glucose withdrawal rapidly pauses ribosome maturation and stabilizes the pre-rRNA. A substantial drop in RNA binding was seen only for Sdo1 (Figure S1D), which catalyzes the final step of 60S maturation (Kargas et al., 2019). Heat shock, by contrast, induced a progressive decrease in RNA binding over the 16-min time course for nearly all maturation factors. This indicates that the inhibition of ribosome synthesis develops over time, with maturation or degradation of the nascent particles. Notably, Sdo1 was again a rare exception, showing modest but significantly increased RNA association, potentially reflecting accumulation of very late pre-ribosomes immediately prior to final maturation of 60S subunits.

**Figure 2:**
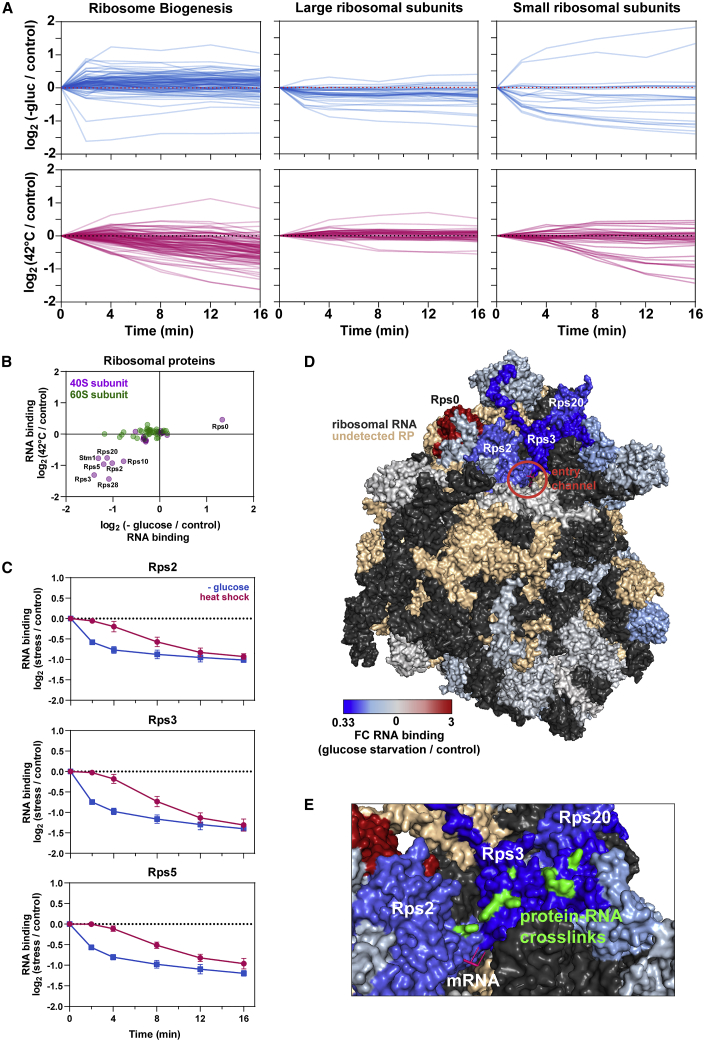
Changes in RNA Binding among Ribosomal Proteins (A) Time course showing changes in RNA binding during glucose withdrawal (upper; blue lines) and heat shock (lower; red lines) for various classes of RBPs in TRAPP analyses. Included in the figure are ribosome biogenesis factors (left), large ribosomal subunits (center), and small ribosomal subunits (right). (B) Scatterplot comparing the effects of glucose starvation and heat shock at 16 min on RNA binding for ribosomal proteins. (C) Time course showing RNA association for Rps2, Rps3, and Rps5. (D) Crystal structure (PDB: 3J77) of the yeast ribosome highlighting the changes in RNA association for each detected ribosomal protein. (E) A closeup view of the mRNA entry channel with amino acid-RNA crosslinking sites highlighted in green.

### Ribosomal Protein Binding Dynamics in Response to Cell Stress

A number of ribosomal proteins (RPs) showed decreased RNA association following either glucose withdrawal or heat shock (Figure 2A). The same set of RPs from the 40S subunit were altered in each stress (Figure 2B), but glucose starvation induced more rapid responses (for examples, see Figure 2C). We mapped these TRAPP results onto the structure of the ribosome, with each protein colored according to its change in RNA binding at 16 min following glucose withdrawal (Figure 2D). Intriguingly, RPs with altered binding predominately clustered around the mRNA channel. Indeed, the subset of proteins that directly contact the translating mRNA (e.g., Rps3) showed the most substantial drop in RNA association. We conclude that decreased translation during stress drives reduced RNA association for RPs that would otherwise contact the mRNA.

Finally, we mapped precise amino acid sites of RNA crosslinking to RPs, using published data from the iTRAPP method (Shchepachev et al., 2019). Visualization of these sites on the ribosomal structure (Figure 2E) revealed a succession of crosslinked amino acids along the surfaces of Rps2 (uS5) and Rps3 (uS3), apparently tracing the path of the mRNA as it approaches the channel. This is consistent with cryoelectron microscopy (cryo-EM) models of the yeast initiation complex (Llácer et al., 2018) and highlights the utility of TRAPP for capturing precise, *in vivo* interactions.

### A Common Set of Translation Initiation Factors Are Regulated in Response to Stress

We first confirmed that our strains and conditions recapitulate the reported translation inhibition following glucose withdrawal by polysome gradient analysis (Figure S2A; Ashe et al., 2000). Polysome levels were also reduced following heat shock but to a lesser extent (Figure S2A).

We next asked whether the TRAPP data could shed light on the mechanism of translational repression. We focused first on translation initiation, as it is the most common target of regulation. The RNA binding dynamics for each eIF are shown in Figure S2B. An overview of the translation initiation pathway is shown in Figure 3A (for details, see Introduction). Each protein is colored according to its change in RNA binding, specifically in response to glucose withdrawal, but most eIFs showed a consistent response to both stress conditions (Figure S2B).

**Figure 3:**
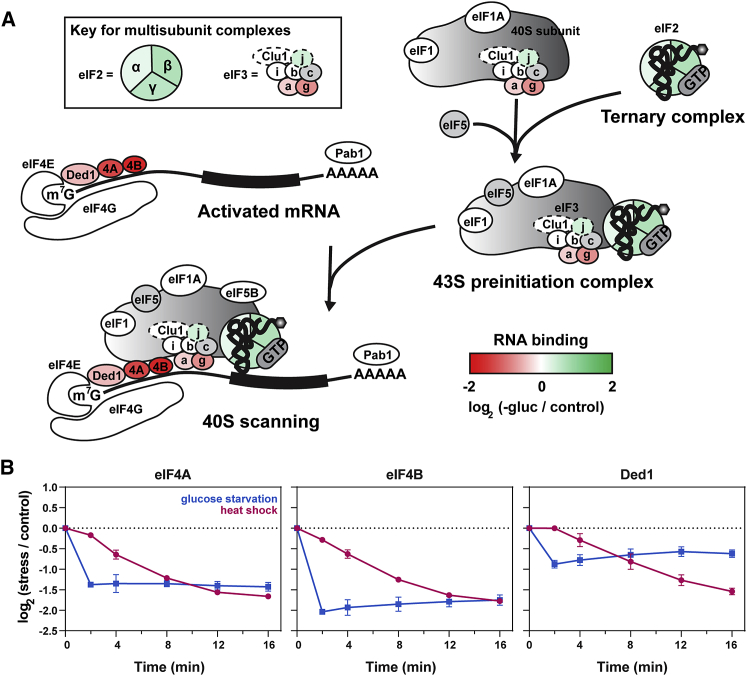
Changes in RNA Binding among Translation Initiation Factors (A) Overview of the translation initiation process. Each protein is colored according to its change in RNA association during glucose starvation in TRAPP analyses. Translation initiation factors shown in gray were not detected as RNA binding. (B) Time course showing changes in RNA binding for eIF4A, eIF4B, and Ded1 following glucose starvation (blue) and heat shock (pink) in TRAPP analyses. See also Figure S2B.

We first considered the set of initiation factors primarily associated with the 40S subunit, including eIF1, eIF1A, eIF5, and eIF5B. These proteins remained associated with RNA following stress (Figures 3A and S2B), suggesting that their binding to the 40S subunit was unaltered. Next, we considered the eIF3 complex, subunits of which predominately bind either the mRNA or 40S ribosomes. The eIF3g and eIF3a subunits predominately contact the mRNA during translation (Valášek et al., 2017) and showed decreased RNA association. Conversely, eIF3b and eIF3i, which only interact with the 40S ribosome, were unchanged. Clu1 was also unchanged in RNA binding, but its place in the complex, if any, is unclear (Vornlocher et al., 1999). Only eiF3j showed increased RNA association following both stresses. However, eIF3j is not a constitutive subunit of the yeast eIF3 complex and may primarily function in translation termination (Beznosková et al., 2013; Young and Guydosh, 2019).

These findings suggested that the 43S preinitiation complex assembles normally during stress. However, a downstream block in translation initiation may impair its recruitment to mRNA. We therefore assessed mRNA-specific initiation factors that recruit the 43S complex. The cap binding protein eIF4E was largely unaffected by either stress (Figure S2B), whereas RNA binding by eIF4G was unaltered by glucose withdrawal but modestly reduced with heat shock. More dramatic effects on RNA binding were seen for the scanning factors eIF4A and eIF4B (Figure 3B). RNA association was strongly decreased following either stress but with much faster kinetics during glucose withdrawal. These observations are consistent with the reported loss of eIF4A from polysomes following glucose withdrawal (Castelli et al., 2011). eIF4A is a “DEAD-box” ATP-dependent RNA helicase, in which ATPase activity is coupled to mRNA binding and unwinding. Notably, a related DEAD-box translation initiation factor, Ded1, also showed a robust decrease in RNA binding during both stresses, though this was significantly less pronounced for glucose withdrawal (see below).

When bound to mRNA, eIF4A, eIF4B, and Ded1 recruit the 43S preinitiation complex, and Ded1 additionally assists in scanning and start codon recognition (Andreou et al., 2017; Guenther et al., 2018; Sen et al., 2015; Walker et al., 2013). Loss of RNA binding by these factors is therefore expected to strongly impair translation initiation. We conclude that a specific block in PIC recruitment and/or mRNA scanning underlies the translation repression seen following either glucose withdrawal or heat shock.

### Differential RNA Binding by eIF4A, eIF4B, and Ded1 upon Stress

To further investigate the role of eIF4A, eIF4B, and Ded1 in translation shutoff, we mapped the RNA binding sites for each protein using CRAC. Strains were constructed in which eIF4A and Ded1 were expressed as N-terminal, FH-tagged (FLAG-Ala_4_-His_8_) fusion proteins and eIF4B was expressed with a C-terminal HF tag (His_8_-Ala_4_-FLAG), under control of the endogenous promoters. The fusion proteins each supported wild-type growth, indicating that they are functional. Actively growing cells expressing the fusion proteins were UV-irradiated at 254 nm for ∼4–6 s in a VariX crosslinker to covalently fix direct protein:RNA contacts. After stringent, tandem-affinity purification, partial RNase digestion, and radiolabeling, protein:RNA complexes were isolated using SDS-PAGE (Figure S3A). Subsequently, crosslinked RNA fragments were amplified using RT-PCR and analyzed by high-throughput sequencing. For each protein, we collected datasets from unstressed cells (“control”), mock-shifted cells without stress (16 min), and following glucose withdrawal (30 s and 16 min) or heat shock (16 min; Figure S3B; Tables S4, S5, and S6). 

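CRAC sequences the RNA fragments that ultraviolet light has crosslinked to a tagged protein. The authors deposited, for each library, the number of reads counted on every annotated feature of the yeast genome, without normalization. They collapsed PCR duplicates with the help of random nucleotides in the adapter, aligned the reads with Novoalign to a genome without introns, placed reads with several equally good positions at random, and counted reads on the sense strand. The deposited data hold 56 libraries, named here by their library numbers, of which 4 came from untagged cells (07, 20, 28 and 64). For eIF4B there were 4 control, 3 mock-shifted and 4 heat shock libraries, with 2 after 30 s and 3 after 16 min of glucose withdrawal and another 2 after heat shock with cycloheximide. Ded1 had 3 control, 2 mock-shifted and 3 heat shock libraries, with 2 after 30 s and 3 after 16 min of glucose withdrawal. For eIF4A the numbers were 6 control, 4 mock-shifted and 4 heat shock libraries, with 3 after 30 s and 4 after 16 min of glucose withdrawal. The title of eIF4A library 51 gives 16 min of glucose withdrawal and its description gives 30 s. It was placed at 30 s, since the sum of libraries 51, 79 and 82 matched the 30 s values of Table S4 with a median absolute difference of 0.02 (log2). The copies of the tables at hand hold 500 transcripts of Table S4, and 1998 of the 2000 analyzed transcripts in each of Tables S5 and S6. For eIF4B after heat shock, Figure S3D gives n = 3, and the values of Table S5 matched the sum of libraries 23, 56 and 75 with a median absolute difference of 0.07 (log2). Library 98 is the additional heat shock library, and the paper gives no reason for its absence from these values. For mock-shifted eIF4A, Figure S3D also gives n = 3, but the values of Table S4 matched the sum of all 4 libraries (17, 53, 77 and 81) with a median absolute difference of 0.01 (log2). Libraries 97, 98 and 99 were counted on a later version of the annotation, in which some reads count on more than 1 feature, so that 25.6%, 30.4% and 18.65% more reads were counted than mapped.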

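The tagged libraries held between 183689 and 4385132 counted reads, with a median of 924028, and the untagged libraries between 347 and 46692. Control libraries held 544510 to 1997059 reads for eIF4B, 242631 to 1916658 for eIF4A and 671478 to 2777328 for Ded1. Binding to a transcript was expressed as RPM, its reads scaled to a library total of 1000000 counted reads, and averaged over libraries, so that a fall in the share of all mRNAs lowers the value of each mRNA. For tests across transcripts, a negative binomial model was fitted with edgeR to all libraries of 1 protein, with the total counted reads as the library size, and groups were compared by its quasi-likelihood test with Benjamini-Hochberg adjustment. A transcript was called when the adjusted p was below 0.05. After the filter on low counts, 5555 transcripts were tested for eIF4B, 4853 for eIF4A and 5800 for Ded1. On simulated counts with the spread of the deposited libraries, 2.04% to 11.3% of changes of 4-fold were called for eIF4B, 17.2% to 32.3% for Ded1 and 0% for eIF4A. For changes of 16-fold the calls reached 33.0% to 52.5%, 70.0% to 82.0% and 1.08% to 14.4%. Single values per library were compared by exact two-sided permutation tests, for which the smallest p that the number of libraries allows is given.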

Metaplots of individual replicates showed good reproducibility (Figure S3D), and for subsequent analyses, replicate datasets were merged to provide improved coverage along individual transcripts.

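Replicates were compared by Pearson's r of log2 RPM across 6473 mRNAs, which are not independent replicates of each other. Within a condition, r lay between 0.280 and 0.945 over 67 pairs of libraries, with a median of 0.592. Between conditions, the 1259 pairs had a median of 0.512 and a range of 0.146 to 0.936. Among control libraries those of Ded1 gave r of 0.844 to 0.945, those of eIF4B 0.767 to 0.8915 and those of eIF4A 0.392 to 0.665. Over all conditions the lowest r (0.280) was that of eIF4A libraries after heat shock (0.280 to 0.451). With mRNAs limited to those with at least 10 reads on average, the median within conditions was 0.478. In every pair the replicates differed by more than the sampling noise of the counts, with chi-square per degree of freedom of at least 9.22, the value for Ded1 control libraries 57 and 61. Among the eIF4A control libraries, library 52 detected 1539 mRNAs when an equal number of reads was drawn from each library, against 3017 to 3988 in the others.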

We first examined interactions between each translation factor and ribosomal RNA in control cells (Figures S4A and S4B). eIF4A showed weak binding throughout 18S, together with two sharp peaks in 25S. However, both crosslinking sites were buried within the ribosome so likely represent sequencing artifacts. Clear results were seen with eIF4B, for which we observed a single major crosslinking site, situated close to the mRNA exit channel (nucleotide 1,060). Ded1 also crosslinked mainly to 18S rRNA, with prominent peaks near the mRNA entry (nucleotide 492) and exit (nucleotide 1,053) channel and additional binding at position 719. Crosslinking at all three sites is consistent with previously reported interactions between Ded1 and 18S rRNA (Guenther et al., 2018).

A breakdown of crosslinked RNAs by biotype revealed substantial differences pre- and post-stress. 

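The share of counted reads that fell on mRNAs was computed for each eIF4B library. In control cells it was 66.5% ± 3.64 (SD, n = 4), with libraries between 62.5% and 70.6%. After 30 s of glucose withdrawal it was 16.05% ± 1.12 (SD, n = 2 libraries with 948390 and 1203118 reads), lower by 50.4 percentage points (exact permutation test, two-sided, p = 0.0667, the smallest that 2 libraries against 4 allow). After 16 min the share was 21.5% ± 2.24 (SD, n = 3 libraries with 587625 to 1276500 reads), a difference of -45.0 points (exact permutation test, p = 0.0286, the smallest reachable). Over the 3 heat shock libraries that match Table S5, the share was 28.65% ± 3.22 (SD), a difference of -37.8 points (exact permutation test, p = 0.0286, again the smallest). With library 98, at 33.1%, the 4 heat shock libraries (183689 to 2016599 reads) gave 29.8% ± 3.44 (SD) and a difference of -36.7 points (exact permutation test, p = 0.0286). With adjustment over the 42 share tests made for the 3 proteins, the p values became 0.14 at 30 s, 0.109 at 16 min and 0.109 for heat shock (Benjamini-Hochberg). Over all counted reads no library of either stress came within the range of the controls. The share of tRNA reads moved the other way, from 22.6% ± 2.32 (SD, n = 4) in the control to 68.9% ± 1.89 (SD, n = 2) at 30 s and 61.45% ± 1.65 (SD, n = 3) at 16 min of glucose withdrawal. After heat shock it was 53.15% ± 2.63 (SD) in these 3 libraries and 43.1% ± 20.3 (SD) with library 98, which had 12.9% tRNA and 52.2% rRNA. Taken over reads other than rRNA, the alternative that moved the heat shock value most, the difference in mRNA share was -30.2 points. The heat shock share was then 42.6% ± 18.1 (SD, n = 4). Library 98 had 69.3%, next to the lowest control (70.1%, library 71), against 29.8% to 37.5% in the other heat shock libraries. Over mapped reads library 98 had 43.1% and the others 24.0% to 30.5%. In the untagged libraries mRNAs took 30.0% ± 5.39 (SD, n = 4) of the few reads.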

In unstressed cells, eIF4B primarily targeted mRNAs, but this enrichment was abruptly lost following exposure to either stress (Figure 4A). By contrast, cells subjected to a mock shift were indistinguishable from the control, indicating that the experimental protocol per se did not significantly perturb the cells. 

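Mock-shifted cells gave an mRNA share for eIF4B of 66.4% ± 5.27 (SD, n = 3 libraries with 607664 to 1266064 reads). This was a difference of -0.072 percentage points from the control, less than the spread between replicates (exact permutation test, two-sided, p = 0.943, adjusted p = 0.966 after Benjamini-Hochberg). Of the 5555 transcripts tested, 2 were called between mock-shifted and control cells (edgeR, Benjamini-Hochberg), both lower, and 136 had an unadjusted p below 0.05. The first, CTT1 (YGR088W, chromosome VII, 654634 to 656322) in the R64 reference annotation, went from 28.65 ± 18.9 RPM (SD, n = 4) to 0.449 ± 0.778 (SD, n = 3), a log2 fold change of -5.86 (standard error 1.19, adjusted p = 0.0231). Without library 55, 71 or 74 the adjusted p of CTT1 was 0.197, 0.099 or 0.325. The other, STF2 (YGR008C, chromosome VII, 508110 to 508364), had a log2 fold change of -3.51 (standard error 0.62, adjusted p = 0.00325) and an adjusted p of 0.0628 without library 74. The number of called transcripts was 6 without library 25 and 1 without library 71 or 74. From the likeness of control and mock-shifted cells, the paper concludes that the protocol itself did not significantly perturb the cells.

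**Figure D1:**
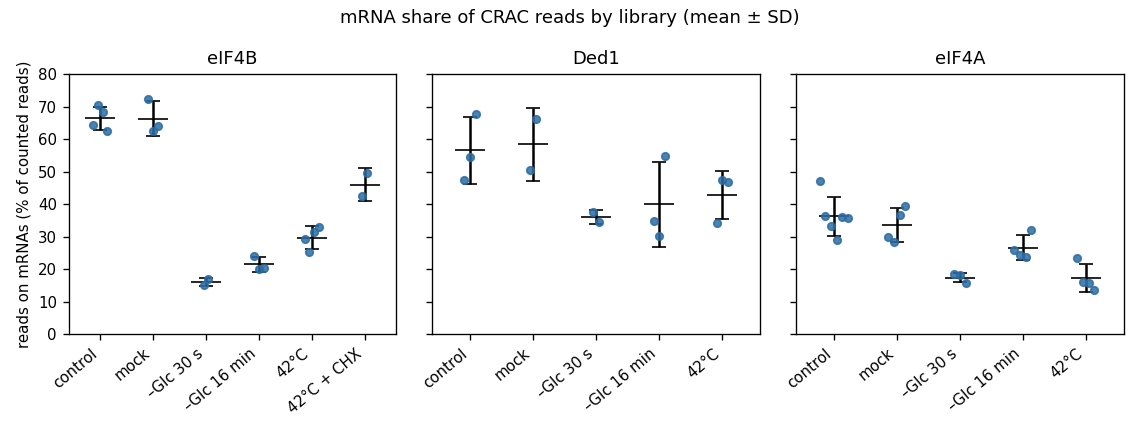
Share of counted CRAC reads on mRNAs, in percent, for eIF4B, Ded1 and eIF4A in each condition; points are libraries, and bars are the mean with the SD as error. For eIF4B the control libraries lie between 62.5% and 70.6%, and the means after 30 s and 16 min of glucose withdrawal and after heat shock are 16.05%, 21.5% and 29.8%.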

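For Ded1, mRNAs took 56.6% ± 10.4 of the counted reads in control cells (SD, n = 3) and 58.5% ± 11.2 after a mock shift (SD, n = 2; exact permutation test, two-sided, p = 0.8, adjusted p = 0.9). The share was 35.95% ± 2.14 (SD, n = 2 libraries with 1155071 and 1435245 reads) after 30 s of glucose withdrawal, a difference of -20.6 percentage points (exact permutation test, p = 0.2), or -31.9 against library 65, the only control of the same series of libraries (65 to 70). After 16 min it was 39.9% ± 13.1 (SD, n = 3), a difference of -16.6 points (exact permutation test, p = 0.3), with 54.8% in library 67 and 30.1% and 34.9% in the others. After heat shock it was 42.9% ± 7.44 (SD, n = 3 libraries with 1452822 to 2613844 reads), a difference of -13.7 points (exact permutation test, p = 0.1). The smallest p that 3 libraries against 3 allow is 0.1, so none of the Ded1 comparisons could pass 0.05. With single libraries left out, the Ded1 differences lay between -25.2 (without 57) and -15.0 (without 65) at 30 s, between -24.1 (without 67) and -11.0 (without 65) at 16 min, and between -18.3 (without 57) and -8.03 (without 65) after heat shock. For eIF4A the share was 36.3% ± 6.02 (SD, n = 6) in control cells and 33.7% ± 5.25 (SD, n = 4) after a mock shift (exact permutation test, p = 0.538, adjusted p = 0.729). It was 17.4% ± 1.45 (SD, n = 3 libraries with 286226 to 899667 reads) after 30 s of glucose withdrawal, a difference of -18.9 points (exact permutation test, p = 0.0119, the smallest reachable). At 16 min eIF4A stood at 26.6% ± 3.79 (SD, n = 4), a difference of -9.71 points (exact permutation test, p = 0.0143), with p = 0.0595 without library 12, 14 or 19 and p = 0.0571 within the series of libraries. After heat shock it stood at 17.3% ± 4.30 (SD, n = 4 libraries with 197561 to 810854 reads), a difference of -19.0 points (exact permutation test, p = 0.00476, the smallest reachable). The adjusted p of the 3 eIF4A stress comparisons lay between 0.1 and 0.109 (Benjamini-Hochberg). Without library 51, the difference for eIF4A at 30 s was -19.4 points (exact permutation test, p = 0.0357).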

Similar but less dramatic trends were seen for Ded1 and eIF4A (Figure S3C). Analysis of binding sites on individual mRNAs provided a high-resolution snapshot of translation dynamics. Figures 4B–4D analyze 2,000 transcripts showing the strongest binding to eIF4B in unstressed conditions. 

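For the 2000 mRNAs with the most eIF4B binding, by the average RPM of control and mock-shifted cells, the log2 ratio of each library to the mean of the control libraries was taken after adding 3 RPM, and the median over the mRNAs gave 1 value per library. For eIF4B the control libraries had a median of -0.02 ± 0.07 (SD, n = 4). After 16 min of glucose withdrawal the median was -2.06 ± 0.06 (SD, n = 3), which is 2.04 below the control on the log2 scale (difference -2.04; exact permutation test, two-sided, p = 0.0286, the smallest reachable). With replicates merged, 96.9% of the mRNAs were lower, the median mRNA kept a ratio of 0.27, and 80.3% had fallen by more than 2-fold. In the 3 heat shock libraries that match Table S5 the median was -3.20 ± 1.28 (SD), 91.1% of the mRNAs were lower in the merged data, and the median ratio was 0.26. Library 98 had a median of -2.00. With it, the median was -2.90 ± 1.20 (SD, n = 4), a difference of -2.88 from the control (exact permutation test, p = 0.0286, the smallest reachable), with 91.8% of mRNAs lower. For Ded1 the control was -0.02 ± 0.24 (SD, n = 3), glucose withdrawal for 16 min gave -0.67 ± 0.34 (SD, n = 3) with 84.1% of mRNAs lower, and heat shock gave -1.34 ± 0.24 (SD, n = 3) with 82.9% lower. Each difference from the control had p = 0.1 (exact permutation test), the smallest that 3 libraries against 3 allow. For eIF4A the control was -0.57 ± 1.05 (SD, n = 6), with library 52 at -2.63 and the others between -0.59 and 0.22. Glucose withdrawal for 16 min gave -1.81 ± 0.39 (SD, n = 4) with 71.25% of mRNAs lower, a difference of -1.24 (exact permutation test, p = 0.0571), or -1.67 without library 52 (p = 0.00794). With replicates merged the median change was smaller, at -0.84 (ratio 0.558). After heat shock eIF4A had -3.27 ± 0.82 (SD, n = 4) with 83.45% lower, a difference of -2.71 (exact permutation test, p = 0.00952). Here 60.5% and 70.8% of the 2000 mRNAs had 0 reads in libraries 16 and 54, so their medians rest on the added 3 RPM. The same holds for eIF4B heat shock library 56 (56.25%) and eIF4A libraries 52 (50.5%) and 53 (53.2%). With replicates merged the median change of eIF4A after heat shock was -2.09 (ratio 0.235). Over the 14 tests of this kind the adjusted p of the stress comparisons lay between 0.133 and 0.14 (Benjamini-Hochberg). Mock-shifted cells differed from the control by 0.03 for eIF4B (exact permutation test, p = 0.486), 0.04 for Ded1 (p = 0.8) and -0.52 for eIF4A (p = 0.514). The eIF4A value depends on library 53, at -3.16, and on control library 52, at -2.63. With single libraries left out it lay between -0.93 and 0.175. The values depend most on the scaling. Scaling to the reads on mRNAs alone sets aside the fall in the share of all mRNAs. The difference after 16 min of glucose withdrawal was then -0.50 for eIF4B and -0.13 for Ded1. After heat shock more of the fall stayed. There, medians from the mean RPM of the libraries went from -2.17 to -1.16 for eIF4B. For eIF4A they went from -2.17 to -1.54, and for Ded1 from -1.26 to -0.91.

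**Figure D2:**
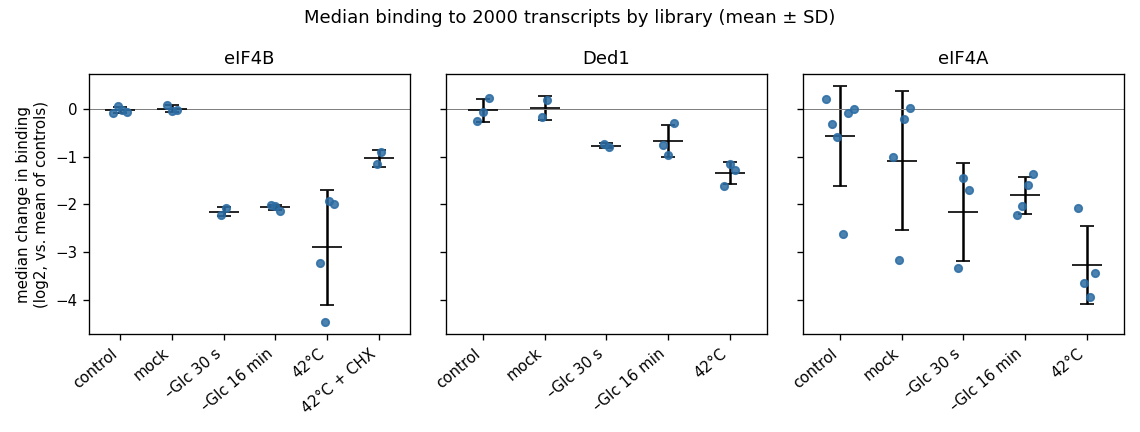
Median log2 change in binding relative to the control libraries over 2000 mRNAs, for eIF4B, Ded1 and eIF4A in each condition, in log2 RPM; points are libraries, and bars are the mean with the SD as error. Means after heat shock are -2.90 for eIF4B, -1.34 for Ded1 and -3.27 for eIF4A, and eIF4A control library 52 lies at -2.63. With replicates merged, the medians after heat shock are -1.92, -1.16 and -2.09.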

The vast majority of transcripts showed decreased binding by eIF4B, Ded1, and eIF4A upon exposure to stress. 

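At 30 s of glucose withdrawal the median log2 change in eIF4B binding was -2.15 ± 0.09 (SD, n = 2), a difference of -2.12 from the control (exact permutation test, two-sided, p = 0.0667, the smallest that 2 libraries against 4 allow). In the merged libraries 99.3% of the 2000 mRNAs were lower and 87.55% had fallen by more than 2-fold, and the median ratio was 0.242. Ded1 changed by -0.77 ± 0.05 (SD, n = 2), with 80.4% of mRNAs lower and 30% lower by more than 2-fold (exact permutation test of the difference from the control, p = 0.1, the smallest reachable). Its difference from the control was -0.74, or -1.0 within its series of libraries. For eIF4A the median was -2.16 ± 1.03 (SD, n = 3) with 85.1% of mRNAs lower, a difference of -1.59 from the control (exact permutation test, p = 0.0714), or -1.96 within the series of libraries (exact permutation test, p = 0.0333). In the merged libraries the median change for eIF4A was smaller, at -1.22 (ratio 0.429). Library 51 had the lowest median (-3.34), with 0 reads on 58.4% of the mRNAs. With single libraries left out, the eIF4A difference lay between -2.00, without library 52 (exact permutation test, p = 0.0179), and -1.0. Scaled to the reads on mRNAs, the eIF4B difference at 30 s was -0.19 and the Ded1 difference -0.11. The paper relates the loss of binding at 30 s to earlier reports that initiation is repressed within the first minute.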

Remarkably, binding was greatly decreased within the first 30 s of glucose withdrawal, consistent with prior reports that translation initiation is repressed within the first minute (Ashe et al., 2000). Binding was reduced across mRNAs, but the reduction was substantially more pronounced when considering only 5′ binding, defined as reads mapping to either the 5′ UTR or the first 150 nt of the open reading frame (Figures 4B–4D). This specific loss of 5′ binding was also seen in a metagene analysis of the top 2,000 bound mRNAs (Figures 4E and S3D). Heatmaps of the distribution of eIF4B along each of the 2,000 mRNAs confirmed that loss of 5′ binding is a general feature (Figure S3E; Table S7).

**Figure 4:**
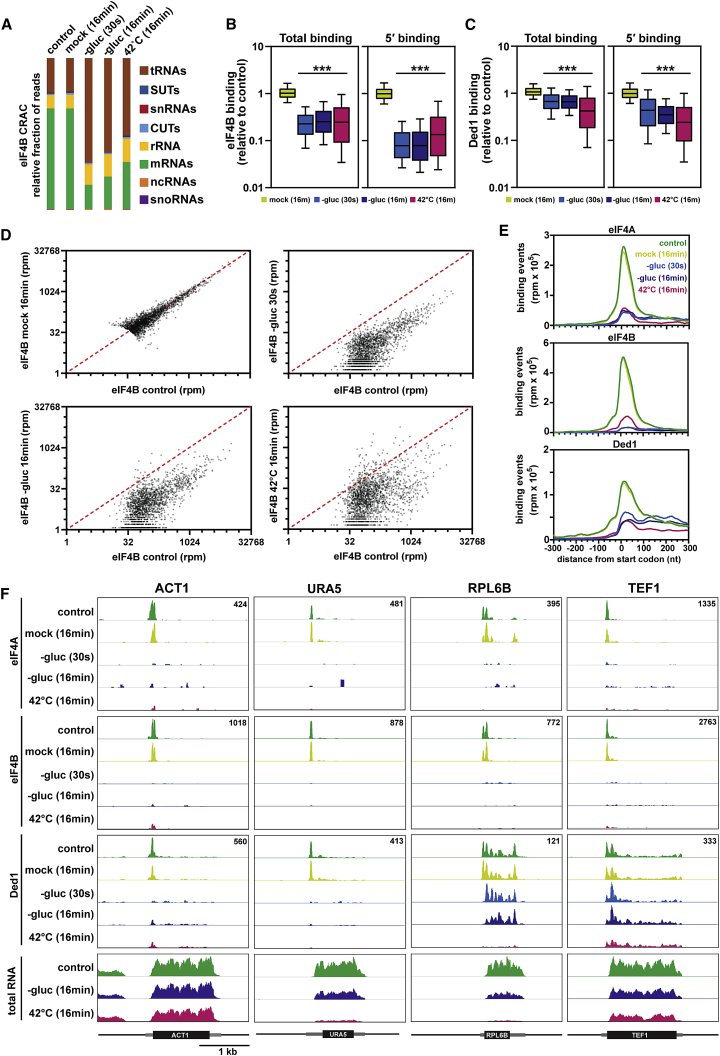
Genome-wide Analysis of the RNA Binding Profiles of eIF4A, eIF4B, and Ded1 (A) Breakdown of eIF4B-bound RNAs by biotype in CRAC analyses. (B) Boxplot showing the changes in eIF4B binding to individual mRNAs following either mock shift or stress in CRAC analyses. Each box represents the median with 25^th^ and 75^th^ percentiles. The whiskers show the 10^th^ and 90^th^ percentiles. ^∗∗∗^p < 10^−15^ relative to mock, using the unpaired t test to compare means. For (B)–(E), all analyses are based on a set of 2,000 transcripts that show the strongest binding to eIF4B in unstressed conditions. (C) Same as (B) but for Ded1. (D) Scatterplots comparing the changes in RNA binding between control and either mock shift (16 min), glucose starvation (30 s), glucose starvation (16 min), or heat shock (16 min). (E) Metaplots showing the distribution of eIF4A, eIF4B, and Ded1 binding around the mRNA start codon in CRAC analyses. (F) Binding of eIF4A, eIF4B, and Ded1 across the *ACT1*, *URA5*, *RPL6B*, and *TEF1* mRNAs. Each set of tracks is normalized to total library size using reads per million, with the exact value indicated in the upper right corner of each box. RNA-seq traces are shown at the bottom as a control. Each track is normalized to a spike-in control and thus represents the absolute abundance of each mRNA compared to the control. Each box represents a 3-kb window; a scale bar is shown at the bottom. The open reading frames (ORFs) are indicated as black boxes, with UTRs as flanking gray boxes of intermediate thickness. See also Figures S3–S5.

Having examined the “average” binding profile by metaplot, we next investigated how binding varied between individual mRNAs (Figures 4F and S5A). On most mRNAs, eIF4A and eIF4B targeted a single site close to the start codon (shown for *TEF1* and *URA5*). For a minority of transcripts, we observed two distinct peaks, usually on either side of the start codon (shown for *ACT1* and *RPL6B*). Overall, the two translation factors displayed a strikingly similar binding profile, consistent with eIF4B’s role as a cofactor for eIF4A (Andreou et al., 2017). 

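Changes on single transcripts were tested for eIF4B and eIF4A. For eIF4B, 594 of 5555 transcripts were called after 30 s of glucose withdrawal (593 lower, 1 higher; 1975 with an unadjusted p below 0.05), 1017 after 16 min (973 lower, 44 higher) and 1441 after heat shock (1308 lower, 133 higher; 1260 without library 98), by edgeR with Benjamini-Hochberg adjustment. The transcript called higher at 30 s, YER088C-A, was named after its values were seen and had reads in library 73 alone. These counts rest on scaling by all counted reads. The median of all transcripts fell by 2.24 on the log2 scale at 30 s, by 1.75 at 16 min and by 1.45 after heat shock, and TMM scaling, which centres most transcripts on no change, raised these medians by 1.96, 1.39 and 1.05. Under TMM no transcript was called at 30 s (0 also with mRNA reads as the library size, 39 by DESeq2 with median-ratio scaling, and 2115 when the compared groups were fitted alone), 48 were lower and 63 higher at 16 min, and 585 were lower and 211 higher after heat shock. The count at 30 s was 27 without library 72, 23 without library 73 and 373 without library 21. At 16 min it was 650 without library 27. For eIF4A, where the spread between libraries was largest, 0 of 4853 transcripts were called at 30 s by edgeR (765 with an unadjusted p below 0.05; 46 by DESeq2, 46 when the compared groups were fitted alone, and 1 without library 79). At 16 min 3 were lower and 4 higher (886 with an unadjusted p below 0.05; 307 by DESeq2). After heat shock 365 were called (333 lower, 32 higher), or 231 without library 54 and 219 without library 83.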

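Positions of genes are from the R64 reference annotation, whereas the authors mapped to an EF4.74 genome without introns. The transcripts with the largest decreases were at 0 reads in all libraries of the stress. Their change is given as a lower bound, which takes 3 reads over the summed reads of the group as the limit of detection. Such limits, like all intervals given here, cover counting error only. For eIF4B after heat shock these were DBP9 (YLR276C, chromosome XII, 695046 to 696830), at least 148.1-fold lower, NRP1 (YDL167C, chromosome IV, 160995 to 163154), at least 139.6-fold, and RPA49 (YNL248C, chromosome XIV, 181361 to 182608), at least 131.0-fold. After 16 min of glucose withdrawal they were YBR190W (not in the reference annotation), at least 167.7-fold lower, NNT1 (YLR285W, chromosome XII, 707360 to 708145), at least 90.05-fold, and MTM1 (YGR257C, chromosome VII, 1006205 to 1007305), at least 86.6-fold. At 30 s they were CNL1 (YDR357C, chromosome IV, 1189199 to 1189567), PEX29 (YDR479C, chromosome IV, 1415210 to 1416874) and YGR201C (chromosome VII, 902520 to 903197), at least 65.7-, 50.1- and 47.6-fold lower. The calls at 30 s were lost without library 72 or 73, where the adjusted p of the 3 transcripts lay between 0.122 and 0.182 (edgeR, Benjamini-Hochberg). The largest increases in eIF4B binding were those of HSP30 (YCR021C, chromosome III, 156109 to 157107), RGI1 (YER067W, chromosome V, 292066 to 292551) and TMA10 (YLR327C, chromosome XII, 783127 to 783387). HSP30 went from 4.87 ± 8.56 RPM (SD, n = 4) to 1450 ± 516 after heat shock (SD, n = 4), a log2 fold change of 8.06 (standard error 0.86, adjusted p = 7.69e-11, edgeR). The log2 fold changes of RGI1 and TMA10 were 7.71 and 6.84 after heat shock and 6.05 and 5.48 after 16 min of glucose withdrawal, where HSP30 had 5.49. For eIF4A after heat shock the largest decreases were those of RPL26B (YGR034W, chromosome VII, 555812 to 556672), RPL11B (YGR085C, chromosome VII, 648383 to 648907) and RPS7B (YNL096C, chromosome XIV, 443398 to 444315), at least 295.0-, 249.5- and 208.3-fold lower. The largest increases were those of HSP26 (YBR072W, chromosome II, 382030 to 382674), SSA4 (YER103W, chromosome V, 364589 to 366517) and HSP12 (YFL014W, chromosome VI, 107256 to 107585), with log2 fold changes of 10.66, 7.14 and 6.06. At 16 min of glucose withdrawal the 3 transcripts lower for eIF4A were RPP0 (YLR340W, chromosome XII, 805887 to 806825), with a log2 fold change of -2.84 (adjusted p = 0.00902, edgeR), RPL41A (YDL184C, chromosome IV, 130407 to 130484), with -2.29 (adjusted p = 0.000842), and RPL41B (YDL133C-A, chromosome IV, 221724 to 221801), with -2.07 (adjusted p = 0.0459). RPP0 was not called without library 12 or 19 (adjusted p = 0.0573 and 0.178). RPL41B was called in 2 of 10 fits with 1 library left out, and without library 11, 13, 14, 18, 19, 45, 76 or 80 its adjusted p lay between 0.0624 and 0.223. Those higher were HSP26, with a log2 fold change of 8.22, HSP30, at 0 in all controls and at least 116.0-fold higher, HSP42 (YDR171W, chromosome IV, 806621 to 807748), with 5.55, and BTN2, named after its values were seen, with 5.34. HSP30 was called in 3 of 10 such fits, and without library 11, 12, 13, 18, 52, 76 or 80 its adjusted p lay between 0.0643 and 0.135. With the series of libraries as a block neither HSP30 nor RPL41B was called. None of these changes in binding is corrected for the mRNA level. By RNA-seq the mRNAs of HSP30, HSP26 and SSA4 also rose after heat shock, and that of HSP30 after glucose withdrawal. After heat shock, listed ribosomal protein mRNAs fell 12.9-fold and ribosome biogenesis mRNAs 12.2-fold by the median. DBP9, RPA49, RPL26B, RPL11B and RPS7B are on these lists.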

In agreement with the metagene analysis, most individual transcripts showed sharply reduced binding to both eIF4A and eIF4B following stress.

Ded1 displayed a more complicated binding pattern. 

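ACT1 (YFL039C, chromosome VI, 53260 to 54696), the actin gene, and URA5 (YML106W, chromosome XIII, 56773 to 57453), an enzyme of pyrimidine synthesis, were followed in all 3 proteins. On ACT1, eIF4B had 2696 ± 390 RPM in control cells (SD, n = 4), 238.5 ± 88.2 after 30 s of glucose withdrawal (SD, n = 2), 576 ± 213 after 16 min (SD, n = 3) and 807 ± 189 after heat shock (SD, n = 4). The log2 fold changes were -3.50 (standard error 0.52, adjusted p = 1.15e-05), -2.23 (standard error 0.41, adjusted p = 0.000117) and -1.74 (standard error 0.36, adjusted p = 0.000183, edgeR with Benjamini-Hochberg adjustment). Under TMM they were -1.50, -0.86 and -0.85, and none was called (adjusted p of 0.661, 0.386 and 0.215). On URA5, eIF4B went from 1024 ± 276 RPM to 39.9 ± 27.1, 65.6 ± 10.0 and 12.5 ± 22.5 in the same libraries, with log2 fold changes of -4.68 (adjusted p = 0.000379), -3.96 (adjusted p = 6.06e-05) and -5.96 (adjusted p = 5.54e-10). Without library 72 the 30 s change in URA5 was -4.11 (adjusted p = 0.0704). Ded1 had 1488 ± 236 RPM on ACT1 in control cells (SD, n = 3), 450 ± 11.0 at 30 s (SD, n = 2), 845 ± 192 at 16 min (SD, n = 3) and 744 ± 114 after heat shock (SD, n = 3). Its log2 fold changes on ACT1 were -1.72 (adjusted p = 0.00577), -0.82 (adjusted p = 0.107) and -1.0 (adjusted p = 0.0113). The 16 min change was called without library 67 (-1.01, adjusted p = 0.0466) and with the series of libraries as a block (adjusted p = 0.0449), and the heat shock change was not called without library 60 (-0.93, adjusted p = 0.0506) or library 65 (-0.87, adjusted p = 0.053). On URA5, Ded1 went from 960 ± 555 to 180 ± 1.82, 155 ± 45.0 and 25.0 ± 21.4 RPM, with log2 fold changes of -2.42 (adjusted p = 0.0159), -2.63 (adjusted p = 0.00552) and -5.23 (adjusted p = 1.53e-07). Control library 65 carried part of this, since without it the glucose withdrawal changes were -1.84 (adjusted p = 0.0846) and -2.06 (adjusted p = 0.0706). The 30 s change was also not called without library 69 (adjusted p = 0.0693) or 70 (adjusted p = 0.0594). For eIF4A, ACT1 went from 775 ± 356 RPM (SD, n = 6) to 224 ± 143, 312 ± 197 and 221 ± 88.4, with adjusted p of 0.315, 0.401 and 0.111. The fall of URA5 in eIF4A from 426 ± 170 RPM was called only after heat shock, where 8.94 ± 17.9 remained (SD, n = 4; log2 fold change -5.41, standard error 1.35, adjusted p = 0.00445). These values sum reads over the whole transcript, because the deposited counts do not give positions within it.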

For most transcripts, including *ACT1* and *URA5* (Figure 4F), Ded1 showed a similar distribution to eIF4A and eIF4B, binding at a single site near the 5′ end in unstressed cells and largely dissociating during stress. However, a substantial fraction of transcripts showed pervasive binding throughout the length of the mRNA. To quantify this difference, we generated heatmaps in which individual transcripts were sorted by their ratio of 5′ versus pervasive binding. For Ded1, 66% of transcripts showed at least as much binding at downstream sites as at the 5′ end (Figures S5B and S5D). By contrast, only 5% of transcripts showed a comparable ratio for eIF4B (Figures S5C and S5D). The *RPL6B* mRNA illustrates these points well (Figure 4F). In unstressed cells, Ded1 was bound throughout the transcript, with modest enrichment at the 5′ end. Intriguingly, 5′ binding was selectively lost in response to glucose withdrawal, although downstream binding was maintained. By contrast, heat shock resulted in a general loss of Ded1 binding across the length of the mRNA. 

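On RPL6B (YLR448W, chromosome XII, 1028854 to 1029768), a ribosomal protein gene, Ded1 had 684 ± 159 RPM in control cells (SD, n = 3). After heat shock 40.2 ± 24.6 remained (SD, n = 3), a log2 fold change of -4.07 (standard error 0.45, adjusted p = 9.48e-08, edgeR with Benjamini-Hochberg adjustment). With each library left out in turn the change stayed between -4.45 and -3.66. It is not corrected for the mRNA level, and ribosomal protein mRNAs had a median log2 change of -3.69 after heat shock. After glucose withdrawal Ded1 had 657 ± 80.9 RPM at 30 s (SD, n = 2) and 566 ± 52.6 at 16 min (SD, n = 3). The log2 fold changes of -0.06 (standard error 0.44, adjusted p = 0.946) and -0.27 (standard error 0.39, adjusted p = 0.727) did not stand out from the spread between replicates. Their sign depends on the scaling, with 0.83 and 0.46 under TMM (adjusted p of 0.315 and 0.711), where the heat shock change was -3.16. The scaling itself shifted the median transcript of Ded1 by 0.86 at 30 s, 0.65 at 16 min and 0.77 after heat shock.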

Similar results were seen for other transcripts, including *TEF1* (Figure 4F) and *RPL34B* (Figure S5A), albeit to varying degrees. 

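Ded1 had 1656 ± 257 RPM on TEF1 (YPR080W, chromosome XVI, 700594 to 701970), which encodes an elongation factor, in control cells (SD, n = 3). It had 1422 ± 163 after 30 s of glucose withdrawal (SD, n = 2), 2217 ± 716 after 16 min (SD, n = 3) and 1306 ± 121 after heat shock (SD, n = 3). The log2 fold changes of -0.22, 0.42 and -0.34 (standard errors of 0.31, 0.28 and 0.28) were not called (adjusted p of 0.687, 0.392 and 0.406, edgeR with Benjamini-Hochberg adjustment). Under TMM all 3 were positive, at 0.65, 1.07 and 0.45, and the 16 min change was called (adjusted p = 0.0072). On RPL34B (YIL052C, chromosome IX, 256226 to 257063) Ded1 went from 515 ± 74.3 RPM (SD, n = 3) to 436 ± 53.5 at 30 s, 321.5 ± 73.7 at 16 min and 62.1 ± 32.9 after heat shock. Only the heat shock change of -3.04 was called (standard error 0.42, adjusted p = 2.65e-06), and it was -2.19 under TMM. Its changes after glucose withdrawal were -0.24 (adjusted p = 0.752) and -0.68 (adjusted p = 0.309), and 0.63 and 0.06 under TMM. Over all 5800 transcripts tested for Ded1, 473 were called at 30 s (471 lower, 2 higher), 226 at 16 min (201 lower, 25 higher) and 1553 after heat shock (1335 lower, 218 higher). With TMM the called transcripts numbered 125 lower and 53 higher at 30 s, and 39 lower and 84 higher at 16 min. The balance after heat shock depends on the scaling too. Called or not, 72.3% of the transcripts were lower there, and 51.6% under TMM (2983 lower, 2800 higher). With the series of libraries as a block 1111 were called at 30 s and 369 at 16 min. The 30 s count fell to 294 without library 61 and 275 without library 65. The 16 min count was 150 without library 57, 78 without 59, 90 without 61, 74 without 62 and 57 without 65. Between mock-shifted and control cells 0 transcripts were called by edgeR (100 with an unadjusted p below 0.05; 12 by DESeq2; 1 without library 57). The pair called higher at 30 s was YNL208W (chromosome XIV, 254418 to 255017) and RPL37B (YDR500C, chromosome IV, 1450198 to 1450853), with log2 fold changes of 1.60 (adjusted p = 0.0468) and 1.38 (adjusted p = 0.0483). YNL208W was not called without any 1 of libraries 57, 61, 65, 69 and 70 (adjusted p of 0.0831 to 0.118) or with the block (adjusted p = 0.133), nor RPL37B without 57, 61, 65 or 69 (adjusted p of 0.0864 to 0.26). The largest decreases were those of RPA34 (YJL148W, chromosome X, 140437 to 141138), RRP3 (YHR065C, chromosome VIII, 227532 to 229037) and RPF2 (YKR081C, chromosome XI, 591506 to 592540) after heat shock, at least 129.0-, 109.1- and 103.9-fold, and of MED1 (YPR070W, chromosome XVI, 685898 to 687598), RED1 (YLR263W, chromosome XII, 670340 to 672823) and PRP46 (YPL151C, chromosome XVI, 266180 to 267535) at 30 s, at least 77.0-, 76.4- and 24.0-fold. At 16 min they were those of HMS2 (YJR147W, chromosome X, 704196 to 705272), YIL152W (chromosome IX, 56545 to 57252) and YGR201C, with log2 fold changes of -4.04, -3.79 and -3.71. The largest increases after heat shock were those of HSP30, YJL144W (chromosome X, 146359 to 146673) and HSP26, with log2 fold changes of 8.11, 7.58 and 6.77, and at 16 min of glucose withdrawal those of YJL144W, BTN2 (YGR142W, chromosome VII, 772454 to 773686) and HSP42, with 4.61, 4.34 and 4.00.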

At the metagene level, we observed a specific reduction in 5′ binding, although downstream binding was relatively unaltered following glucose withdrawal but decreased following heat shock (Figure 4E). Importantly, these observations are consistent with the TRAPP data, which showed that glucose withdrawal had a relatively modest effect on binding of Ded1 to RNA in comparison to heat shock (Figure 3B).

For most mRNA species, targeting by Ded1 was approximately proportional to transcript abundance, but there were a number of outliers (Figure S5E). 

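Ded1 binding in control cells (mean RPM of libraries 57, 61 and 65) was set against transcript abundance in the wild-type control RNA-seq libraries (mean share of mRNA reads, n = 3) for the 5514 mRNAs with at least 10 Ded1 reads on average. Across these mRNAs, which are not independent replicates, Spearman's correlation was 0.780 and Pearson's correlation of the log2 values was 0.805. The ratio of binding to abundance lay within 2-fold of its median for 68.2% of the mRNAs. With library 65 alone, the library with the fewest reads, Spearman's correlation was 0.63, and without the filter on low counts it was 0.836.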

The most prominent was the *DED1* mRNA itself, which was highly bound by Ded1. 

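DED1 (YOR204W, chromosome XV, 722911 to 724725) received 1094 ± 178 RPM from Ded1 in control cells (SD, n = 3), at an RNA abundance of 213 reads per 1000000 mRNA reads. Its ratio of binding to abundance was 7.08-fold above the median mRNA (2.82 on the log2 scale), and it ranked 105 of 5514 mRNAs by this ratio. Among the 180 mRNAs with at least 500 RPM it ranked 4, with DAP1 and PCL5 first. Ranked by RPM in excess of the amount that abundance predicts, it was 7, with an excess of 939. Its rank by the ratio was 223 with library 65 alone and 227 without the filter on low counts. For comparison, eIF4B bound the DED1 mRNA 4.41-fold above the median mRNA (rank 205 of 5104) and eIF4A 1.56-fold (rank 1346 of 4504).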

Intriguingly, most binding was concentrated within the 3′ UTR (Figure S5A), a pattern counter to most other mRNAs and suggestive of some form of auto-regulatory control.

### Heat Shock Triggers General mRNA Decay

Our results indicate that specific translation initiation factors dissociate from mRNAs in response to stress. To control for changes in mRNA levels, we harvested RNA before and 16 min after each stress and performed RNA sequencing (RNA-seq), with RNA from *Schizosaccharomyces pombe* included as a spike-in control for quantitation. 

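The authors deposited, for 18 RNA-seq libraries named by letters, the number of reads counted on each feature. The libraries were made from poly(A) RNA and are strand-specific, so that reads were counted on the strand opposite to the read. They were aligned with Novoalign to the joined genomes of S. cerevisiae and S. pombe, and the counts are not normalized. Of these libraries, A, B and H are wild-type controls, C and D followed 16 min of glucose withdrawal, E, F and I heat shock, and J and O heat shock with cycloheximide. Libraries A to F came from a first submission and H to S from a second, so that glucose withdrawal is held only by the first, and cycloheximide only by the second, where H is the only wild-type control. Between 27077521 and 47528813 reads were counted per library, with a median of 31254298, of which 1.77% to 2.79% (531145 to 990246 reads) were from S. pombe. Counts were scaled by the S. pombe reads, and all libraries were fitted together with edgeR's quasi-likelihood model over the 6319 mRNAs left by the filter on low counts, with Benjamini-Hochberg adjustment. In simulated counts of this depth, 98.0% to 100% of changes of 4-fold were called.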

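Pearson's r of log2 spike-in scaled counts, after adding 1, was computed across 6545 mRNAs for each pair of libraries. For the wild-type controls it was 0.9931 to 0.9964 (3 pairs), for glucose withdrawal 0.9951, for heat shock 0.9825 to 0.9952 (3 pairs) and for heat shock with cycloheximide 0.9925. Over the 12 pairs within conditions the median was 0.9942, against 0.9383 over the 141 pairs between conditions, whose range of 0.8575 to 0.9948 overlaps that of the replicates. Limited to mRNAs with at least 10 reads, the lowest r within a condition was 0.9757. All replicate pairs differed by more than sampling noise, with chi-square per degree of freedom of at least 2.45, the value for control libraries A and B.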

Replicates collected for each condition showed excellent reproducibility (Figure S6A; Table S8). Glucose withdrawal reduced overall mRNA abundance by 15%–20%, although heat shock reduced mRNA levels by 20%–25% (Figure 5A). 

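Total mRNA was taken as the reads on S. cerevisiae mRNAs per S. pombe read, relative to the mean of the wild-type controls. After 16 min of glucose withdrawal it was 74.35% ± 11.85 (SD, n = 2), a change of -25.65%, with library C at 82.7% and library D at 66.0%. After heat shock it was 76.5% ± 6.08 (SD, n = 3), a change of -23.5%. Each comparison had p = 0.1 (exact permutation test, two-sided), the smallest that these numbers of libraries allow, and 0.267 after Benjamini-Hochberg adjustment over 8 comparisons. Both falls were larger than the SD of their replicates. The choice of spike-in scaling moved the glucose withdrawal value most. In library D chromosome III took 44.8% of the S. pombe reads, against 18.6% to 21.7% in the other libraries. With S. pombe chromosomes I and II alone as the spike-in, chosen after the data were seen, the change was -10.7% (exact permutation test, p = 0.3), with library C at 82.25% and library D at 96.3%. That of heat shock stayed at -23.5%. With the S. pombe chromosome strands summarized by their median ratio in place of their sum, the change after glucose withdrawal was -12.5%, and over all S. cerevisiae reads it was -19.4%. Within the first submission glucose withdrawal gave -23.2% and heat shock -24.3%, and within the second heat shock gave -22.2%. Without library D the glucose withdrawal change was -17.3%, and without C it was -34.0%.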

The reduction in total mRNA was much less than the reduction in RNA binding by eIF4A, eIF4B, and Ded1 (Figure 3B), showing that the decreased initiation factor binding was not due to reduced mRNA abundance. This conclusion was further supported by analysis of individual mRNAs (Figure S6B).

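For the same 2000 mRNAs with the most eIF4B binding, the log2 change in binding, from the mean RPM of the libraries of each condition, was set beside the log2 change in spike-in scaled abundance of the same mRNA. The abundance of these mRNAs had a median change of -0.74 after 16 min of glucose withdrawal and -1.32 after heat shock. For eIF4B the median change in binding was -1.84 after glucose withdrawal and -2.17 after heat shock. Binding fell more than abundance for 86.85% of the mRNAs (95% Wilson interval of 85.3% to 88.3%) after glucose withdrawal and for 78.6% (76.75% to 80.3%; 79.7% without library 98) after heat shock. For eIF4A the median changes were -0.77 and -2.17, and binding fell more than abundance for 49.4% (47.2% to 51.6%) and 68.15% (66.1% to 70.2%). For Ded1 they were -0.60 and -1.26, with shares of 47.1% (44.9% to 49.3%) and 46.95% (44.8% to 49.1%). The intervals take mRNAs as independent, which they are not. Both sides of the comparison depend on scaling. Scaled to the reads on mRNAs the eIF4B shares were 36.05% and 43.4%. With reads summed over libraries in place of their mean RPM, the shares after glucose withdrawal and heat shock were 88.85% and 77.9% for eIF4B, 51.15% and 66.4% for eIF4A, and 48.1% and 40.35% for Ded1. With abundance scaled by library size instead of the spike-in, the share was 60.6% for eIF4A and 62.1% for Ded1 after glucose withdrawal, and 70.8% for Ded1 after heat shock. With abundance scaled by S. pombe chromosomes I and II alone, which sets aside the reads on chromosome III in library D, the shares after glucose withdrawal were 91.75% for eIF4B, 56.25% for eIF4A and 56.5% for Ded1. With single libraries left out, the Ded1 share after heat shock lay between 36.5% and 53.3% and was above 50% without library 57 (53.3%) or 63 (52.1%). After glucose withdrawal the Ded1 share was above 50% without 57 (50.75%), 67 (55.75%) or RNA-seq library D (53.1%), and the eIF4A share without 12 (51.6%), 19 (50.9%), 45 (56.8%), 52 (50.9%), D (53.45%) or H (50.5%). Figure S6B plots binding at the 5′ end, which the deposited counts do not separate. From the paper's own 5′ values in Tables S4 to S6, over 500 transcripts for eIF4A and 1998 each for eIF4B and Ded1, binding fell more than abundance after glucose withdrawal for 98.85% of mRNAs for eIF4B, 72.3% for Ded1 and 76.2% for eIF4A. After heat shock these shares were 87.1%, 66.6% and 85.0%. From the whole-transcript values of the same tables they were 87.9%, 44.9% and 39.6% after glucose withdrawal and 76.0%, 40.6% and 73.4% after heat shock. The paper sets total mRNA against RNA association measured by TRAPP (Figure 3B), which the CRAC counts do not measure, and adds the single mRNAs of Figure S6B. From the smaller fall in mRNA it concludes that reduced abundance does not account for the loss of initiation factor binding.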

**Figure 5:**
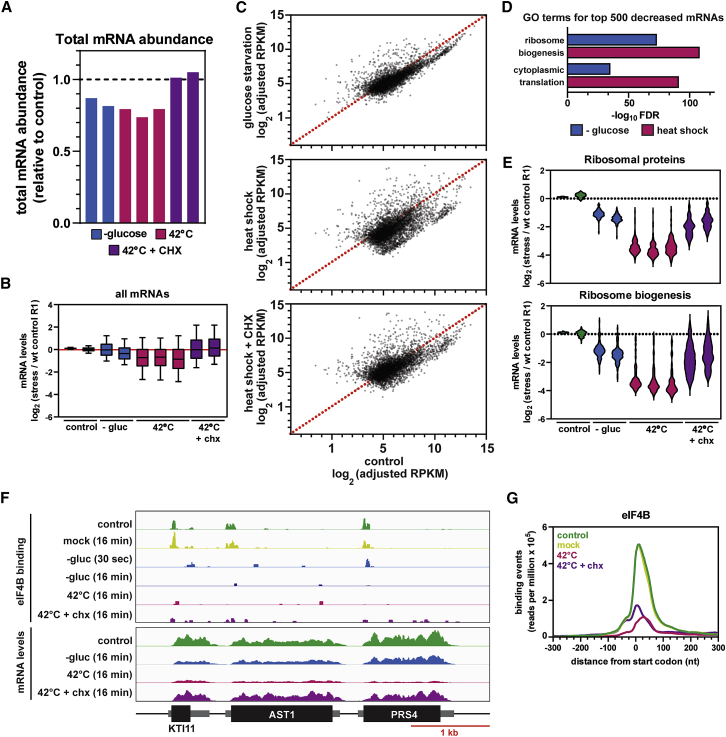
Global Analysis of mRNA Levels in Response to Stress (A) Bar graph showing the change in total mRNA abundance relative to an *S. pombe* spike-in control following glucose withdrawal (blue), heat shock (red), or heat shock plus cycloheximide (purple) for 16 min. (B) As in (A) but with boxplots showing changes in the abundance for 5,000 individual mRNAs. All samples were normalized to a single control sample (not shown). (C) Scatterplots comparing mRNA levels following glucose starvation (upper), heat shock (middle), or heat shock plus cycloheximide (lower) for 16 min relative to control. Points below the dotted red line indicate mRNAs with reduced abundance following stress. Each plot includes the 5,000 most-abundant mRNAs. RPKM (reads per kilobase per million) values were adjusted to account for the spike-in control. (D) GO (gene ontology) term enrichment among the 500 most-decreased mRNAs for each stress. (E) Violin plots showing the changes in mRNA levels for ribosomal protein (RP) mRNAs (upper) or ribosome biogenesis (RiBi) mRNAs (lower). (F) CRAC analysis showing binding of eIF4B across a selected genomic region (upper). RNA-seq tracks are normalized to a spike-in control and thus represent the absolute abundance of each mRNA compared to the control (lower). A scale bar is shown at the bottom. The ORFs are indicated as black boxes, with UTRs as flanking gray boxes of intermediate thickness. (G) Metaplots showing the distribution of eIF4B binding around the mRNA start codon. See also Figures S5 and S6B.

Most mRNAs were only mildly affected by glucose depletion but were substantially decreased in response to heat shock (Figures 5B and 5C). 

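Over the 5000 most abundant mRNAs, the median log2 change after glucose withdrawal was -0.34, with -0.19 in library C and -0.50 in library D. With S. pombe chromosomes I and II alone as the spike-in the median was -0.07 (-0.20 in C and 0.04 in D), with 559 mRNAs lower by more than 2-fold. By all S. pombe reads, 67.6% were lower, 973 (19.5%) by more than 2-fold, and 7.7% were higher by more than 2-fold. After heat shock the median was -0.90, with -0.98, -0.90 and -0.84 in the single libraries. Here 78.9% of the mRNAs were lower, 2303 (46.1%) by more than 2-fold, and 7.96% were higher by more than 2-fold. Of the 6319 mRNAs tested, 3716 were called after glucose withdrawal (2556 lower, 1160 higher, or 1850 and 1739 with chromosomes I and II) and 5096 after heat shock (3999 lower, 1097 higher; edgeR, Benjamini-Hochberg). TMM scaling, which takes most mRNAs as unchanged, raised the median of all tested mRNAs by 0.27 after glucose withdrawal and 0.90 after heat shock, to 0.01 and 0.13. The largest decreases after heat shock were those of SFG1 (YOR315W, chromosome XV, 904760 to 905800), FAR1 (YJL157C, chromosome X, 123836 to 126328) and YLR413W (chromosome XII, 951156 to 953183), with log2 fold changes of -5.02, -5.02 and -4.65. The largest increases were those of HSP30, HSP26 and SSA4, with 9.25, 8.32 and 8.24. HSP30 went from 270.7 ± 35.8 scaled counts (SD, n = 3) to 165100 ± 117300 (SD, n = 3). After glucose withdrawal SPG4 (YMR107W, chromosome XIII, 483014 to 483361), HSP30 and GAC1 (YOR178C, chromosome XV, 667860 to 670241) rose by log2 fold changes of 6.50, 6.32 and 6.30. PHO84 (YML123C, chromosome XIII, 24037 to 25800), SFG1 and UTR2 (YEL040W, chromosome V, 78053 to 79456) had the largest decreases, at -4.46, -3.28 and -2.75. PHO84 varied widely among the controls (14110 ± 19820 scaled counts, SD, n = 3), and with single libraries left out its change lay between -4.95 and -2.05.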

GO analysis of the 500 most-depleted mRNAs revealed strong enrichment for translation-associated transcripts, primarily components of the ribosome biogenesis and cytoplasmic translation machinery (Figure 5D). This enrichment was seen for both stresses but was more significant following heat shock. 

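In place of gene ontology terms, which are not among the deposited files, 2 lists of genes were used, namely 137 ribosomal protein (RP) genes and a list of ribosome biogenesis (RiBi) genes compiled from general knowledge, of which 204 of 209 symbols matched. Among the 500 mRNAs with the largest decrease out of 5000, 93 of the 137 RP mRNAs and 120 of the 203 ranked RiBi mRNAs were found after glucose withdrawal. Chance would give 13.7 and 20.3. After heat shock the numbers were 124 and 155. Without control library H the RP number after glucose withdrawal was 76, the lowest of the values with 1 library left out.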

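Fisher's exact test against the 5000 ranked mRNAs gave odds ratios after glucose withdrawal of 23.1 for RP mRNAs (p = 9.42e-63) and 16.8 for RiBi mRNAs (p = 2.14e-71). After heat shock Fisher's exact test gave 113.8 (p = 4.98e-114) and 41.7 (p = 8.15e-121). The test takes genes as independent, which members of a regulon are not. Among the 250 most decreased mRNAs there were 40 RP and 67 RiBi mRNAs after glucose withdrawal and 77 and 96 after heat shock. With the 1000 most decreased, 129 and 171 were found after glucose withdrawal, and 134 and 181 after heat shock.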

We confirmed these results with quantitation of mRNAs that either encode ribosomal proteins or fall into the ribosome biogenesis (RiBi) regulon (Figure 5E), a group of over 200 coordinately regulated factors (Jorgensen et al., 2004; Klinge and Woolford, 2019; Wade et al., 2006). Both groups of mRNAs were, on average, reduced ∼2.5-fold by glucose depletion and ∼16-fold following heat shock (Figure 5E).

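The median log2 change of each list was computed per library and averaged. After glucose withdrawal RP mRNAs changed by -1.42 and RiBi mRNAs by -1.41, decreases of 2.68-fold and 2.67-fold (SD of 0.25 and 0.20 on the log2 scale, n = 2). After heat shock the changes were -3.69 and -3.60, decreases of 12.9-fold and 12.2-fold (SD of 0.21 and 0.10, n = 3). Each comparison had p = 0.1 (exact permutation test, two-sided), the smallest that these numbers of libraries allow, and 0.123 after Benjamini-Hochberg adjustment over 16 comparisons. In both stresses the decrease exceeded the SD of the controls (0.18 and 0.09). TMM scaling moved the heat shock values most, to -2.79 and -2.70 (6.91-fold and 6.51-fold), and those of glucose withdrawal to -1.15 and -1.14, where S. pombe chromosomes I and II as the spike-in gave -1.15 for both lists. With single libraries left out the RP value after heat shock lay between -3.79 and -3.58.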

The stability of a given mRNA species is often determined by competition between translation and degradation (Chan et al., 2018; Huch and Nissan, 2014; Schwartz and Parker, 1999). We therefore tested whether the decrease in abundance of specific transcripts could reflect mRNA decay induced by the translation shutdown. To determine the role of translation, heat shock was combined with cycloheximide treatment, which freezes ribosomes in place by inhibiting translation elongation. Notably, treatment with cycloheximide largely prevented the drop in mRNA levels following heat shock (Figures 5A, 5C, and 6A). 

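Cycloheximide stalls elongating ribosomes on the mRNA. With cycloheximide during heat shock, total mRNA was 106.6% ± 4.07 of the wild-type control (SD, n = 2; exact permutation test, two-sided, p = 0.4) and 139.4% ± 5.32 of heat shock alone (exact permutation test, p = 0.1, the smallest reachable). Against control library H, the only wild-type control of the same submission, libraries J and O had 97.5% and 102.9%. Compared with control cells, 52.8% of the 5000 mRNAs were lower, 18.3% by more than 2-fold, the median change was -0.08, and 16.2% were higher by more than 2-fold. By edgeR 4517 mRNAs were called against the control (2028 lower, 2489 higher, Benjamini-Hochberg). The RP and RiBi mRNAs stayed 3.55-fold and 2.92-fold below the control, and were 3.31-fold and 3.58-fold above heat shock alone (log2 changes of 1.72 and 1.84, or 0.75 and 0.86 under TMM). Against the control the largest increases were those of HSP30, BTN2 and HSP26, with log2 fold changes of 10.37, 8.35 and 8.21, and the largest decreases those of EXG1 (YLR300W, chromosome XII, 728955 to 730301), URA7 (YBL039C, chromosome II, 143989 to 145728) and FAR1, with -3.99, -3.65 and -3.55. The paper concludes from the effect of cycloheximide that mRNAs with bound ribosomes are protected from the decay that heat shock induces.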

We conclude that ribosome-bound mRNAs are protected from rapid mRNA decay induced during heat shock. In the absence of cycloheximide, mRNA degradation may be triggered by the shutdown in translation initiation combined with the ensuing ribosome runoff, resulting in “naked” mRNAs susceptible to degradation factors.

**Figure 6:**
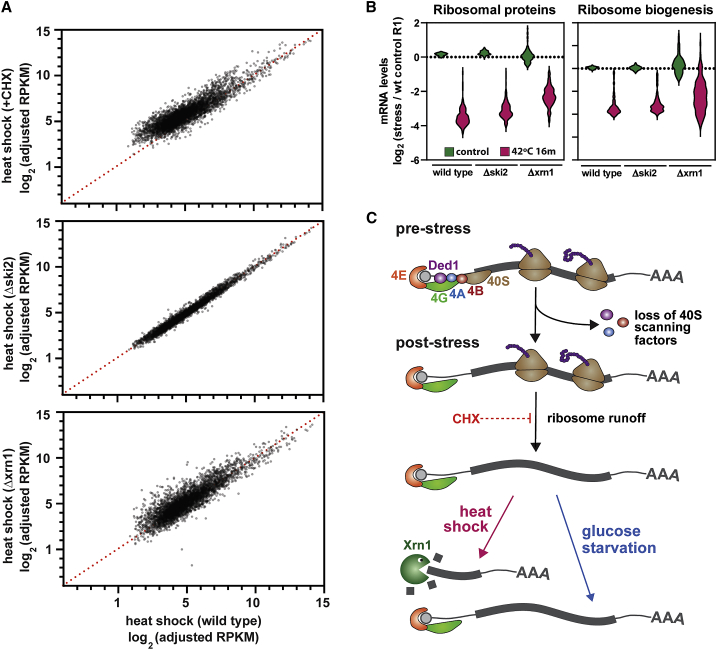
Cycloheximide Treatment or xrn1Δ Inhibits mRNA Decay during Heat Shock (A) Scatterplots comparing mRNA levels following heat shock for 16 min (x axis) relative to heat shock plus cycloheximide (upper); heat shock in a strain lacking Ski2 (middle); heat shock in a strain lacking Xrn1 (lower). Each plot includes the 5,000 most-abundant mRNAs. (B) Violin plots showing changes in mRNA levels among transcripts encoding ribosomal protein or ribosome biogenesis factors. (C) Model of the translational response to glucose starvation and heat shock. Upon exposure to either stress, the 40S scanning factors eIF4A, eIF4B, and Ded1 dissociate from the 5′ end of mRNAs, halting translation initiation. Already-initiated ribosomes continue translating before eventually terminating, potentially leaving “naked” mRNAs unprotected by the translational machinery. In the case of heat shock, Xrn1 is involved in degradation of a subset of these transcripts. With glucose starvation, by contrast, most mRNAs remain relatively stable.

This hypothesis predicts that translation initiation factors dissociate from mRNAs prior to degradation of the transcript. To test this idea, we examined eIF4B binding by CRAC following heat shock, either with or without cotreatment with cycloheximide (shown for individual mRNAs in Figure 5F and as metagene plot in Figure 5G). If translation factors dissociate prior to mRNA decay, then eIF4B should lose 5′ RNA binding during heat shock, even if mRNA levels are stabilized by cycloheximide. Indeed, eIF4B binding to specific mRNAs was sharply reduced following heat shock, even when the cells were cotreated with cycloheximide to maintain mRNA levels. 

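Figure 5F shows KTI11 (YBL071W-A, chromosome II, 89978 to 90226), AST1 (YBL069W, chromosome II, 90741 to 92030) and PRS4 (YBL068W, chromosome II, 92414 to 93394), neighbors on the chromosome. In RNA-seq the control had 994.5 ± 29.1, 2010 ± 42.5 and 2754 ± 103 scaled counts (SD, n = 3). Heat shock left 218.5 ± 39.6, 517 ± 29.6 and 301 ± 17.4 (SD, n = 3), with log2 fold changes of -2.19 (adjusted p = 8.22e-30), -1.96 (adjusted p = 1.04e-28) and -3.19 (adjusted p = 5.52e-61; edgeR, Benjamini-Hochberg). With cycloheximide they were 843 ± 20.9, 2240 ± 102 and 1542 ± 369 (SD, n = 2), and their changes from the control were -0.24 (adjusted p = 0.263), 0.16 (adjusted p = 0.433) and -0.84 (adjusted p = 1.28e-05). Binding by eIF4B was low on all 3, with 51.3 ± 13.7, 71.0 ± 17.2 and 67.1 ± 42.5 RPM in control cells (SD, n = 4). After heat shock it was 17.8 ± 13.7, 9.56 ± 11.5 and 10.3 ± 11.4 (SD, n = 4), with changes of -1.53 (adjusted p = 0.292), -2.63 (adjusted p = 0.0653) and -2.63 (adjusted p = 0.0768). With cycloheximide eIF4B had 20.3 ± 21.8, 41.1 ± 7.40 and 39.1 ± 4.50 RPM (SD, n = 2), changes from the control of -1.29, -0.78 and -0.78 (adjusted p of 0.86, 0.95 and 0.953). At this depth (612647 and 4139812 reads with cycloheximide) no change in eIF4B binding to these mRNAs passed the threshold.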

Similar results were observed genome-wide (Figure 5G). 

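Across the 2000 mRNAs, the median log2 change in eIF4B binding from the control was -1.03 ± 0.18 with heat shock and cycloheximide (SD, n = 2), a difference of -1.01 from the control libraries (exact permutation test, two-sided, p = 0.0667, the smallest reachable). Libraries 97 and 99 were counted on an annotation that gave 25.6% and 18.65% more counted than mapped reads, which lowers every RPM. Per mapped read the difference was -0.69, and per read on mRNAs -0.50. In merged libraries 82.45% of the mRNAs were lower than in the control and the median ratio was 0.53, or 73.7% and 0.64 per mapped read. Compared with heat shock alone, binding with cycloheximide was higher by 1.50 (exact permutation test, p = 0.133, adjusted p = 0.17 over 14 tests), with 15.35% of mRNAs lower and a median ratio of 2.06. The share of mRNA reads with cycloheximide was 42.5% and 49.6% in libraries 97 and 99. Its difference from the control was -20.4 percentage points over all counted reads, -8.27 points over mapped reads and 11.8 points over reads other than rRNA, where rRNA took 45.55% of the counted reads. Of the 5555 transcripts, 189 were called against the control (92 lower, 97 higher), or 151 with mapped reads as the library size (35 lower, 116 higher), 66 without library 97 and 65 without library 99 (edgeR, Benjamini-Hochberg). Against heat shock alone 411 were called (2 lower, 409 higher), or 252 without library 97 and 192 without library 99. TMM moved the median of all transcripts from -0.31 to 0.09 against the control and from 1.24 to 0.59 against heat shock. Binding fell more than abundance, relative to the control, for 64.55% of the 2000 mRNAs (95% Wilson interval of 62.4% to 66.6%), for 51.0% per mapped read, and for 42.85% when scaled to the reads on mRNAs. These values cover whole transcripts, whereas the paper's prediction concerns the 5′ end. The paper's own 5′ values with cycloheximide, over 1998 transcripts, have a median log2 change of -1.40 (ratio 0.38), with 89.9% lower. The largest increases against the control were those of HSP30, BTN2 and RGI1, with log2 fold changes of 8.57, 7.79 and 7.62. These and the following changes are not corrected for the mRNA level, and the mRNAs of HSP30 and BTN2 also rose. The largest decreases were those of VPS75 (YNL246W, chromosome XIV, 185460 to 186349), SEE1 (not in the reference annotation) and UTP14 (YML093W, chromosome XIII, 83090 to 85789), with -5.51, -5.05 and -4.29. VPS75 was not called in any fit with 1 of libraries 08, 21, 26, 71, 97 and 99 left out (adjusted p of 0.0639 to 0.62). Neither was SEE1 without 08, 97 or 99 (adjusted p of 0.0676 to 0.368), nor UTP14 without 08, 71 or 97 (adjusted p of 0.0636 to 0.654), and none of the 3 was called with mapped reads as the library size (adjusted p of 0.0505 to 0.0729). Against heat shock the largest increases were those of NOP15 (YNL110C, chromosome XIV, 417826 to 418488) and MAK11 (YKL021C, chromosome XI, 397344 to 398750), at least 135.2- and 27.49-fold, and RPA190 (YOR341W, chromosome XV, 960987 to 965981), with a log2 fold change of 7.57. The pair lower was STF2, at -1.99 (adjusted p = 0.0445), and HSP12, at -1.70 (adjusted p = 0.0207). STF2 was not called without library 23, 75, 97, 98 or 99 (adjusted p of 0.0525 to 0.279), nor HSP12 without 97, 98 or 99 (adjusted p of 0.0622 to 0.226), and neither was called with mapped reads as the library size. The paper concludes from binding that fell while mRNA levels were kept by cycloheximide that the shutoff of initiation occurs upstream of mRNA decay.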

We conclude that translation initiation shutoff occurs upstream of mRNA decay.

### Heat Shock Induces Preferential mRNA 5**′** Degradation

Finally, we investigated the factors required for heat-shock-induced mRNA decay. In the cytoplasm, mRNAs can be 5′ degraded by the 5′ → 3′ exonuclease Xrn1 and/or 3′ degraded by the 3′ → 5′ exonuclease activity of the exosome, which also requires the Ski2 helicase as a cofactor. Strains lacking either Xrn1 or Ski2 are viable, whereas loss of both activities induces synthetic lethality (Brown et al., 2000), reflecting redundancy in the degradation pathways. 

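Xrn1 degrades RNA from the 5′ end, and the helicase Ski2 serves the exosome, which degrades it from the 3′ end. The deposited RNA-seq data hold 2 control (K, P) and 2 heat shock libraries (L, Q) of the ski2 deletion and 2 control (M, R) and 2 heat shock libraries (N, S) of the xrn1 deletion. Between 29156034 and 33686398 reads were counted in each, and they were handled like the wild-type libraries. SKI2 (YLR398C, chromosome XII, 915156 to 919019) had 4972 ± 487 scaled counts in wild-type control cells (SD, n = 3), and 10.6 and 9.78 in the ski2 deletion controls. After heat shock the ski2 deletion had 14.3 and 4.32 and the wild type 2555 ± 236 (SD, n = 3). XRN1 (YGL173C, chromosome VII, 175527 to 180113) had 15150 ± 1509 in the wild-type control (SD, n = 3) and 201 and 267 in the xrn1 deletion controls, and after heat shock 54.45 and 61.2 against 7505 ± 1212 in the wild type (SD, n = 3).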

We separately deleted the genes encoding Xrn1 and Ski2 and tested whether the effects of heat shock were rescued in the mutant strains by RNA-seq, including *S. pombe* RNA as a spike-in control. Figure 6A shows the comparison of heat shock alone, with heat shock in combination with cycloheximide, loss of Ski2, or loss of Xrn1 for the top 5,000 mRNAs.

Cycloheximide treatment caused the expected increase in mRNA levels (Figure 6A). 

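Relative to heat shock alone, the median of the 5000 mRNAs was 0.92 higher with cycloheximide on the log2 scale, 2282 (45.6%) were higher by more than 2-fold and 10.4% were lower. Of 6319 mRNAs, 5164 were called (182 lower, 4982 higher; edgeR, Benjamini-Hochberg). The extent of this asymmetry depends on the scaling. By library size alone, which uses no spike-in, the median of all tested mRNAs was 0.53, and 23.85% of them were lower. TMM moved the median from its spike-in value by -0.98, to 0.04, and left 47.97% of the mRNAs lower. It takes most mRNAs as unchanged, so it cannot decide whether the asymmetry is real. The largest increases were those of ALD5 (YER073W, chromosome V, 304030 to 305592), YOL014W (chromosome XV, 299693 to 300067) and YCR016W (chromosome III, 143634 to 144506), with log2 fold changes of 3.51, 3.48 and 3.35. HBT1 (YDL223C, chromosome IV, 57265 to 60405), PYC1 (YGL062W, chromosome VII, 385196 to 388732) and ECM29 (YHL030W, chromosome VIII, 40084 to 45690) had the largest decreases, at -1.73, -1.63 and -1.62.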

The absence of Xrn1 also increased the abundance of many mRNAs following heat shock, whereas loss of Ski2 had minimal effects. 

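After heat shock, 3403 of 6319 mRNAs were called between the xrn1 deletion and the wild type (794 lower, 2609 higher; edgeR, Benjamini-Hochberg). Among the 5000 most abundant, 863 (17.3%) were higher by more than 2-fold and 117 lower, and the median log2 change was 0.29. In the ski2 deletion 138 were called (23 lower, 115 higher; 734 with an unadjusted p below 0.05), 6 were higher by more than 2-fold and 3 lower, and the median was -0.01. The ski2 count was unstable, at 27, 18, 558, 6 and 20 without library E, F, I, L and Q, 13 with the submission as a covariate, and 4 when the compared groups were fitted alone. TMM moved the median of all tested mRNAs by -0.35 in the xrn1 deletion, to -0.05, and by -0.03 in the ski2 deletion. Unstressed, 3439 mRNAs already differed between the xrn1 deletion and the wild type (745 lower, 2694 higher). In the unstressed ski2 deletion 16 differed (2 lower, 14 higher), or 49 without library H and 5 without A, 5 without B, 7 without K and 6 without P. Total mRNA after heat shock was 105.3% ± 15.1 of the heat-shocked wild type for the xrn1 deletion (SD, n = 2; exact permutation test, two-sided, p = 0.6) and 102.2% ± 17.1 for the ski2 deletion (SD, n = 2; exact permutation test, p = 0.9). Apart from XRN1 and SKI2, the largest changes in the xrn1 deletion were those of YKR075C (chromosome XI, 579827 to 580750), SRP21 (YKL122C, chromosome XI, 212495 to 212998) and RRP14 (YKL082C, chromosome XI, 281025 to 282329), with log2 fold changes of 4.86, 4.58 and 4.33, and of HO (YDL227C, chromosome IV, 46271 to 48031) and DSE2 (YHR143W, chromosome VIII, 385510 to 386487), with -4.62 and -2.86. In the ski2 deletion they were those of RPL22B (YFL034C-A, chromosome VI, 64243 to 64932), LIN1 (YHR156C, chromosome VIII, 411384 to 412406) and RRP14, with 1.09, 1.05 and 1.02, and of MFA1 (YDR461W, chromosome IV, 1385176 to 1385286) and SHM2 (YLR058C, chromosome XII, 257992 to 259401), with -1.09 and -0.68. RRP14 was not called without library F (adjusted p = 0.162) or L (adjusted p = 0.44), nor MFA1 without Q (adjusted p = 0.194), nor SHM2 without E, F, L or Q (adjusted p of 0.298 to 0.748).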

Analysis of the classes of mRNAs most affected by heat shock, RPs and RiBi factors, supported these conclusions (Figure 6B). Loss of Ski2 conferred only mild protection on RP mRNAs with little effect on RiBi mRNAs. 

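In the heat-shocked ski2 deletion, RP mRNAs were 1.40-fold higher than in the heat-shocked wild type (median log2 change 0.48, SD 0.04, n = 2), and 137 of 137 were higher. RiBi mRNAs were 1.24-fold higher (median log2 change 0.31, SD 0.06, n = 2), and 182 of 204 were higher. For both lists p was 0.1 (exact permutation test, two-sided), the smallest that 2 libraries against 3 allow, and 0.123 after Benjamini-Hochberg adjustment. Libraries left out in turn gave 0.37 to 0.56 for RP and 0.26 to 0.35 for RiBi mRNAs. All ski2 libraries come from the second submission, and against its only heat-shocked wild type, library I, the changes were 0.32 for RP and 0.33 for RiBi mRNAs. In unstressed cells the ski2 deletion changed RP mRNAs by 0.21 (exact permutation test, p = 0.2), or by 0.0174 against control H, the only wild-type control of the second submission, and RiBi mRNAs by 0.09 (exact permutation test, p = 0.3), and the sign of the latter reversed under TMM (-0.06) and library size scaling (-0.04).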

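In the heat-shocked xrn1 deletion, RP mRNAs were 2.40-fold higher than in the heat-shocked wild type (median log2 change 1.26, SD 0.30, n = 2; exact permutation test, two-sided, p = 0.1, the smallest reachable, adjusted p = 0.123). The quartiles over the 137 mRNAs were 1.01 and 1.53. RiBi mRNAs were 1.89-fold higher by the median (0.92, SD 0.31, n = 2; exact permutation test, p = 0.1, adjusted p = 0.123), and by the mean over mRNAs the change was 1.07. TMM scaling gave 0.92 and 0.58, and against library I, the only heat-shocked wild type of the same submission, the changes were 1.09 and 0.94. Leaving out single libraries gave 1.05 to 1.47 for RP mRNAs and 0.69 to 1.14 for RiBi mRNAs. Without heat shock the xrn1 deletion changed RP mRNAs by 0.01 (-0.36 under TMM) and RiBi mRNAs by 0.29 (-0.08 under TMM), or by -0.21 and 0.19 against control H.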

Loss of Xrn1 stabilized RP mRNAs ∼2-fold, with stronger overall stabilization for RiBi mRNAs (Figure 6B). 

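Single RiBi mRNAs in the heat-shocked xrn1 deletion ranged from 1.66 below to 4.33 above the heat-shocked wild type on the log2 scale (-1.66 to 4.33), with quartiles of 0.22 and 1.77. Of the 204 mRNAs, 41 were lower and 163 higher. The paper proposes that this heterogeneity reflects the part that Xrn1 plays in pre-rRNA processing.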

Heterogeneity between RiBi mRNAs, with some species showing reduced abundance, probably reflects the role of Xrn1 in normal pre-rRNA processing.

## Discussion

RNA-binding proteins (RBPs) are critically important in the cellular response to environmental stress. The TRAPP technique allows RBP dynamics to be followed quantitatively on short timescales and is thus well suited for monitoring global changes in the protein-RNA interactome during stress. Here, we used TRAPP to follow RBP dynamics in *S. cerevisiae* during glucose starvation and heat shock. We observed rapid and specific changes in RNA binding for dozens of proteins, with translation-associated factors among the most significantly altered. Taken together, our results shed light on the mechanism of translational repression in yeast.

Consistent with a general shutdown of translation in response to stress, ribosomal proteins surrounding the mRNA channel showed decreased RNA association (Figure 2). Similar findings have recently been reported for human cells exposed to arsenite stress (Trendel et al., 2019). Consistent with our observations, the human channel proteins hRPS3 and hRPS28 showed especially strong loss of RNA binding (Trendel et al., 2019). Arsenite triggered extensive ribosomal degradation, perhaps to further enforce the translation shutdown or as a means to remove damaged ribosomes. However, we found no evidence of ribosome degradation in response to stress in yeast. Indeed, the abundance of most proteins was completely unaffected by either stress (Figure S1), suggesting changes in RBP levels are not a significant driver of rapid translation shutoff in yeast.

Throughout eukaryotes, phosphorylation of the translation initiation factor eIF2α leads to translation shutdown in response to various stresses. However, both glucose starvation and heat shock trigger translational repression via different but largely undefined pathways (Ashe et al., 2000; Grousl et al., 2009). To characterize these pathways, we examined translation initiation factors for RNA binding dynamics. Initiation factors that specifically associate with the 40S subunit showed little change in RNA binding during either stress. In contrast, both stresses provoked a rapid loss of mRNA binding by factors involved in 43S complex recruitment and scanning (the RNA helicases Ded1 and eIF4A, as well as the eIF4A cofactor eIF4B). We propose that this prevents recruitment and/or scanning of the 43S PIC, blocking translation initiation (Figure 6C). RPs that interact with the mRNA during elongation (e.g., Rps2, 3, and 5) showed a slower reduction in RNA binding during glucose starvation (Figure 2), supporting the idea that already-initiated ribosomes can continue elongation (Ashe et al., 2000).

To understand the translation shutdown in more detail, we mapped the RNA binding sites for eIF4A, eIF4B, and Ded1 using CRAC. In unstressed cells, eIF4A and B primarily targeted the 5′ ends of mRNAs, consistent with their role in initiation. Recent work proposed Ded1 as a stress sensor, due to its ability to reversibly condense into phase-separated granules (Hondele et al., 2019; Iserman et al., 2020; Wallace et al., 2015). Granule formation was stimulated by heat shock or a drop in intracellular pH, suggesting a possible mechanism for translation inhibition (Iserman et al., 2020). Our CRAC data on Ded1 are consistent with this model, showing a general loss of interactions with mRNA translation initiation regions but retention of binding further 3′ along the transcript (Figures 4 and S5). The specific RNA targets for Ded1-mediated assembly into stress-induced granules remain unknown (Hilliker et al., 2011; Iserman et al., 2020), but transcripts with pervasive Ded1 binding are strong candidates.

Loss of eIF4A or eIF4B in yeast confers greater inhibition of general translation than inactivation of Ded1 (Sen et al., 2016). Like Ded1, eIF4B condenses into phase-separated granules during heat shock (Wallace et al., 2015), suggesting that both proteins function as independent stress sensors. In principal, the loss of eIF4B binding to mRNAs during stress could reflect the loss of either of the functionally interacting initiation factors, eIF4A or Ded1. However, the CRAC data are more consistent with eIF4A playing the major role in eIF4B recruitment.

Because heat shock and glucose withdrawal can each drive relocation of translation factors and mRNAs into phase-separated cytoplasmic granules, similar effects on RNA stability might have been anticipated. However, this was not the case. Following glucose withdrawal, mRNA levels were relatively stable, whereas heat shock induced a substantial decrease in abundance for many mRNAs. This could reflect transcriptional repression or reduced RNA stability (Arribere et al., 2011), but effects of transcription are expected to be minimal over short periods. Depletion was particularly strong for mRNAs encoding nucleolar ribosome synthesis factors or cytoplasmic ribosomal proteins. These mRNAs were reduced 10-fold or more in 16 min, demonstrating activated RNA degradation (Figure 5). The same mRNAs are transcriptionally repressed as part of the integrated stress response (Gasch et al., 2000), which presumably maintains prolonged repression of ribosome synthesis. Remarkably, most mRNAs were stabilized by cotreatment with the translation elongation inhibitor cycloheximide, indicating that ribosome-bound mRNAs are protected from degradation.

Taken together, our findings lead us to the model in Figure 6C: under normal circumstances (i.e., in the absence of cycloheximide), heat shock triggers a halt in cap-dependent translation initiation, followed by runoff of already-initiated ribosomes. Without the protection of polysomes, the resulting transcripts are subject to degradation by the exonuclease Xrn1 and perhaps additional pathways. Under non-stress conditions, cycloheximide traps mRNAs in polysomes, blocking relocation to P-bodies (Sheth and Parker, 2003, Teixeira et al., 2005), and stabilizes mRNAs through inhibition of decapping (Hilgers et al., 2006). We predict that this is also the case following heat shock.

This model is consistent with prior observations suggesting a competition between translation and mRNA decay. Mutations in translation initiation factors lead to increased deadenylation and decapping (Schwartz and Parker, 1999). Moreover, chemical inhibition of translation initiation results in rapid mRNA decay (Chan et al., 2018). We suggest that a similar phenomenon occurs in response to heat shock, with some transcripts subject to increased degradation in the absence of active translation. A major open question is how translation-related mRNAs are preferentially targeted during heat shock and why they remain relatively stable during the shift from glucose to an alternative carbon source (Figure 5). The translation shutoff in response to glucose withdrawal is, if anything, more severe than that seen with heat shock (Figure S2A). Cytoplasmic mRNA deadenylation is downregulated following glucose withdrawal, making it likely that glucose signaling pathways block degradation in addition to immediately blocking initiation. Identifying the key signaling factors and their downstream targets is now a priority.

### Limitations of Study

Current methods for characterizing the RNA-bound proteome, including TRAPP, do not distinguish RNA classes. So, for most proteins, it is unclear whether a reduced TRAPP signal represents a loss of binding to only a subset of targets, in the absence of follow-up CRAC analyses. A technique that allows the simultaneous identification of proteins and RNAs is a long-term goal for the field. In the CRAC analyses, the data are normalized based on reads per million. In consequence, only changes in relative, but not absolute, binding can be determined.

The mechanisms that drive translation factor release from mRNA 5′ regions during stress remain unclear (Figure 4). For glucose starvation, this occurred remarkably quickly. Binding was completely ablated within 30 s, the earliest time point we could test. An unresolved question is how information on the depletion of glucose from the medium is gathered and transmitted to drive such rapid changes in protein binding. The proteins involved are extremely abundant; eIF4A (Tif1 plus Tif2) is present at ∼150,000 copies per yeast cell, comparable to the ribosome, with eIF4B (Tif3) and Ded1 at ∼25,000 copies (Ho et al., 2018). Presumably, extensive signal amplification is required to effectively regulate such abundant target proteins. Various signaling proteins and mRNA decay factors have been implicated in translation shutoff (Ashe et al., 2000; Coller and Parker, 2005; Holmes et al., 2004; Vaidyanathan et al., 2014), but their connections with the translation initiation machinery remain unknown.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Chemicals, Peptides, and Recombinant Proteins**		

SwaI	NEB	Cat#R0604S
BclI-HF	NEB	Cat#R3160S
Gel Extraction Kit	QIAGEN	Cat#28704
dNTPs	Takara	Cat#RR002M
Klenow exo-	NEB	Cat#M0212L
Uracil	Sigma-Aldrich	Cat#U0750-100G
Lysine	Sigma-Aldrich	Cat#L5626-100G
Arginine	Sigma-Aldrich	Cat#A5131-100G
^13^C_6_ lysine	CK Isotopes	Cat#CLM-2247-H
^13^C_6_ arginine	CK Isotopes	Cat#CLM-2265-H
Synthetic Dropout (-arg -lys -trp -ura)	Formedium	Cat#DCS1339
4-thiouracil	Sigma-Aldrich	Cat#440736-1G
Silicon dioxide	Honeywell	Cat#S5631-500G
Phenol pH 8	Sigma-Aldrich	Cat#P4557-400ML
RNase A/T1	Invitrogen	Cat#AM2286
Trypsin	Pierce	Cat#90057
cOmplete EDTA-free protease inhibitors	Roche	Cat#11873580001
Synthetic Dropout (-trp)	Formedium	Cat#DCS0149
Cycloheximide	Sigma-Aldrich	Cat#C7698-5G
FLAG peptide	Sigma-Aldrich	Cat#F3290-4MG
RNace-It	Agilent	Cat#400720
TSAP Thermosensitive Alkaline Phosphatase	Promega	Cat#M9910
RNasIN Ribonuclease inhibitor	Promega	Cat#N2511
T4 RNA Ligase I	NEB	Cat#M0204L
T4 RNA Ligase II truncated K227Q	NEB	Cat#M0351L
T4 PNK	NEB	Cat#M0201L
Proteinase K	Roche	Cat#03115836001
SuperScript III	Invitrogen	Cat#18080-044
La Taq	Takara	Cat#RR002M
MetaPhor Agarose	Lonza	Cat#50180

**Critical Commercial Assays**		

Ni-NTA Superflow	QIAGEN	Cat#30410
MinElute Gel Extraction Kit	QIAGEN	Cat#28606
NuPAGE Sample Loading Buffer	Invitrogen	Cat#NP0007
NuPAGE 4-12% Bis-Tris Gel	Invitrogen	Cat#NP0321BOX
NuPAGE MOPS Running Buffer	Invitrogen	Cat#NP0001-02
Mini-PROTEAN TGX Gels	Bio-Rad	Cat#4561093
Hybond-N+ nitrocellulose membranes	GE Healthcare	Cat#RPN303B
Gel Extraction kit	QIAGEN	Cat#28704
Imperial Protein Stain	Thermo-Scientific	Cat#24615
NEBNext poly(A) mRNA Magnetic Isolation Module	NEB	Cat#E7490
NEBNext Ultra II Directional RNA library prep kit for Illumina	NEB	Cat#7760
Empore SPE C18 disks	Sigma-Aldrich	Cat#66883-U
Zirconia Beads	Thistle Scientific	Cat#11079105z
anti-Flag beads	Sigma-Aldrich	Cat#M8823-1ML
Protein Lo-Bind tubes	Eppendorf	Cat#022431102

**Deposited Data**		

Raw image files	Mendeley	https://data.mendeley.com/datasets/fwf94d8cf7/1
CRAC and RNAseq raw data	NCBI Gene Expression Omnibus	GSE148166
Mass Spectrometry raw data	ProteomeXchange (PRIDE)	PXD019141

**Experimental Models: Organisms/Strains**		

S. cerevisiae background strain FH-DED1 (MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 FH-DED1)	This paper.	ySB131
S. cerevisiae background strain Δski2 (MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 Δski2)	This paper.	ySB151
S. cerevisiae background strain BY4741 (MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0)	Euroscarf collection	ySB001
S. cerevisiae SILAC strain (MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 lys9Δ arg4Δ)	Shchepachev et al., 2019	ySB076
S. cerevisiae background strain Δxrn1 (MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 Δxrn1)	Euroscarf deletion collection	ySB082
S. cerevisiae background strain FH-TIF1 (MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 FH-TIF1)	This paper.	ySB123
S. cerevisiae background strain TIF3-HF (MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 TIF3-HF)	This paper.	ySB124

**Oligonucleotides**		

	See Table S1	N/A

**Recombinant DNA**		

pML104-DED1 targeting gRNA	This paper.	pSB064
pML104-SKI2 targeting gRNA	This paper.	pSB077
pML107	Laughery et al., 2015	Cat#67639 (Addgene)
pML104-TIF3 targeting gRNA	This paper.	pSB051
pML107-TIF1 targeting gRNA	This paper.	pSB053
pML104	Laughery et al., 2015	Cat#67638 (Addgene)

**Software and Algorithms**		

Novoalign v2.07.00	Novocraft	http://www.novocraft.com/products/novoalign/
Integrated Genomics Viewer	Robinson et al., 2011	http://software.broadinstitute.org/software/igv/
Prism 8	GraphPad	https://www.graphpad.com/
pyCRAC	Webb et al., 2014	http://sandergranneman.bio.ed.ac.uk/pycrac-software
MaxQuant v1.6.1.0	Cox and Mann, 2008	https://www.maxquant.org/
Scikit-learn v0.22.2 library		https://scikit-learn.org/stable/
Bedtools v2.27.0	Quinlan and Hall, 2010	https://github.com/arq5x/bedtools2
Flexbar v3.4.0	Dodt et al., 2012	https://github.com/seqan/flexbar/releases/tag/v3.4.0
GOrilla	Eden et al., 2009	http://cbl-gorilla.cs.technion.ac.il/
BBduk	Department of Energy- Joint Genome Institute	https://sourceforge.net/projects/bbmap

### Resource Availability

#### Lead Contact

Further information and requests for resources and reagents should be directed to the Lead Contact, David Tollervey ().

#### Materials Availability

Plasmids and strains generated in this study are available upon request.

#### Data and Code Availability

The accession number for all sequence data reported in this paper is GEO: GSE148166.

The proteomics data are available through the ProteomeXchange Consortium via the PRIDE (Perez-Riverol et al., 2019) partner repository with the dataset identifier PRIDE: PXD019141.

### Experimental Model and Subject Details

All *S. cerevisiae* strains used in this study were derived from the BY4741 background (MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0). For SILAC experiments, we used a strain auxotrophic for lysine and arginine biosynthesis (BY4741 *Δlys9 Δarg4*) (Shchepachev et al., 2019).

### Method Details

#### Cell culture and medium

All yeast strains were cultured at 30°C in synthetic medium containing 2% glucose to 0.4 OD_600_. Cells were either harvested directly (control), or collected by filtration and transferred to medium containing glucose (mock shift), medium lacking glucose but containing 2% glycerol and 2% ethanol (glucose starvation), or to glucose-containing medium prewarmed to 42°C (heat shock). Cycloheximide was used at a concentration of 0.1 mg/mL.

#### Plasmid construction

All proteins were tagged using CRISPR-Cas9 as described (Laughery et al., 2015). eIF4B and Ded1 were tagged using the pML104 vector backbone (Addgene: 67638) while eIF4A was tagged using pML107 (Addgene: 67639). Both plasmids included an ampicillin resistance gene, a Cas9 expression construct, and a guide RNA (gRNA) cloning site, but differed in selectable marker (*URA3* and *LEU2*, respectively). Plasmid DNA was prepared from dam^**-**^ *E. coli.* For each plasmid, 10 μg were digested overnight with SwaI (NEB Cat#R0604S), and then for 2 h at 50°C with BclI-HF (NEB Cat#R3160S). The digested vector was purified by gel extraction (QIAGEN Cat#28704).

Guide RNA oligos were designed as reported (Laughery et al., 2015). Each oligo pair was annealed in a reaction consisting of 1 μM forward oligo, 1 μM reverse oligo, 50 mM Tris-HCl 7.5, 10 mM MgCl_2_, 1 mM ATP, and 10 mM DTT in a 100 μL reaction volume. The hybridization reaction was initially incubated at 95°C for 6 min, and gradually decreased to 25°C at the rate of 1.33°C/min. Hybridized substrates were then ligated into the digested vector at 25°C for 4 h. The ligation reaction consisted of 265 ng vector, 0.8 nmol insert, 50 mM Tris-HCl 7.5, 10 mM MgCl_2_, 1 mM ATP, 10 mM DTT, and 800 units of T4 DNA ligase (NEB M0202L) in a 40 μL reaction volume. The ligation mix was transformed into homemade DH5α *E. coli*, and plated overnight on LB-Amp. DNA was isolated from several colonies and sequenced to ensure correct insertion of the guide sequence.

#### Strain construction

For CRAC experiments, the chromosomal copies of *TIF1* (one of two genes encoding eIF4A) and *DED1* were N-terminally tagged with FH (Flag-His), consisting of a single Flag motif, a four-alanine spacer, and eight consecutive histidine residues (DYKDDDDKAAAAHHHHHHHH). *TIF3* (eIF4B) was C-terminally tagged with the same elements in reverse (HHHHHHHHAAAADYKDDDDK), the HF (His-Flag) tag. For the *DED1* tagging, we appended an additional amino acid (asparagine) to the N terminus of the tag to remove the gRNA cleavage site. All strains were generated using CRISPR as described below (Laughery et al., 2015).

To generate repair templates, we designed fragments consisting of the HF or FH DNA sequence flanked by 50 bp homology arms. Typically, synonymous mutations were used to disrupt the PAM site to prevent any further cleavage by Cas9. Each repair template was made by annealing two single stranded oligo nucleotides sharing 20 bp of complementarity at their 3′ ends. Each oligo pair was annealed in a reaction consisting of 10 μM forward oligo, 10 μM reverse oligo, 50 mM NaCl, 10 mM Tris-HCl 7.9, 10 mM MgCl_2_, and 100 μg/mL BSA in a 43 μL reaction volume. The hybridization reaction was initially incubated at 95°C for 6 min, and gradually decreased to 25°C at the rate of 1.33°C/min. Subsequently, the annealed oligos were incubated in the same buffer supplemented with 250 μM dNTPs (Takara Cat#RR002M) and 5U Klenow exo- (NEB Cat#M0212L) in a 50μL reaction at 37°C for 1 h to fill in the single stranded regions.

To tag the genes of interest, BY4741 yeast were transformed using the standard LiOAc protocol with 500 ng of gRNA plasmid and 10 pmol of the corresponding repair template. Transformants were plated onto either leu- or ura- medium. After three days, several clones from each transformation were plated again on selective medium, and allowed to grow for an additional 2-3 days. Single colonies were selected and plated on YPD for 2 days. Finally, individual colonies were grown overnight in liquid YPD and frozen. The clones were verified by PCR using flanking primers and confirmed by sequencing. The *SKI2* gene was deleted using a guide RNA targeting the end of the open reading frame using the same approach as with the tagging.

All yeast strains used in this study are listed in the Key Resources Table. DNA oligonucleotides and plasmids used for strain construction are listed in Table S1 and the Key Resources Table, respectively.

#### TRAPP

For TRAPP experiments, cells were cultured at 30°C in 700 mL of synthetic dropout (SD) -arg -lys -trp -ura (Formedium Cat#DCS1339), supplemented with 20 μg/mL uracil (Sigma-Aldrich Cat#U0750-100G) and 2% glucose. Light media additionally included 30 μg/mL lysine (Sigma-Aldrich L5626-100G), and 5 μg/mL arginine (Sigma-Aldrich Cat#A5131-100G), while heavy media included 30 μg/mL ^13^C_6_ lysine (CK Isotopes Cat#CLM-2247-H), and 5 μg/mL ^13^C_6_ arginine (CK Isotopes Cat#CLM-2265-H). For most experiments, light labeling was used for cells exposed to stress, while heavy labeling was used for control cells. Prior to each experiment, cells were cultured with heavy isotope for at least 8 generations to ensure complete labeling.

Overnight starter cultures were inoculated into fresh media at a starting OD_600_ of 0.05. At OD_600_ 0.15, 4-thiouracil (4tU) (Sigma-Aldrich Cat#440736-1G) was added to the media at a final concentration of 0.5 mM, and the cells were grown for another 200 minutes (approx. OD_600_ 0.4). After 4tU treatment for three hours, heavy labeled cells were collected by filtration and transferred to 700 mL of heavy media lacking 4tU. The UV lamps were allowed to warm up for one minute, before the shutters were opened and the cells were crosslinked for 38 s (350 nm; 7.3 J cm^−2^). Cells were harvested by filtration, resuspended in 50 mL ice-cold PBS, and 200 ODs were collected by centrifugation. The cell pellets were frozen for later processing.

Light-labeled cells were collected by filtration and quickly (3-4 s) transferred to medium containing 2% each of glycerol and ethanol instead of glucose (glucose starvation), or standard medium pre-warmed to 42°C (heat shock). Cells for each time point were grown separately and harvesting times were sufficiently staggered to allow enough time to collect each time point. For the earliest time point, the cells were transferred to the appropriate medium lacking 4tU and crosslinked at 2 min. The cells were then processed as described above for the control sample. For all other time points, the cells were first transferred to medium containing 4tU and cultured for the appropriate amount of time. Two min prior to the end point, the cells were collected by filtration and transferred to media lacking 4tU. The cells were then crosslinked and processed as described above.

In preparation for TRAPP, 10 g of silica sand (Honeywell Cat#S5631-500G) was left overnight in 50 mL of 1M HCl. The sand was then washed with 50 mL water three times (2,000 g; 2 min). After the final wash, the sand was resuspended in equivolume water to achieve a 50% slurry suspension.

Matching SILAC pairs were each resuspended in 1 mL of a 1:1 mix between phenol pH 8 (Sigma-Aldrich Cat#P4557-400ML) and GTC lysis buffer (4 M guanidine thiocyanate, 50 mM Tris-HCl pH 8.0, 10 mM EDTA, and 1% β-mercaptoethanol), and combined in equal proportion (400 ODs total in 2 mL phenol-GTC) in a 50 mL conical. Three mL of zirconia beads (Thistle Scientific Cat#11079105z) was added and the cells were vortexed for 6 min to lyse the cells. An additional 8 mL of phenol-GTC was added, and the cells were vortexed for an additional 1 min. The cell lysate was centrifuged at 4,600rpm in a Sorvall centrifuge for 5 min. The supernatant was transferred to several 2 mL Eppendorf tubes, and centrifuged at 16000 g for 10 min. The cleared lysate was pooled in a fresh 50 mL conical, and added to 0.1 volumes of 3 M sodium acetate pH 4.0 and mixed. An equal volume of ethanol was slowly added to the mix, followed by 1 mL of 50% silica slurry and an additional 500 μL of ethanol. The lysate was incubated at room temperature on a rotating wheel for 30 min.

The silica sand was washed three times at 2,000 rpm for 2 min with 10 mL of wash buffer I (4 M guanidine thiocyanate, 1 M sodium acetate pH 4, and 30% ethanol), followed by three washes with 10 mL of wash buffer II (100 mM NaCl, 50 mM Tris-HCl pH 6.4, and 80% ethanol). The silica was resuspended in ∼3.5 mL wash buffer II, transferred to two 2 mL Eppendorf tubes, and centrifuged at 2,000 g for 2 min. The supernatant was removed and the tubes were centrifuged in a SpeedVac for 20 min at 45°C to remove residual wash buffer.

Protein:RNA complexes were eluted three times with 10 mM Tris pH 8.0. For each elution, the silica was thoroughly resuspended in 500 μL of elution buffer, and incubated with shaking at 37°C for 5 min. The resulting eluates were combined and centrifuged at 20000 g to remove residual silica. The supernatant was removed, centrifuged a second time, and the resulting supernatant was transferred to protein LoBind tubes (Eppendorf Cat#022431102). The eluates were incubated with 0.25 μL of RNaseA/T1 (Invitrogen Cat#AM2286) for two hours at 37°C, followed by centrifugation overnight in a SpeedVac at room temperature.

The protein in each tube was resuspended in 35 μL of 1.5X Laemmli buffer (90 mM Tris-HCl pH 6.8, 3% SDS, 15% glycerol, and 8% β-mercaptoethanol). Matching samples were combined into a single tube, and incubated for 5 min at 100°C. Approximately 25 μL was loaded onto a 4%–20% Miniprotean TGX gel (Bio-Rad Cat#4561093) and run in Tris-Glycine running buffer. Individual samples were typically split across two lanes to avoid overloading. Each gel was run at 50 V for 40 min (approximately 2 cm), and then placed in a 15 cm Petri dish and rinsed with distilled water for approximately 30 min. Subsequently, the gel was stained with Imperial Protein Stain (Thermo-Scientific Cat#24615) for 1 h, rinsed several times with water, and allowed to destain in water for 3 h to overnight.

Protein smears were cut into two sections consisting of high- and low-molecular weight proteins. Each gel fragment was diced into smaller pieces roughly 1 mm^3^ in size and collected in a 1.5 mL Eppendorf tube. The gel pieces were destained in a solution consisting of 50 mM ammonium biocarbonate and 50% acetonitrile for 30 min at 37°C with shaking at 750 rpm.

Proteins were then digested with trypsin as described by Shevchenko et al. (1996). Briefly, proteins were reduced with 10 mM dithiothreitol in ammonium bicarbonate for 30 min at 37°C and alkylated with 55 mM iodoacetamide in ammonium bicarbonate for 20 min at ambient temperature in the dark. They were then digested overnight at 37°C with 13 ng/μL trypsin (Pierce Cat#90057).

For this and subsequent steps, enough solution was added to cover the gel pieces completely. Subsequently, the gel fragments were treated with acetonitrile for 5 min to further shrink them. The acetonitrile solution was removed, and disulfide bonds were reduced with 10 mM dithiothreitol in a 50 mM ammonium bicarbonate solution for 30 min at 37°C with shaking. The DTT was removed, and the gel pieces were again shrunk by 5 min incubation with acetonitrile. Subsequently, the gel fragments were treated with 55 mM iodacetamide and 50 mM ammonium bicarbonate to alkylate free cysteines. The samples were digested overnight with trypsin in buffer consisting of 10 mM ammonium bicarbonate and 10% acetonitrile.

Following trypsin digestion, the samples were acidified to pH 1-2 using 10% trifluoroacetic acid (TFA) and processed using the stage-tip method (Rappsilber et al., 2007). Briefly, three C-18 discs (Sigma-Aldrich Cat#66883-U) were cut out and placed in a 200 μL pipet tip with gentle compression. Each stage tip was placed in a 1.5 mL collection tube with a hole in the lid to hold the stage tip. The stage tips were conditioned with washes of 40 μL methanol followed by 80 μL of 0.1% TFA. Subsequently, the peptide solution was loaded on the stage tip and centrifuged at 1000 g, to allow the peptide to bind the column. Once all of the solution had passed through, the stage tips were loaded with 25 μL of 0.1% TFA, and temporarily placed at 4°C.

In parallel, the remaining gel fragments were incubated for 10 min in a solution consisting of 80% ACN and 0.1% TFA in order to remove any remaining peptides from the gel. This solution was then transferred to a 2 mL Protein LoBind tube and dried under vacuum centrifugation at 60°C. Afterward, the protein pellet was resuspended in 200 μL of 0.1% TFA and passed through the stage tip. Finally, the stage tip was washed twice with 100 μL of 0.1% TFA, and then placed at −20°C for storage prior to mass spectrometry.

#### Mass Spectrometry

Following digestion, samples were diluted with equal volume of 0.1% Trifluoroacetic acid (TFA) and spun onto StageTips as described by . Peptides were eluted in 40 μL of 80% acetonitrile in 0.1% TFA and concentrated down to 5 μL by vacuum centrifugation (Concentrator 5301, Eppendorf, UK). The peptide sample was then prepared for LC-MS/MS analysis by diluting it to 5 μL by 0.1% TFA. MS-analyses were performed on an Orbitrap Fusion™ Lumos™ Tribrid™ mass spectrometer (Thermo Fisher Scientific, UK), coupled on-line, to Ultimate 3000 RSLCnano Systems (Dionex, Thermo Fisher Scientific). Peptides were separated on a 50 cm EASY-Spray column (Thermo Fisher Scientific, UK) assembled in an EASY-Spray source (Thermo Fisher Scientific, UK) and operated at a constant temperature of 50°C.

Mobile phase A consisted of water and 0.1% formic acid (Sigma Aldrich, UK); mobile phase B consisted of 80% acetonitrile and 0.1% formic acid. The total run time per fraction was 190 min and for protein abundance samples was 160 min per fraction. Peptides were loaded onto the column at a flow rate of 0.3 μL min^-1^ and eluted at a flow rate of 0.25 μL min^-1^ according to the following gradient: 2 to 40% buffer B in 150 min, then to 95% in 16 min. For protein abundance samples the gradient was 2 to 40% mobile phase B in 120 min and then to 05% in 16 min. In both cases, samples were subjected to mass spectrometry analysis under the same conditions. Specifically, survey scans were performed at resolution of 120,000 in the orbitrap with scan range 400-1,900 m/z and an ion target of 4.0e5. The RF lens was set to 30% and the maximum injection time to 50ms. The cycle time was set to 3 s and dynamic exclusion to 60 s. MS2 was performed in the Ion Trap at a rapid scan mode with ion target of 1.0E4 and HCD fragmentation with normalized collision energy of 27 (Olsen et al., 2007). The isolation window in the quadrupole was set at 1.4 Thomson and the maximum injection time was set to 35 ms. Only ions with charge between 2 and 7 were selected for MS2.

#### Total proteomics

Cell culturing was performed as described above for the TRAPP experiments. Approximately 50 ODs of cells were resuspended in 200 μL of TN150 (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 0.1% NP-40, 5 mM β-mercaptoethanol and a cOmplete EDTA-free protease-inhibitor cocktail (Roche Cat#11873580001) (1 tablet / 50 mL) and added to 500 μL of zirconia beads in a 1.5 mL Eppendorf tube. The cells were lysed with five one-minute pulses, with cooling on ice for one minute in between. The lysate was further diluted with 0.6 mL TN150, briefly vortexed, and combined 1:1 with 3X Laemmli buffer. The sample was incubated at 100°C for five minutes and centrifuged at 20,000 g for 1 min. Approximately 10 μL of supernatant was loaded onto a 4%–20% Miniprotean TGX gel and run in Tris-Glycine running buffer at 100 V. Subsequently, the gel was washed with water, stained with Imperial Protein Stain for 1 h, rinsed several times with water, and allowed to destain in water overnight. Each lane was divided cut into six fractions, and then processed as described above for TRAPP.

#### RNAseq

*S. cerevisiae* BY4741 cells were grown to 0.4 OD in SD -trp (Formedium Cat#DCS0149) media. For control samples, the cells were collected by filtration, transferred to 50 mL ice-cold PBS, and centrifuged. Cell pellets were frozen for later use. For stress samples, cells were collected by filtration and transferred to the appropriate medium for 16 min, collected by filtration, and frozen at −80°C. Biological duplicates were collected for each condition. *Schizosaccharomyces pombe* 972H cells were harvested separately and frozen for use as a spike-in control. RNA from all samples was purified using phenol:chloroform extraction. *S. pombe* RNA was spiked into each sample at a final concentration of 2%. Libraries for RNAseq were prepared by the Wellcome Trust Clinical Research Facility at Western General Hospital (Edinburgh, UK) using the poly(A) mRNA magnetic isolation kit (NEB Cat#E7490) and the NEBNEXT Ultra II Directional RNA Library Prep kit (NEB Cat#7760). The libraries were sequenced using Next-Seq with single-end, 75nt output.

#### Polysome profiling

The technique used was modified from Winz et al. (2019). Overnight cultures of yeast were diluted to 0.05 in 100 mL of SC -trp medium and cultured with shaking at 30°C. At OD_600_ 0.4, the cells were treated with 0.1 mg/mL cycloheximide (Sigma-Aldrich Cat#C7698-5G) for 2 minutes. The cells were collected by filtration and resuspended in 50 mL of ice-cold PBS supplemented with cycloheximide. The cells were then pelleted at 4600 rpm for 2 min and stored at −80°C.

For lysis, cells were resuspended in 200 μL of buffer (20 mM HEPES-KOH, 7.4; 100 mM KOAc; and 2 mM MgOAc) and transferred to 2 mL tubes containing 200 μL of zirconia beads. Cells were lysed with five one-minute vortexing pulses, with cooling on ice in between rounds. The lysate was diluted with an additional 200 μL of lysis buffer, and the combined supernatant was transferred to a new Eppendorf tube. The lysate was cleared using two rounds of centrifugation at max speed for 5 min each.

Approximately 20 OD_260_ of cells were loaded onto 10%–45% sucrose gradients in 1X gradient buffer (10 mM Tris-acetate, pH 7.4, 70 mM ammonium acetate, 4 mM magnesium acetate) prepared using the Gradient Master (BioComp). Subsequently, the gradients were centrifuged in an SW40-Ti rotor in an Optima XPN-100 Ultracentrifuge (Beckman Coulter) at 38,000 rpm for 2.5 h at 4°C. Absorbance profiles were visualized using the Piston Gradient Fractionator (BioComp).

#### CRAC

The CRAC protocol is based on Granneman et al. (2011), with some modifications. Most importantly, we substituted the two Protein A affinity tags and the TEV cleavage site with a single Flag tag. The histidine tag was lengthened from six residues to eight.

For each CRAC experiment, 700 mL of cells were grown in SC -trp media. At OD_600_ 0.4, the cells were UV-irradiated at 254 nm with a dose of 100 mJ/cm^2^ (4-6 s) using the Vari-X-Link crosslinker (McKellar et al., 2020; van Nues et al., 2017). Following crosslinking, cells were collected by filtration and resuspended in 50 mL ice-cold PBS, and then centrifuged at 4,600 g for 2 min. The cell pellets were stored at −80°C.

Cell pellets were resuspended in 500 μL TN150 (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 0.1% NP-40, 5 mM β-mercaptoethanol and a protease-inhibitor cocktail (1 tablet / 50 mL) and added to 1.25 mL of zirconia beads in a 50 mL conical. The cells were lysed with five one-minute pulses, with cooling on ice in between. The lysate was further diluted with 1.5 mL TN150, briefly vortexed, and centrifuged at 4,600 g for 5 min. The supernatant was transferred to Eppendorf tubes and spun for an additional 20 min at 16,000 g. In parallel, 100 μL of magnetic anti-Flag bead slurry (Sigma-Aldrich Cat#M8823-1ML) was washed twice with TN150. The cleared lysate was incubated with the anti-Flag beads for two hours at 4°C, with nutating. Subsequently, the beads were washed four times with TN150 (5 min nutating at 4°C) and then incubated with 200 μL of flag peptide (Sigma-Aldrich Cat#F3290-4MG) (100 μg / mL in TBS) at 37°C with shaking for 15 min. The eluate was transferred to a fresh tube containing 350 μL TN150 and treated with RNace-IT (Agilent Cat#400720) (0.1U, 5 min, 37°C) to fragment protein-bound RNA. The RNase reaction was quenched by transferring the eluate to a tube containing 400 mg guanidine hydrochloride. The solution was adjusted for nickel affinity purification with the addition of 27 μL NaCl (5 M) and 3 μL imidazole (2.5 M) and added to 50 μL of washed nickel beads (QIAGEN Cat#30410).

Following an overnight incubation, the nickel beads were transferred to a spin column and washed three times with 400 μL WBI (6.0 M guanidine hydrochloride, 50 mM Tris-HCl pH 7.5, 300 mM NaCl, 0.1% NP-40, 10 mM imidazole, and 5 mM β-mercaptoethanol), and then three times with 600 μL 1xPNK buffer (50mM Tris-HCl pH 7.5, 10 mM MgCl_2_, 0.5% NP-40, and 5 mM β-mercaptoethanol). Subsequent reactions (80 μL total volume for each) were performed in the columns, and afterward washed once with WBI and three times with 1xPNK buffer:

1. Phosphatase treatment (1x PNK buffer, 8 U TSAP (Promega, Cat#M9910), 80 U RNasIN (Promega Cat#N2511); 37°C for 30 min).
2. 3′ linker ligation (1x PNK buffer, 20 U T4 RNA ligase I (NEB Cat#M0204L), 20 U T4 RNA Ligase II truncated K227Q (NEB Cat#M0351L), 80 U RNasIN, 1 μM preadenylated 3′ miRCat-33 linker (IDT); 25°C for 6 h).
3. 5′ end phosphorylation and radiolabeling (1x PNK buffer, 40 U T4 PNK (NEB Cat#M0201L), 40 μCi ^32^P-γATP; 37°C for 60 min, with addition of 100 nmol of ATP after 40 min).
4. 5′ linker ligation (1x PNK buffer, 40 U T4 RNA ligase I, 80 U RNasIN, 5′ linker, 1 mM ATP; 16°C overnight).

The beads were washed twice with WBII (50 mM Tris-HCl pH 7.5, 50 mM NaCl, 0.1% NP-40, 10 mM imidazole, and 5 mM β-mercaptoethanol). Protein:RNA complexes were eluted twice (10 minutes each) in 40 μL of elution buffer (same as WBII but with 300 mM imidazole). At this point, different replicates or conditions for the same protein were combined. The merged eluates were precipitated with 5X volume acetone at −20°C for at least two hours. RNPs were pelleted at 16000 g for 20 min, and resuspended in 20 μL 1X NuPAGE sample loading buffer (Invitrogen Cat#NP0007) supplemented with 8% β-mercaptoethanol. The sample was denatured by incubation at 65°C for 10 min, and run on a 4%–12% Bis-tris NuPAGE gel (Invitrogen NP0321BOX) at 150 V in 1X NuPAGE MOPS buffer (Invitrogen Cat#NP0001-02). The protein:RNA complexes were transferred to Hybond-N+ nitrocellulose membranes (GE Healthcare Cat#RPN303B) with NuPAGE transfer buffer (Invitrogen Cat#NP0006-1) for 1.5 h at 100V.

Labeled RNA was detected by autoradiography. The appropriate region was excised from the membrane and treated with 0.25 μg/μL Proteinase K (Roche Cat#03115836001) (50 mM Tris-HCl pH 7.5, 50 mM NaCl, 0.1% NP-40, 10 mM imidazole, 1% SDS, 5 mM EDTA, and 5 mM β-mercaptoethanol; 2 hr 55°C with shaking) in a 500 μL reaction. The RNA component was isolated with a standard phenol:chloroform extraction followed by ethanol precipitation. The RNA was reverse transcribed using Superscript III (Invitrogen Cat#18080-044) and the miRCat-33 RT oligo (IDT) for 1 hr at 50°C in a 20 μL reaction. The resulting cDNA was amplified by PCR in five separate reactions using La Taq (Takara, Cat#RR002M) (2 μL template, 18-21 cycles) PCR reactions were combined, precipitated in ethanol, and resolved on a 3% Metaphore agarose gel (Lonza Cat#50180). A region corresponding to 140 to 200 bp was excised from the gel and extracted using the Min-elute kit (QIAGEN Cat#28606). Libraries were sequenced by the Wellcome Trust Clinical Research Facility (Edinburgh, UK) on Next-Seq with single-end, 75nt output.

### Quantification and Statistical Analysis

#### Mass spectrometry analysis

The MaxQuant software platform (Cox and Mann, 2008) version 1.6.1.0 was used to process the raw files and search was conducted against *Saccharomyces cerevisiae* complete/reference proteome set of UniProt database (released on 14/06/2019), using the Andromeda search engine (Cox et al., 2011). For the first search, peptide tolerance was set to 20 ppm while for the main search peptide tolerance was set to 4.5 pm. Isotope mass tolerance was 2 ppm and maximum charge to 7. Digestion mode was set to specific with trypsin allowing maximum of two missed cleavages. Carbamidomethylation of cysteine was set as fixed modification. Oxidation of methionine and acetylation of the N-terminal were set as variable modifications. Multiplicity was set to 2 and for heavy labels Arginine 6 and Lysine 6 were selected. Peptide and protein identifications were filtered to 1% FDR. Only proteins identified with high confidence (peptides ≥ 2) were considered for further analysis.

For glucose starvation, we performed each time course in quadruplicate, and for heat shock in triplicate. The exception was the two-minute time point for each condition, which was only performed in duplicate. For each analysis, only proteins expressed in at least two replicates for every time point shown therein were included.

#### PCA

For the PCA analysis in Figure 1F, all TRAPP datasets were included. The raw log2 values were mainly between −2 and +2, and data normalization was not required. For each protein, the median value between replicates was used. In total, 302 proteins were present in at least two biological replicates for each time point and condition, and thus included in the analysis. For the PCA in Figure 1G, only the 16 min time points from glucose starvation, heat shock, and mock shift were included. PCA was calculated with python v3.6.8 using the Jupiter notebook and the scikit-learn v0.22.2 library.

#### Ribosome structure

The ribosome structure PDB: 3J77 (Figure 2) is derived from Svidritskiy et al. (2014). The mRNA was modeled into the structure, using PDB: 3J81 (Hussain et al., 2014).

#### CRAC analysis

The datasets were dumultiplexed using pyBarcodeFilter from the pyCRAC package (Webb et al., 2014). Flexbar v3.4.0 (Dodt et al., 2012) was used to remove sequencing adapters, trim low-quality positions from the 3′ end, and remove low-quality reads (parameters: -ao 4 -u 2 -q TAIL -m 11 -at RIGHT with adaptor sequence TGGAATTCTCGGGTGCCAAGGC). In addition to the barcode, each read contained three random nucleotides at the 5′ end to allow PCR duplicates to be removed by collapsing identical sequences with pyFastqDuplicateRemover (Webb et al., 2014). Reads were filtered to exclude low-entropy sequences using bbduk (https://sourceforge.net/projects/bbmap/) with parameters entropy = 0.5 entropywindow = 10 entropyk = 6. Because translation initiation factors largely target spliced mRNAs, the sequencing reads were mapped to a modified version of the *S. cerevisiae* EF4.74 genome (Ensembl) in which the introns had been bioinformatically removed. The reads were aligned using Novoalign v2.07.00, with reads mapping to multiple locations randomly assigned (-r Random).

The numbers of reads mapping to different mRNAs were determined using pyReadCounters (Webb et al., 2014) and a custom genome annotation file. Binding to individual mRNAs was quantified in one of two ways: 1) ‘total binding’, reflecting the number of reads mapping anywhere within a given transcript, and 2) ‘5′ end binding’, reflecting the number of reads mapping within the 5′ UTR and the first 150 nt of coding sequence. Three pseudocounts were added to each transcript to improve the quantification. Most analyses (Figures 4B–4E, S4D, and S4E) were based on the list of 2,000 transcripts showing the strongest binding to eIF4B, defined by the reads per million average between the ‘control’ and ‘mock shift’ conditions. In order to visualize binding across individual transcripts (e.g., Figure 4F), the coverage at each position along the genome was calculated and normalized to the library size using genomecov from bedtools v2.27.0 (Quinlan and Hall, 2010). The Integrative Genomics Browser was used to visualize binding across individual transcripts (Robinson et al., 2011). Coverage around start codons (Figures 4E, S4D, and S4E) was calculated using pyBinCollector (Webb et al., 2014). The resulting metaplots were generated in GraphPad Prism 8, while the heatmaps were made using Excel. Statistical analysis was performed using Graphpad. For Figures 4B and 4C, an unpaired t test was used to calculate changes in RNA binding before and after stress (for details, see the figure legend).

#### RNAseq data analysis

RNAseq reads were aligned to a concatenated genome consisting of the intronless *S. cerevisiae* genome and the 972H *Schizosaccharomyces pombe* genome using Novoalign. The reads mapping to the *S. pombe* genome were tabulated using pyReadCounters together with a custom annotation file. These values were used as a normalization standard to allow for quantitative comparisons between datasets. Genome coverage files (e.g., Figure 4F) were generated using genomecov from bedtools and scaled using values determined from the *S. pombe* spike-in control. For all analyses, we used the top 5,000 transcripts, defined by their average expression across all three conditions (control, glucose withdrawal 16 min, and heat shock 16 min). GO analysis was performed using GOrilla (Eden et al., 2009) on the 500 genes showing the greatest decline in mRNA levels. Violin plots were generated using GraphPad Prism 8.

# Supplementary material for: Stress-Induced Translation Inhibition through Rapid Displacement of Scanning Initiation Factors
**Source:** Mol Cell. 2020 Nov 5;80(3):470–484.e8. doi: 10.1016/j.molcel.2020.09.021

**Molecular Cell, Volume 80**

## **Supplemental Information**

### **Stress-Induced Translation**

### **Inhibition through Rapid Displacement**

### **of Scanning Initiation Factors**

**Stefan Bresson, Vadim Shchepachev, Christos Spanos, Tomasz W. Turowski, Juri Rappsilber, and David Tollervey**

## SUPPLEMENTARY FIGURE LEGENDS

### **Figure S1. The impact of stress on the yeast RNA binding proteome. Related to Figure 1.**

(A) Bar chart showing all proteins with greater than 2-fold change in RNA association after 16 min of heat shock (*left*) or a mock shift (*center*) in TRAPP analyses. The right-hand panel shows changes in protein abundance following 16 min of heat shock (*right*). (B) Global changes in protein abundance following glucose starvation or heat shock. RNA binding proteins (RBPs) are highlighted in pink. (C) Comparison of changes in RNA association for individual RBPs after 2 min of glucose starvation, versus treatment for 2 min with 2 mM sorbate at pH 5. (D) Time course showing changes in RNA association for selected proteins.

### **Figure S2. Changes in RNA binding among translation initiation factors. Related to Figure 3.**

(A) Polysome gradient analyses from control, untreated cells (*left*) and following glucose withdrawal (*middle*) or heat shock at 42°C (*right*), for 16 min. (B) Time course showing changes in RNA binding for all translation initiation factors following glucose starvation (blue) and heat shock (pink) from TRAPP analyses.

### **Figure S3. Genome-wide analysis of the RNA binding profiles of eIF4A, eIF4B, and Ded1. Related to Figure 4.**

(A) Representative autoradiogram of protein:RNA complexes separated by SDS-PAGE during the CRAC analyses. (B) The total number of reads in each CRAC dataset. Reads from separate replicates were merged together. (C) Breakdown of Ded1- and eIF4A-bound RNAs by biotype. (D) Metaplots showing the distribution of eIF4A, eIF4B, and Ded1 binding around the mRNA start codon for individual replicates. The number of replicates is shown in the upper right corner. (E) Heatmaps showing the distribution of eIF4B binding around the mRNA start codon, sorted by decreasing binding. Scales are shown at the bottom. The upper part of each heatmap is scaled differently (0-1000) due to the very high number of read mapping to those transcripts. Regions that exceed the scale are colored black.

### **Figure S4. Binding of eIF4A, eIF4B, and Ded1 to ribosomal RNA. Related to Figure 4.**

(A) CRAC analysis showing binding of eIF4A, eIF4B, and Ded1 across the 35S pre-rRNA. (C) A close-up view of the mRNA exit channel showing the crosslinking sites on 18S for Ded1 (green) and eIF4B (teal).

**Figure S5. Binding of eIF4A, eIF4B, and Ded1 to specific transcripts. Related to Figure 4.**

(A) CRAC analysis showing binding of eIF4A, eIF4B, and Ded1 across a number of selected mRNAs. Each set of tracks is normalized to total library size using reads per million, with the exact value indicated in the upper right corner of each box. RNAseq traces are shown at the bottom as a control. Each track is normalized to a spike-in control, and thus represents the absolute abundance of each mRNA compared to the control. (B) Heatmaps showing the distribution of Ded1 around the mRNA start codon. Transcripts are sorted by the ratio of 5' binding (5' UTR to +150 from start codon) versus downstream binding in the control sample for each species. Only transcripts longer than 700 nt were included in the analysis ( $n = 1,654$ ). (C) Same as (B) but for eIF4B. (D) Boxplot quantifying the ratio of 3' binding to 5' binding for eIF4B and Ded1. (E) Scatterplot comparing Ded1 binding to mRNA levels. The *DED1* transcript itself is highlighted in teal.

**Figure S6. Comparisons of datasets. Related to Figure 5.**

(A) Comparison of replicate RNAseq datasets. Pearson correlations for RNAseq data replicates for all mRNAs for which sequence reads were recovered ( $n=6,273$ ). (B) Comparison of stress-induced changes in 5'-end binding of the indicated translation factors at 16 minutes, as determined by CRAC (Y axis), relative to changes in mRNA abundance, as determined by RNAseq with a spike-in control (X axis). The top 2,000 transcripts are shown for eIF4B and Ded1, whereas the top 500 are shown for eIF4A, due to reduced read coverage. Upper panels; glucose withdrawal. Lower panels; heat shock. Points below the dotted red line indicate mRNAs for which the reduction in factor binding was greater than the reduction in mRNA abundance.

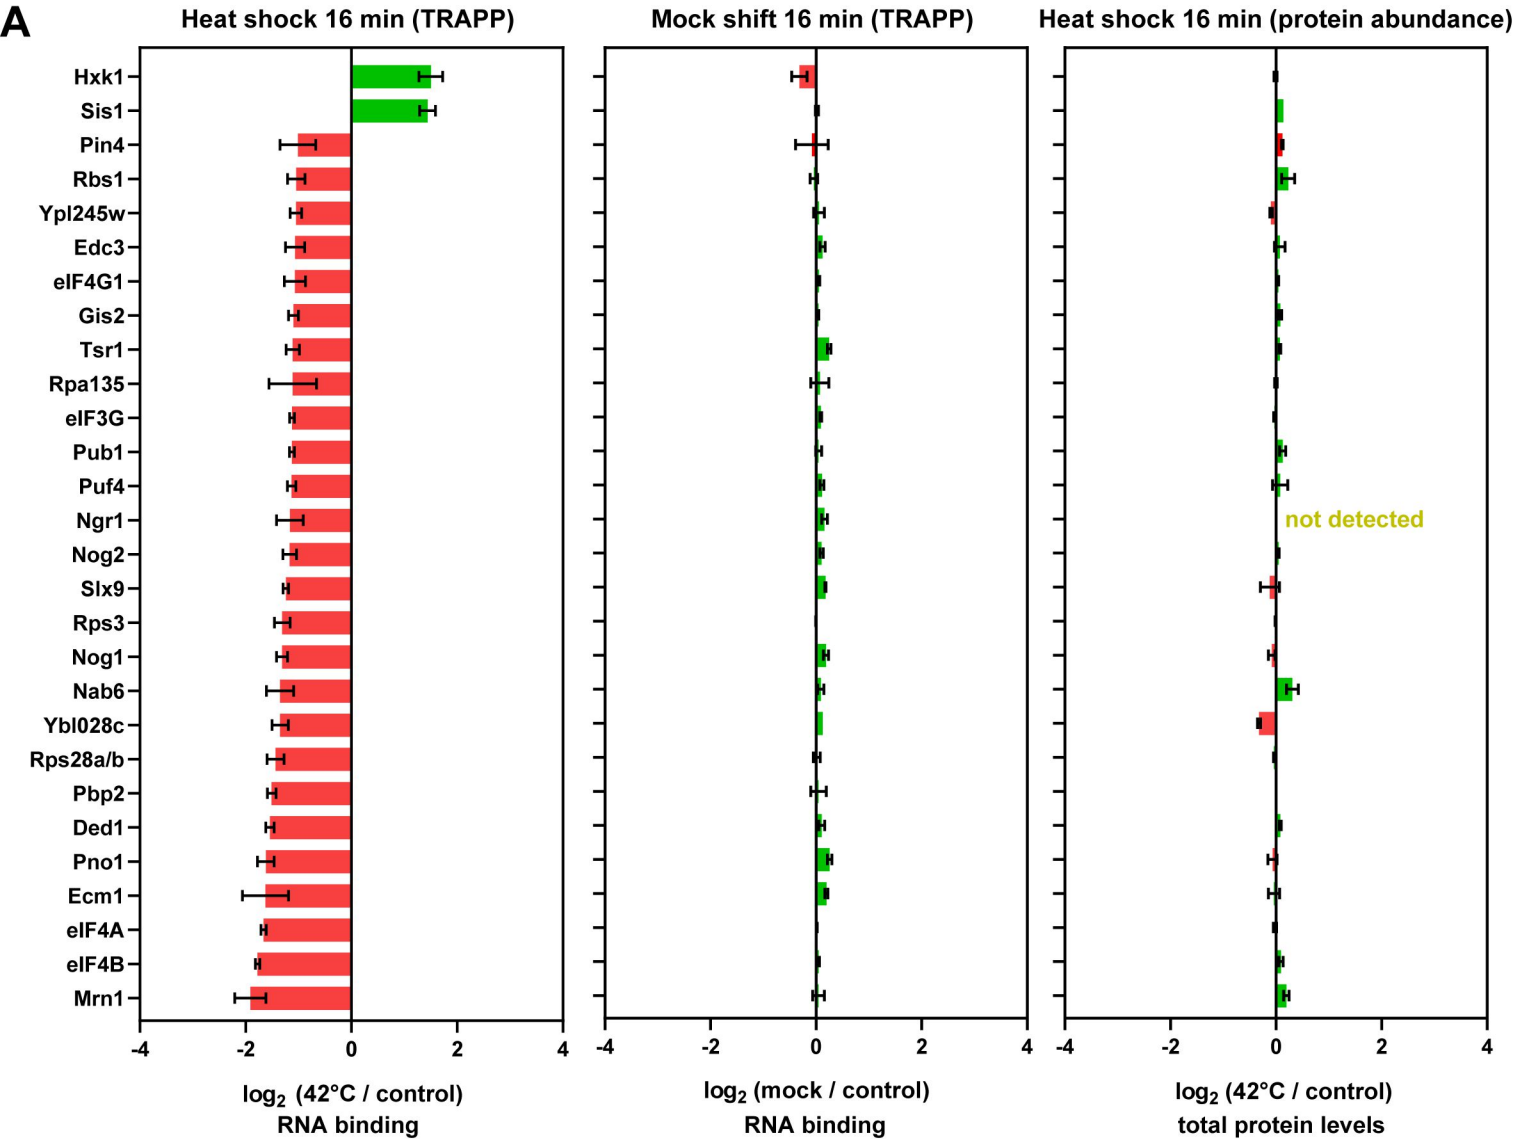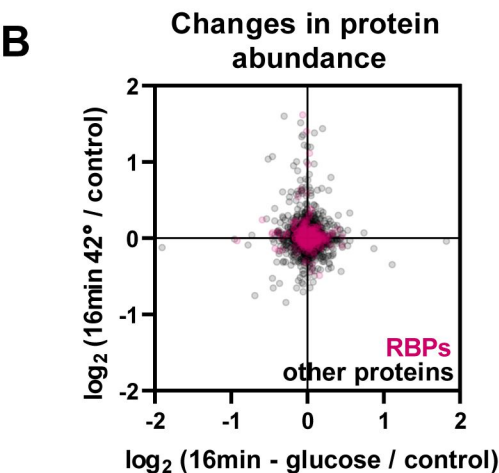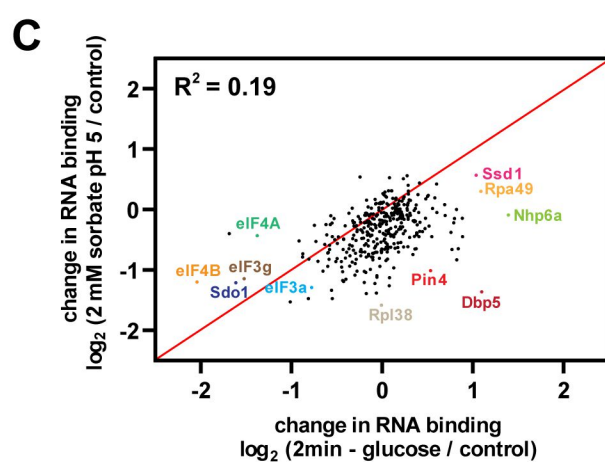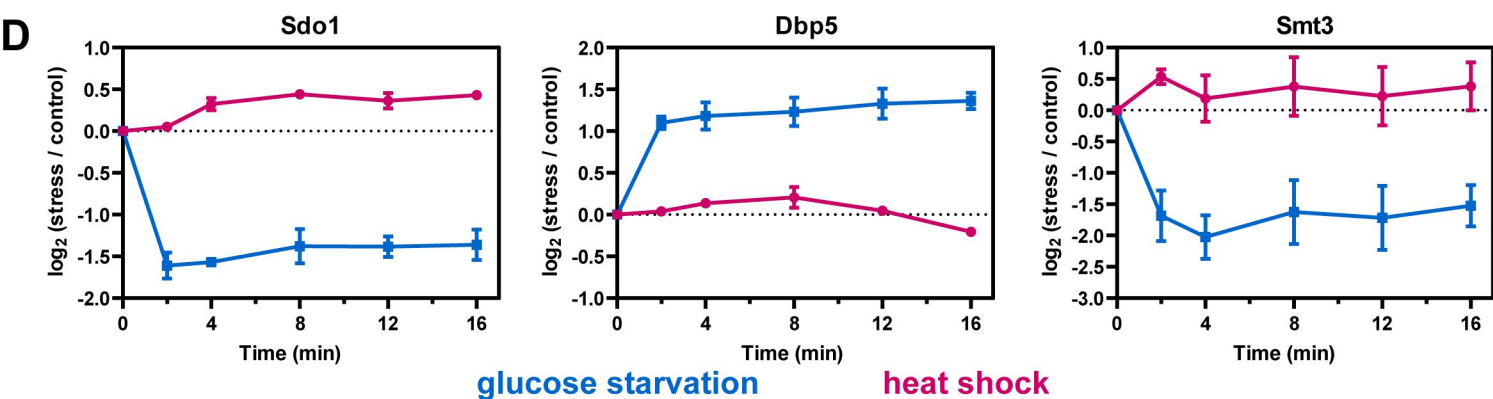

**A**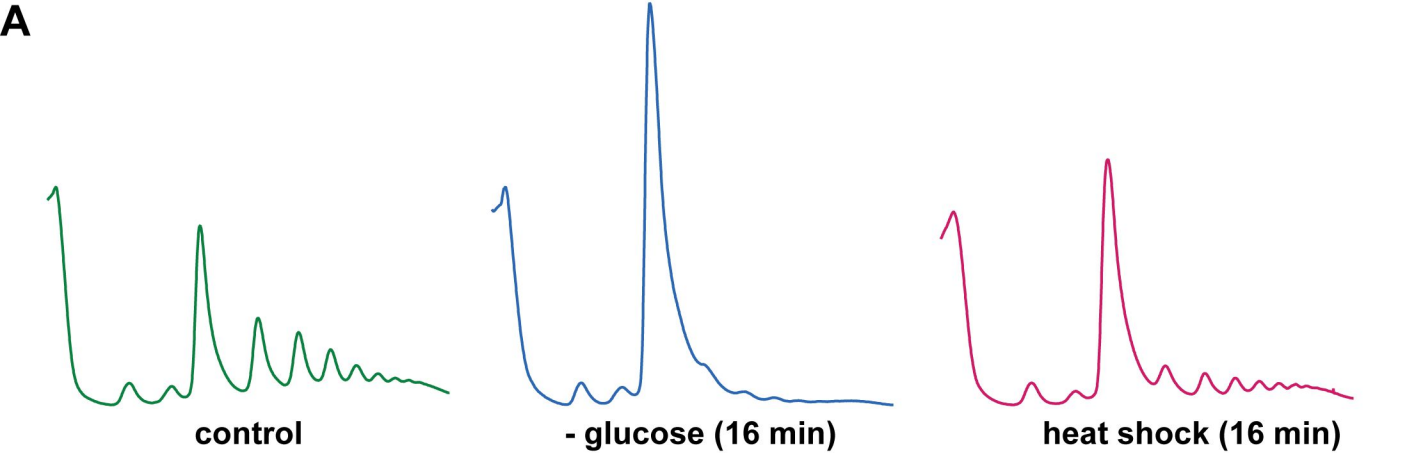**B**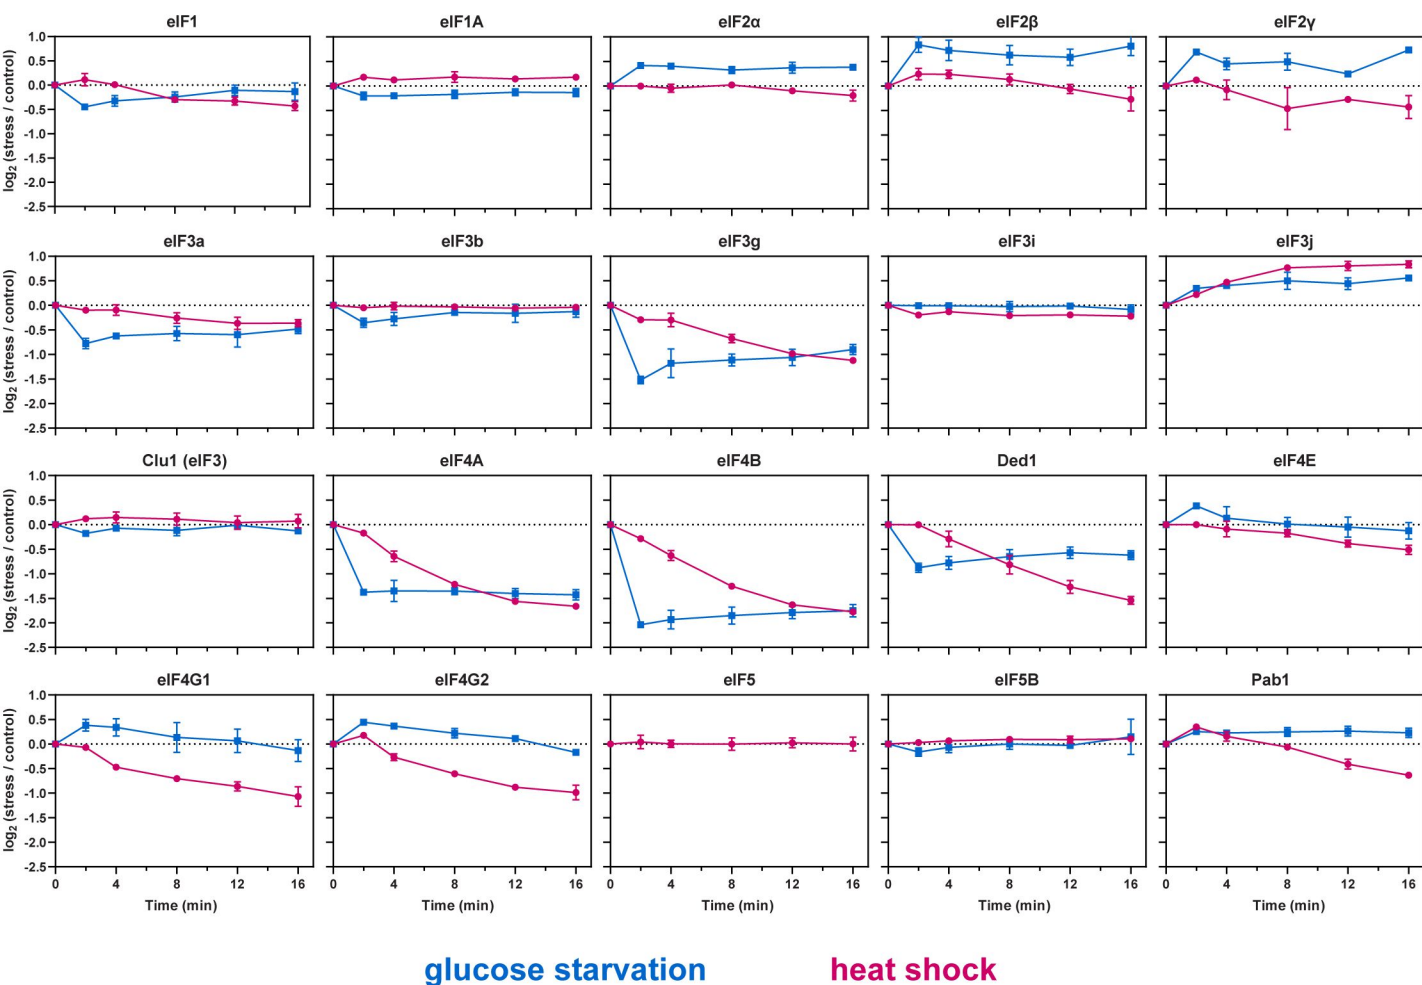

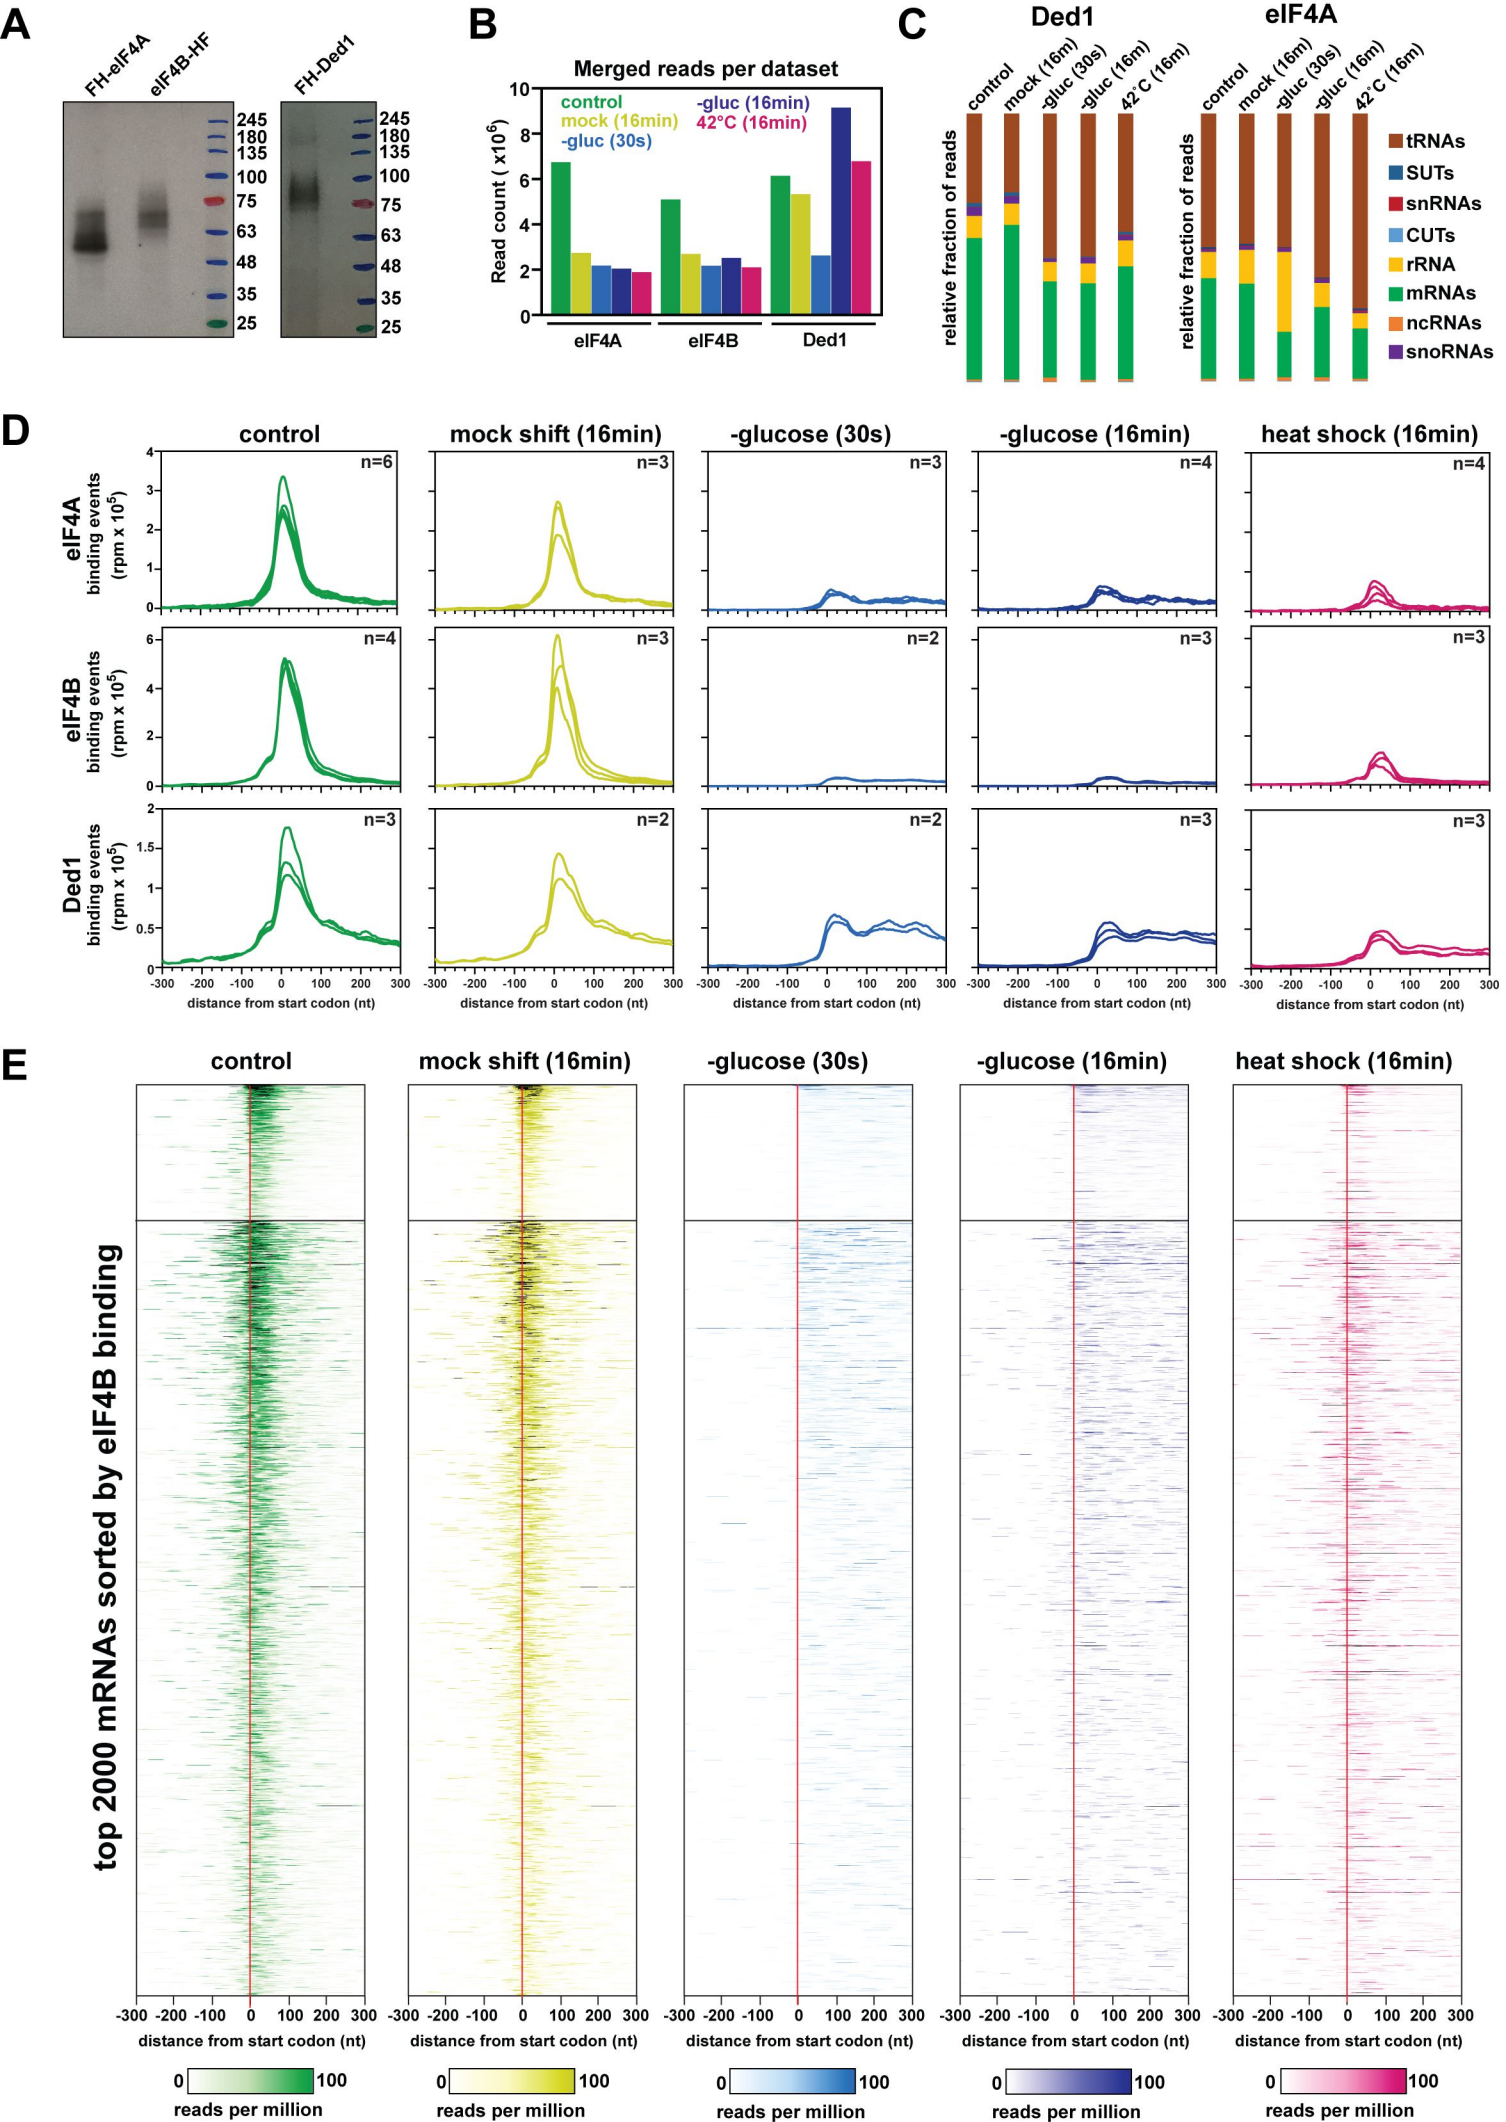

**A**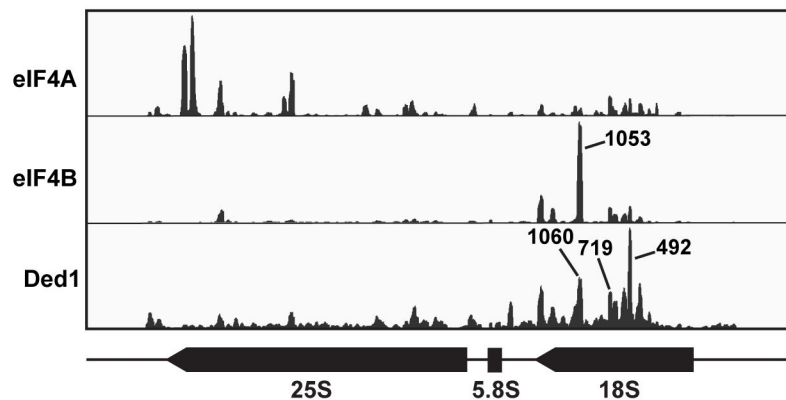**B**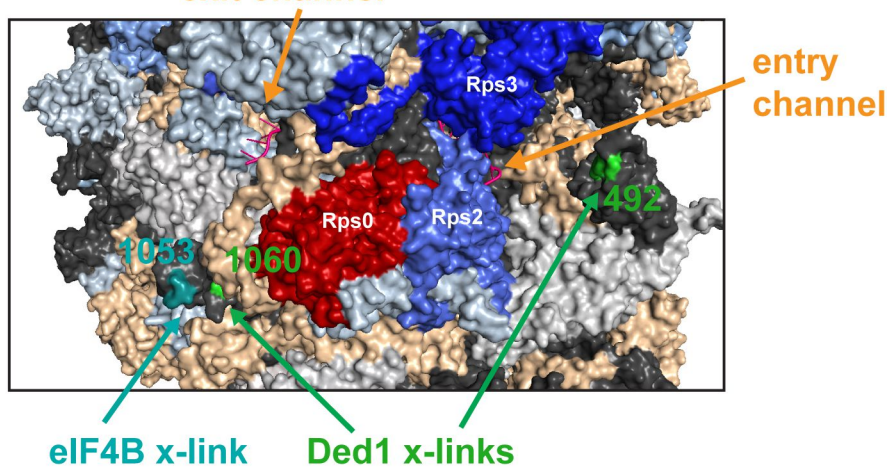

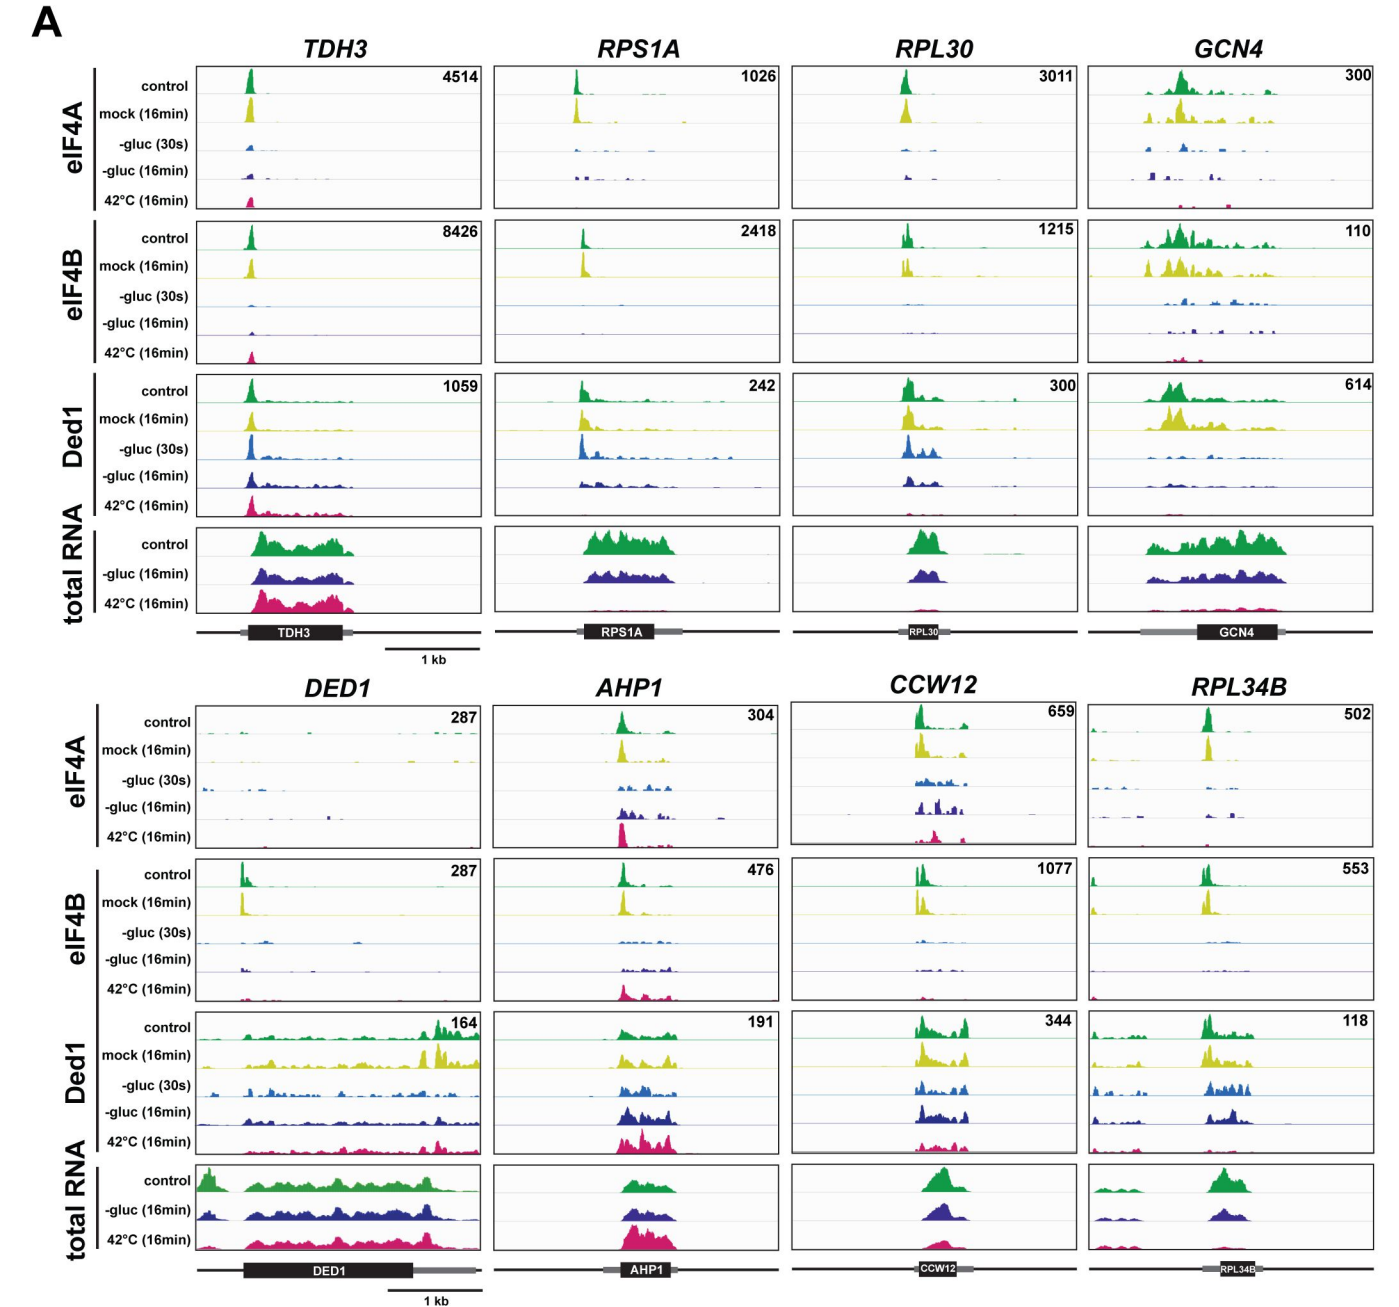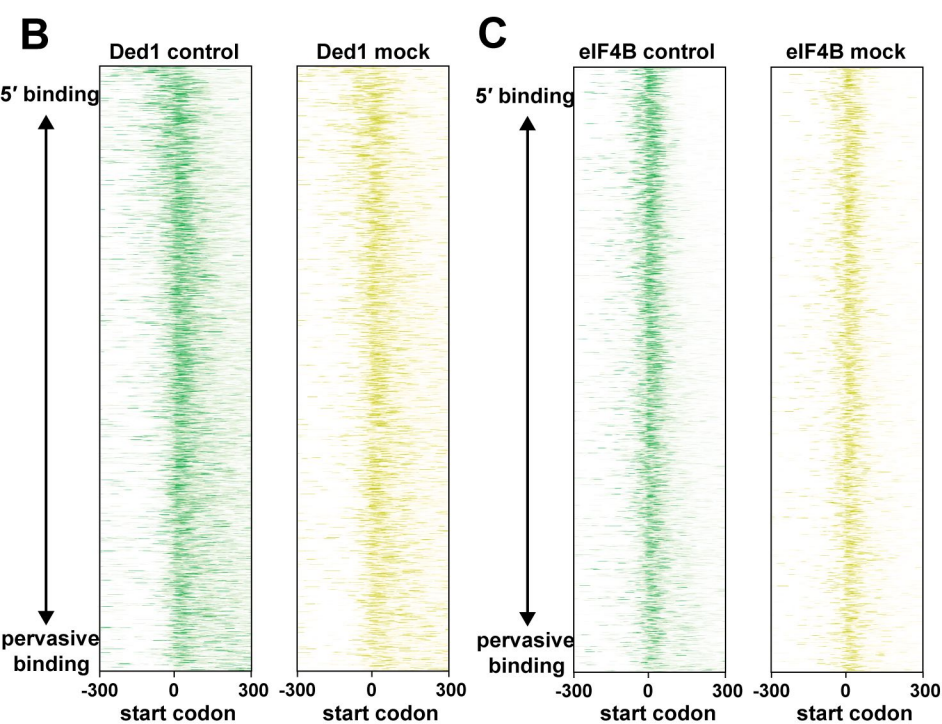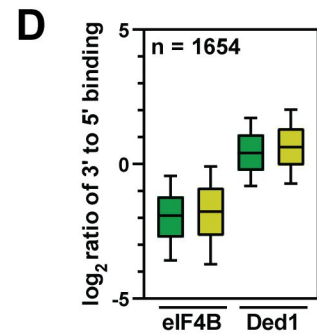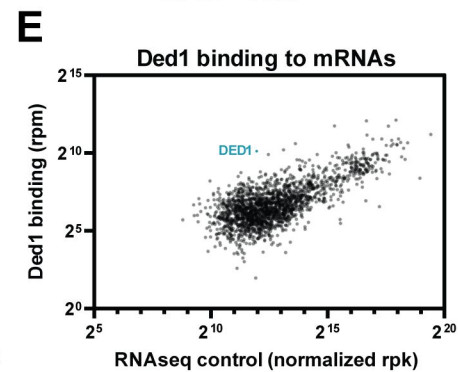

**A**

|           |          | wild type |        |        |          |        |        |        |            |        |        | Δski2   |        |        |        | Δxrn1   |        |        |        |
|-----------|----------|-----------|--------|--------|----------|--------|--------|--------|------------|--------|--------|---------|--------|--------|--------|---------|--------|--------|--------|
|           |          | control   |        |        | -glucose |        | 42°C   |        | 42°C + chx |        |        | control |        | 42°C   |        | control |        | 42°C   |        |
| wild type | control  | 1         | 0.9997 | 0.9933 | 0.8777   | 0.8782 | 0.4351 | 0.4512 | 0.3857     | 0.4067 | 0.4847 | 0.9964  | 0.9938 | 0.3666 | 0.4191 | 0.9095  | 0.9526 | 0.4014 | 0.4515 |
|           |          | 0.9997    | 1      | 0.9949 | 0.875    | 0.8761 | 0.4299 | 0.4458 | 0.3811     | 0.4047 | 0.4827 | 0.9969  | 0.9944 | 0.363  | 0.4148 | 0.9152  | 0.9547 | 0.3995 | 0.4489 |
|           |          | 0.9933    | 0.9949 | 1      | 0.8659   | 0.8689 | 0.4204 | 0.4362 | 0.3739     | 0.4035 | 0.4803 | 0.9971  | 0.9935 | 0.3593 | 0.409  | 0.9351  | 0.9618 | 0.3997 | 0.4469 |
|           | -glucose | 0.8777    | 0.875  | 0.8659 | 1        | 0.999  | 0.6771 | 0.6842 | 0.644      | 0.6697 | 0.7377 | 0.8777  | 0.8697 | 0.6316 | 0.6798 | 0.7802  | 0.8417 | 0.6791 | 0.7218 |
|           |          | 0.8782    | 0.8761 | 0.8689 | 0.999    | 1      | 0.6743 | 0.6816 | 0.6416     | 0.6683 | 0.7364 | 0.8794  | 0.8703 | 0.6305 | 0.6773 | 0.7873  | 0.8439 | 0.6791 | 0.7209 |
|           | 42°C     | 0.4351    | 0.4299 | 0.4204 | 0.6771   | 0.6743 | 1      | 0.9963 | 0.9881     | 0.898  | 0.8991 | 0.4406  | 0.4301 | 0.978  | 0.9806 | 0.357   | 0.4105 | 0.9039 | 0.9119 |
|           |          | 0.4512    | 0.4458 | 0.4362 | 0.6842   | 0.6816 | 0.9963 | 1      | 0.9745     | 0.8749 | 0.878  | 0.4567  | 0.4451 | 0.9649 | 0.9677 | 0.3695  | 0.4249 | 0.8818 | 0.8906 |
|           |          | 0.3857    | 0.3811 | 0.3739 | 0.644    | 0.6416 | 0.9881 | 0.9745 | 1          | 0.9312 | 0.923  | 0.3928  | 0.3828 | 0.9918 | 0.9885 | 0.3236  | 0.3693 | 0.9296 | 0.9346 |
|           |          | 0.4067    | 0.4047 | 0.4035 | 0.6697   | 0.6683 | 0.898  | 0.8749 | 0.9312     | 1      | 0.9917 | 0.4176  | 0.408  | 0.9299 | 0.9239 | 0.3979  | 0.4252 | 0.9321 | 0.9389 |
|           |          | 0.4847    | 0.4827 | 0.4803 | 0.7377   | 0.7364 | 0.8991 | 0.878  | 0.923      | 0.9917 | 1      | 0.4946  | 0.4866 | 0.9211 | 0.9238 | 0.4619  | 0.495  | 0.9338 | 0.9452 |
| Δski2     | control  | 0.9964    | 0.9969 | 0.9971 | 0.8777   | 0.8794 | 0.4406 | 0.4567 | 0.3928     | 0.4176 | 0.4946 | 1       | 0.9951 | 0.3762 | 0.427  | 0.9236  | 0.9603 | 0.4137 | 0.462  |
|           |          | 0.9938    | 0.9944 | 0.9935 | 0.8697   | 0.8703 | 0.4301 | 0.4451 | 0.3828     | 0.408  | 0.4866 | 0.9951  | 1      | 0.3653 | 0.4183 | 0.9183  | 0.9564 | 0.4033 | 0.4535 |
|           | 42°C     | 0.3666    | 0.363  | 0.3593 | 0.6316   | 0.6305 | 0.978  | 0.9649 | 0.9918     | 0.9299 | 0.9211 | 0.3762  | 0.3653 | 1      | 0.9924 | 0.328   | 0.364  | 0.9501 | 0.946  |
|           |          | 0.4191    | 0.4148 | 0.409  | 0.6798   | 0.6773 | 0.9806 | 0.9677 | 0.9885     | 0.9239 | 0.9238 | 0.427   | 0.4183 | 0.9924 | 1      | 0.3637  | 0.408  | 0.9551 | 0.9578 |
| Δxrn1     | control  | 0.9095    | 0.9152 | 0.9351 | 0.7802   | 0.7873 | 0.357  | 0.3695 | 0.3236     | 0.3979 | 0.4619 | 0.9236  | 0.9183 | 0.328  | 0.3637 | 1       | 0.9803 | 0.41   | 0.4438 |
|           |          | 0.9526    | 0.9547 | 0.9618 | 0.8417   | 0.8439 | 0.4105 | 0.4249 | 0.3693     | 0.4252 | 0.495  | 0.9603  | 0.9564 | 0.364  | 0.408  | 0.9803  | 1      | 0.4383 | 0.4806 |
|           | 42°C     | 0.4014    | 0.3995 | 0.3997 | 0.6791   | 0.6791 | 0.9039 | 0.8818 | 0.9296     | 0.9321 | 0.9338 | 0.4137  | 0.4033 | 0.9501 | 0.9551 | 0.41    | 0.4383 | 1      | 0.9949 |
|           |          | 0.4515    | 0.4489 | 0.4469 | 0.7218   | 0.7209 | 0.9119 | 0.8906 | 0.9346     | 0.9389 | 0.9452 | 0.462   | 0.4535 | 0.946  | 0.9578 | 0.4438  | 0.4806 | 0.9949 | 1      |

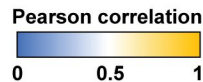**B**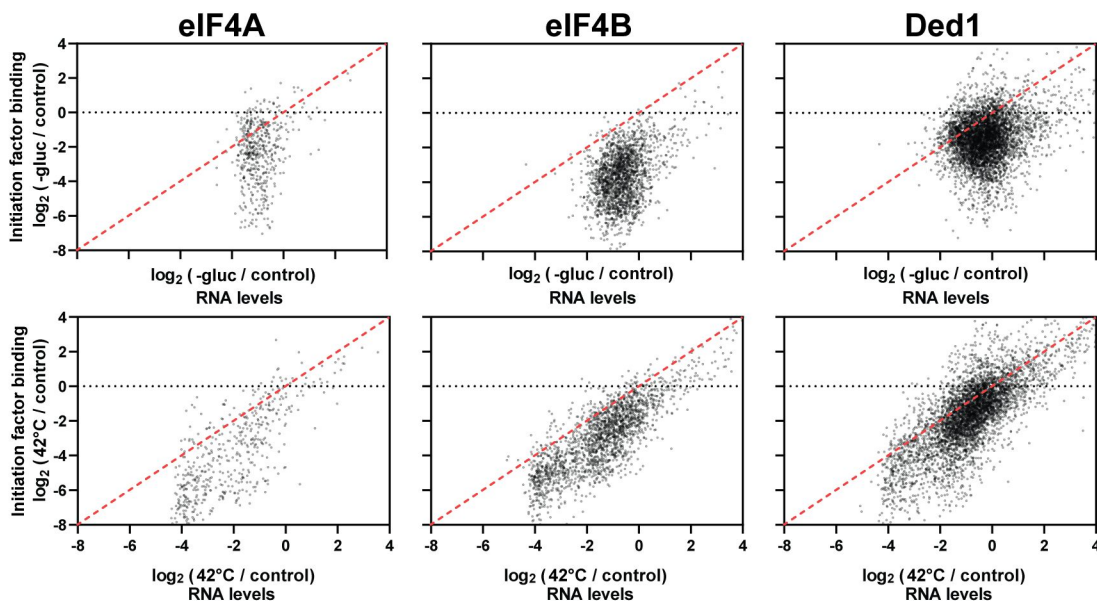

**Supplement:** Document S1. Figures S1–S6

# Supplementary material for: Stress-Induced Translation Inhibition through Rapid Displacement of Scanning Initiation Factors
**Source:** Mol Cell. 2020 Nov 5;80(3):470–484.e8. doi: 10.1016/j.molcel.2020.09.021

# Stress-Induced Translation Inhibition through Rapid Displacement of Scanning Initiation Factors

## Graphical Abstract

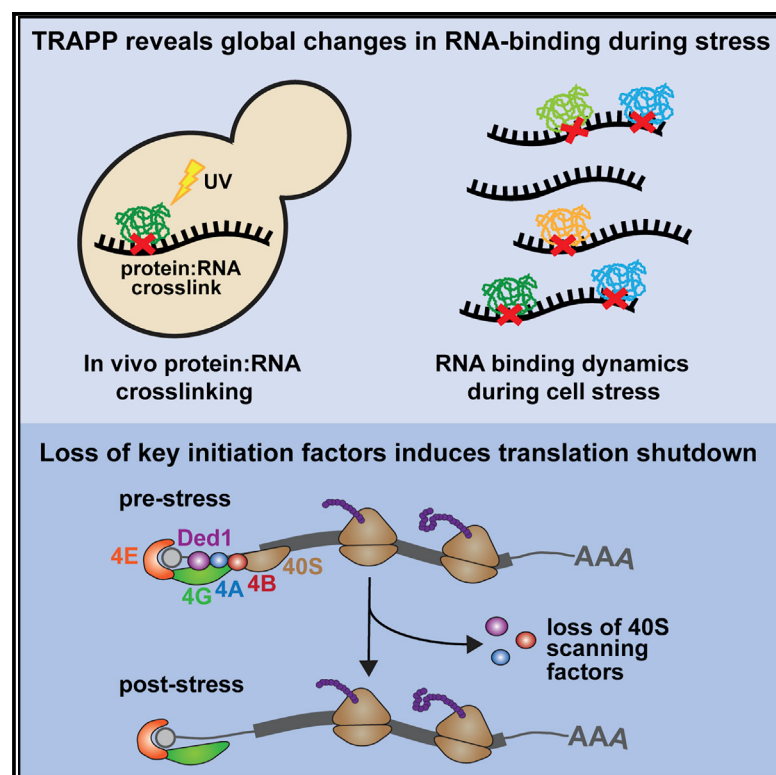

## Authors

Stefan Bresson, Vadim Shchepachev, Christos Spanos, Tomasz W. Turowski, Juri Rappsilber, David Tollervey

## In Brief

All organisms live in continuously changing environments, and RNA-binding proteins are critically important in responding to resulting stresses. Bresson et al. followed both global and specific changes in RNA-protein interactions over short times following glucose starvation or heat shock. The results reveal mechanisms underlying translational control of gene expression during stress.

## Highlights

- A quantitative proteomic approach reveals global stress-induced changes in RNA binding
- Translation shutdown is driven by rapid loss of mRNA binding by key initiation factors
- Heat shock induces general mRNA degradation facilitated by Xrn1

Article

# Stress-Induced Translation Inhibition through Rapid Displacement of Scanning Initiation Factors

Stefan Bresson,<sup>1,\*</sup> Vadim Shchepachev,<sup>1</sup> Christos Spanos,<sup>1</sup> Tomasz W. Turowski,<sup>1</sup> Juri Rappsilber,<sup>1,2</sup> and David Tollervey<sup>1,3,\*</sup>

<https://doi.org/10.1016/j.molcel.2020.09.021>

## SUMMARY

Cellular responses to environmental stress are frequently mediated by RNA-binding proteins (RBPs). Here, we examined global RBP dynamics in *Saccharomyces cerevisiae* in response to glucose starvation and heat shock. Each stress induced rapid remodeling of the RNA-protein interactome without corresponding changes in RBP abundance. Consistent with general translation shutdown, ribosomal proteins contacting the mRNA showed decreased RNA association. Among translation components, RNA association was most reduced for initiation factors involved in 40S scanning (eukaryotic initiation factor 4A [eIF4A], eIF4B, and Ded1), indicating a common mechanism of translational repression. In unstressed cells, eIF4A, eIF4B, and Ded1 primarily targeted the 5' ends of mRNAs. Following glucose withdrawal, 5' binding was abolished within 30 s, explaining the rapid translation shutdown, but mRNAs remained stable. Heat shock induced progressive loss of 5' RNA binding by initiation factors over ~16 min and provoked mRNA degradation, particularly for translation-related factors, mediated by Xrn1. Taken together, these results reveal mechanisms underlying translational control of gene expression during stress.

## INTRODUCTION

All organisms are subject to a continuously changing environment, to which they must adapt in order to survive. This problem is especially acute for unicellular, non-motile organisms, such as the budding yeast *Saccharomyces cerevisiae*. In general, budding yeast respond to stress by inducing global changes in gene expression. At the transcriptional level, this involves the activation of the environmental stress response, in which hundreds of stress-response genes are upregulated and genes encoding ribosome maturation and protein synthesis factors are suppressed. To a large extent, these coordinated changes in gene expression are induced regardless of the identity of the initiating stress (Gasch et al., 2000).

Transcriptional reprogramming is complemented with rapid posttranscriptional changes, particularly at the level of protein synthesis. Cytoplasmic translation is dramatically attenuated in response to a variety of environmental stresses, including various types of nutrient deprivation, but also physical stresses involving changes in temperature, osmotic balance, or oxidation state. In terms of both speed and scale, glucose starvation triggers the most drastic translational shutdown of any stress (Ashe et al., 2000; Kuhn et al., 2001). Glucose is the preferred energy

and carbon source for yeast, and its absence quickly reduces cellular biosynthetic capacity. Physical stresses, such as heat shock, can similarly limit biosynthesis while also damaging the existing proteome. In response, cells halt bulk protein synthesis until protective measures are in place.

Translation initiation is generally the rate-limiting step in protein synthesis and a frequent target of regulation, including during stress (reviewed in Crawford and Pavitt, 2019; Dever et al., 2016; and Janapala et al., 2019). The initiation process begins with assembly of the 43S preinitiation complex (PIC), composed of the 40S subunit plus eukaryotic initiation factor 1 (eIF1), eIF1A, eIF3, eIF5, and eIF2:GTP in complex with the initiator tRNA (Hinnebusch, 2017). In parallel, the mRNA is activated for translation by the eIF4F complex, consisting of the cap-binding protein eIF4E, the scaffolding subunit eIF4G, and the ATP-dependent helicases eIF4A and Ded1 (Gao et al., 2016). The PIC is recruited to the 5' end of the mRNA with the help of the eIF4F complex, eIF3, and eIF4B (Mitchell et al., 2010; Park et al., 2011; Sen et al., 2015; Walker et al., 2013) and begins scanning along the transcript until it reaches the start codon. The scanning process is aided by the helicase activities of Ded1 and eIF4A, which help unwind secondary structure ahead of the translocating ribosome. Ded1 is preferentially required for translation of mRNAs

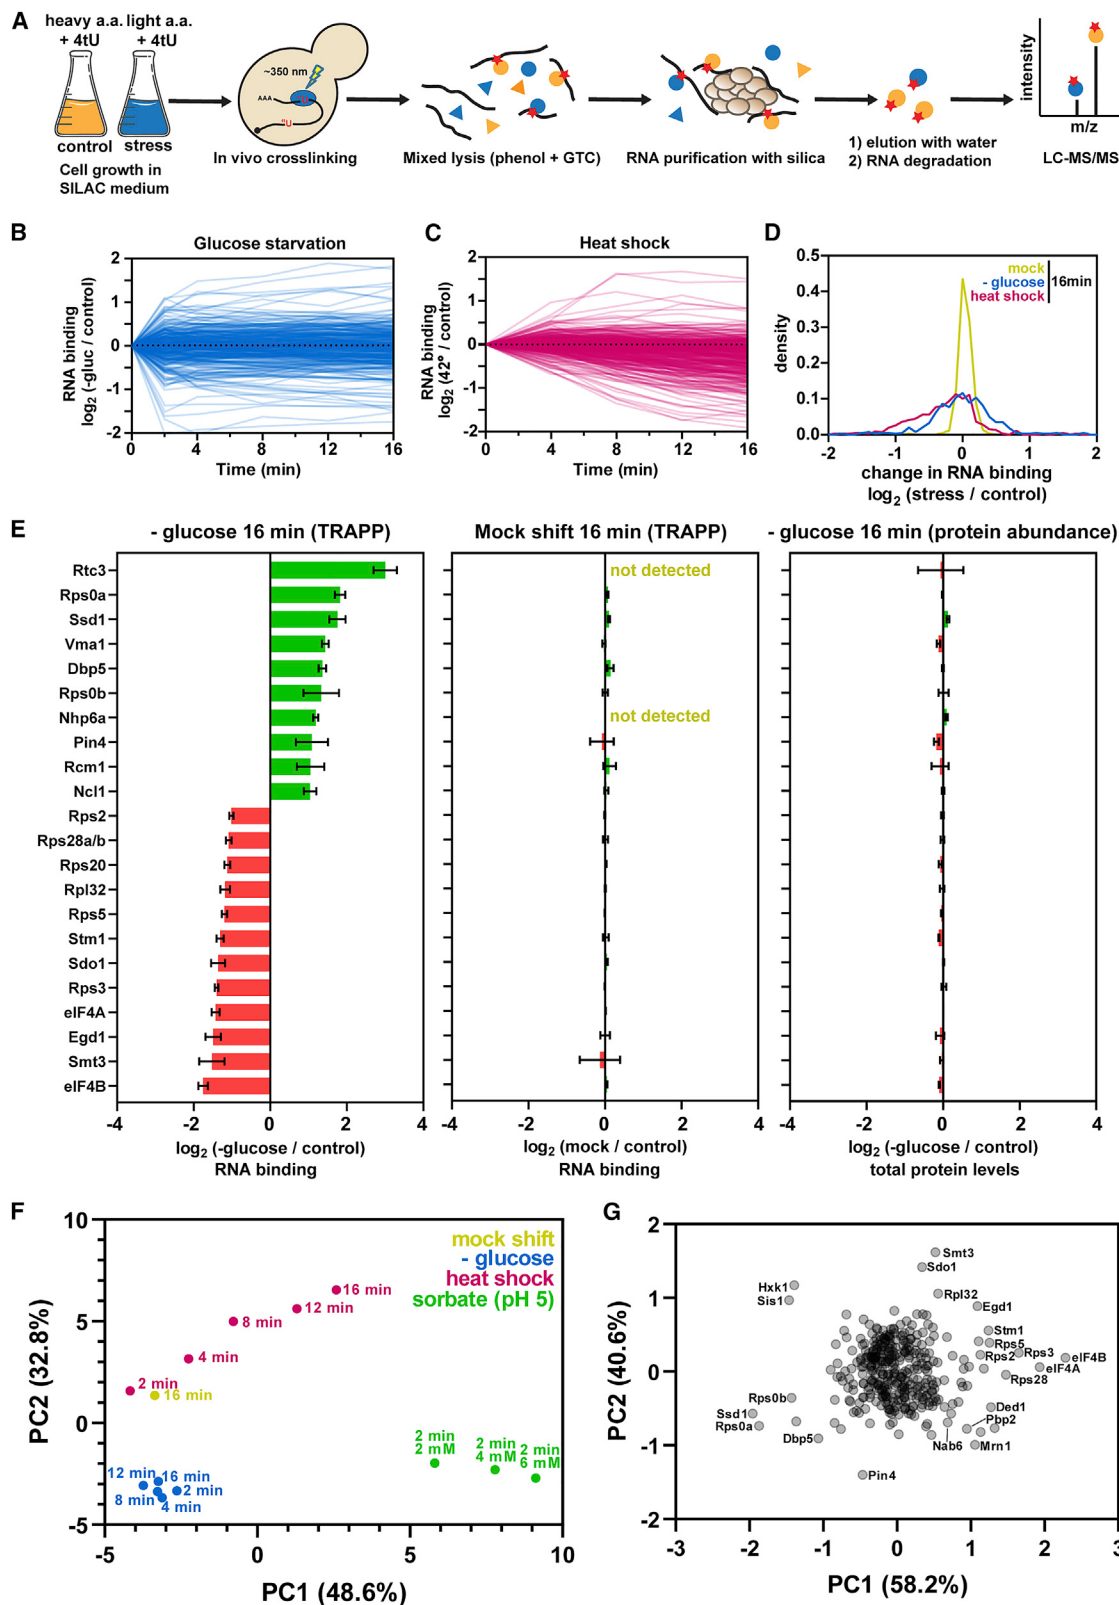

(legend on next page)

with highly structured 5' UTRs, whereas eIF4A is required for optimal translation of all mRNAs, regardless of secondary structure (Islerman et al., 2020; Sen et al., 2015). eIF4B may also assist in the scanning process through its stimulatory effect on eIF4A (Andreou et al., 2017; Sen et al., 2015, 2016; Walker et al., 2013).

The best-studied example of translational control during stress involves the heterotrimeric eIF2 complex, which delivers the initiator tRNA to the 43S PIC. Amino acid starvation triggers the activation of the Gcn2 kinase, whose sole target is a conserved serine residue of eIF2 $\alpha$  (Dever et al., 1992; Dey et al., 2005; Harding et al., 2000). Phosphorylated eIF2 $\alpha$  blocks recycling of the complex for use in subsequent rounds of translation and thus impairs bulk translation initiation. The Gcn2-eIF2 $\alpha$  pathway is highly conserved throughout eukaryotes (Castilho et al., 2014), but, at least in yeast, it is activated in only a limited number of stress conditions (reviewed in Simpson and Ashe, 2012). Notably, eIF2 $\alpha$  phosphorylation is not required for translation inhibition in response to glucose withdrawal (Ashe et al., 2000) or heat shock (Grousl et al., 2009). The mechanism of translational arrest during these stresses remains unknown.

Historically, a powerful tool for analyzing protein-RNA interactions, including those involved in translation, has been ultraviolet (UV) crosslinking (Dreyfuss et al., 1984). *In vivo* irradiation with UV light induces covalent crosslinks between protein and RNA. Subsequently, specific purification of a given protein allows for the identification of bound RNAs (the crosslinking and analysis of cDNA [CRAC] and CLIP methods). In a reciprocal approach, the RNA itself can be used to pull down associated proteins. Polyadenylated transcripts can be purified using oligo(dT) selection (Castello et al., 2012; Dreyfuss et al., 1984, 1993; Perez-Perri et al., 2018), but this approach is not applicable to the majority of eukaryotic RNAs, including immature mRNAs, rRNA, tRNA, and a host of additional noncoding RNAs. More recently, alternative methods have been developed to purify RNA, regardless of class (Bao et al., 2018; Huang et al., 2018; Queiroz et al., 2019; Shchepachev et al., 2019; Trendel et al., 2019; Urdaneta et al., 2019). One such technique is TRAPP (total RNA-associated proteome purification), which takes advantage of the intrinsic affinity between RNA and silica to isolate crosslinked protein-RNA complexes (Shchepachev et al., 2019).

Here, we applied TRAPP to yeast cells exposed to either glucose withdrawal or heat shock. This revealed extensive remodeling of the yeast protein-RNA interactome in response to stress and provides insights into the mechanism of translational repression.

## RESULTS

### Global RBP Dynamics in Response to Cell Stress

We previously developed TRAPP as a method to characterize the global RNA-binding proteome (Shchepachev et al., 2019). Here, we applied TRAPP to assess RBP dynamics in response to glucose starvation or heat shock. An overview of the approach is shown in Figure 1A. Yeast cells were grown in the presence of the photoreactive nucleobase 4-thiouracil (4tU), which is incorporated into nascent RNA during transcription. Following labeling, the cultures were rapidly filtered and shifted to medium containing the nonfermentable carbon sources of glycerol and ethanol (glucose withdrawal) or to standard glucose medium pre-warmed to 42°C (heat shock). At defined time points after transfer (2, 4, 8, 12, and 16 min), cells were irradiated with 350 nm UV light to induce crosslinks between 4tU-labeled RNAs and interacting RBPs. For comparison, cells were also irradiated prior to transfer (control) or transferred and irradiated without being subjected to stress (mock treated).

To quantify protein association with RNA, the TRAPP protocol also incorporates stable isotope labeling in cell culture (SILAC). Control cells were grown in media containing <sup>13</sup>C<sub>6</sub> ("heavy") arginine and lysine, although stressed cells were cultured with standard amino acids ("light"). Stressed and control cultures were combined in equal proportion following irradiation and lysed together under denaturing conditions. Subsequently, the cleared cell lysate was incubated with silica beads, which bind RNA along with any crosslinked protein. Following elution of the RNA:protein complexes, the RNA component was degraded and the remaining protein was analyzed by mass spectrometry.

After filtering for proteins previously identified as high-confidence RNA binders (Shchepachev et al., 2019), we quantified the association of 338 proteins during glucose starvation and 399 following heat shock across all time points (Figures 1B and 1C). Most RBPs showed similar RNA association before and after glucose withdrawal; in total, only 22 proteins showed a greater than 2-fold shift in RNA binding by 16 min (Figure 1E; Table S2). Heat shock induced a more extensive response, with a greater bias toward loss of RNA binding (Figures 1C, 1D, and S1A). In contrast to the two stresses, a mock shift for 16 min produced no substantial changes in RNA binding (Figures 1D, 1E, and S1A). As an additional control, we also measured total protein levels before and after each stress (Figures 1E, S1A, and S1B; Table S3). RBP abundance was generally constant, suggesting that the observed differences in TRAPP recovery are attributable to changes in RNA association.

**Figure 1. The Impact of Stress on the Yeast RNA-Binding Proteome**

- (A) Summary of the TRAPP protocol. See main text for details. 4tU, 4-thiouracil; GTC, guanidinium thiocyanate.  
 (B) Time course showing changes in RNA association during glucose starvation for individual RBPs in TRAPP analyses.  
 (C) Same as (B) but for heat shock.  
 (D) Density plot showing changes in RNA binding at 16 min following a mock shift, glucose starvation, or heat shock.  
 (E) Bar chart showing all proteins with greater than 2-fold change in RNA association after 16 min of glucose starvation (left) or a mock shift (center). The right-hand panel shows changes in protein abundance following 16 min of glucose starvation (right). Error bars represent standard deviation.  
 (F) Principal-component analysis (PCA) showing differences between conditions and time points. Axis titles show the extent of variation explained by a given principal component.  
 (G) PCA comparing the changes in RNA binding for individual proteins following heat shock, glucose starvation, or mock shift of 16 min. See also Figure S1.

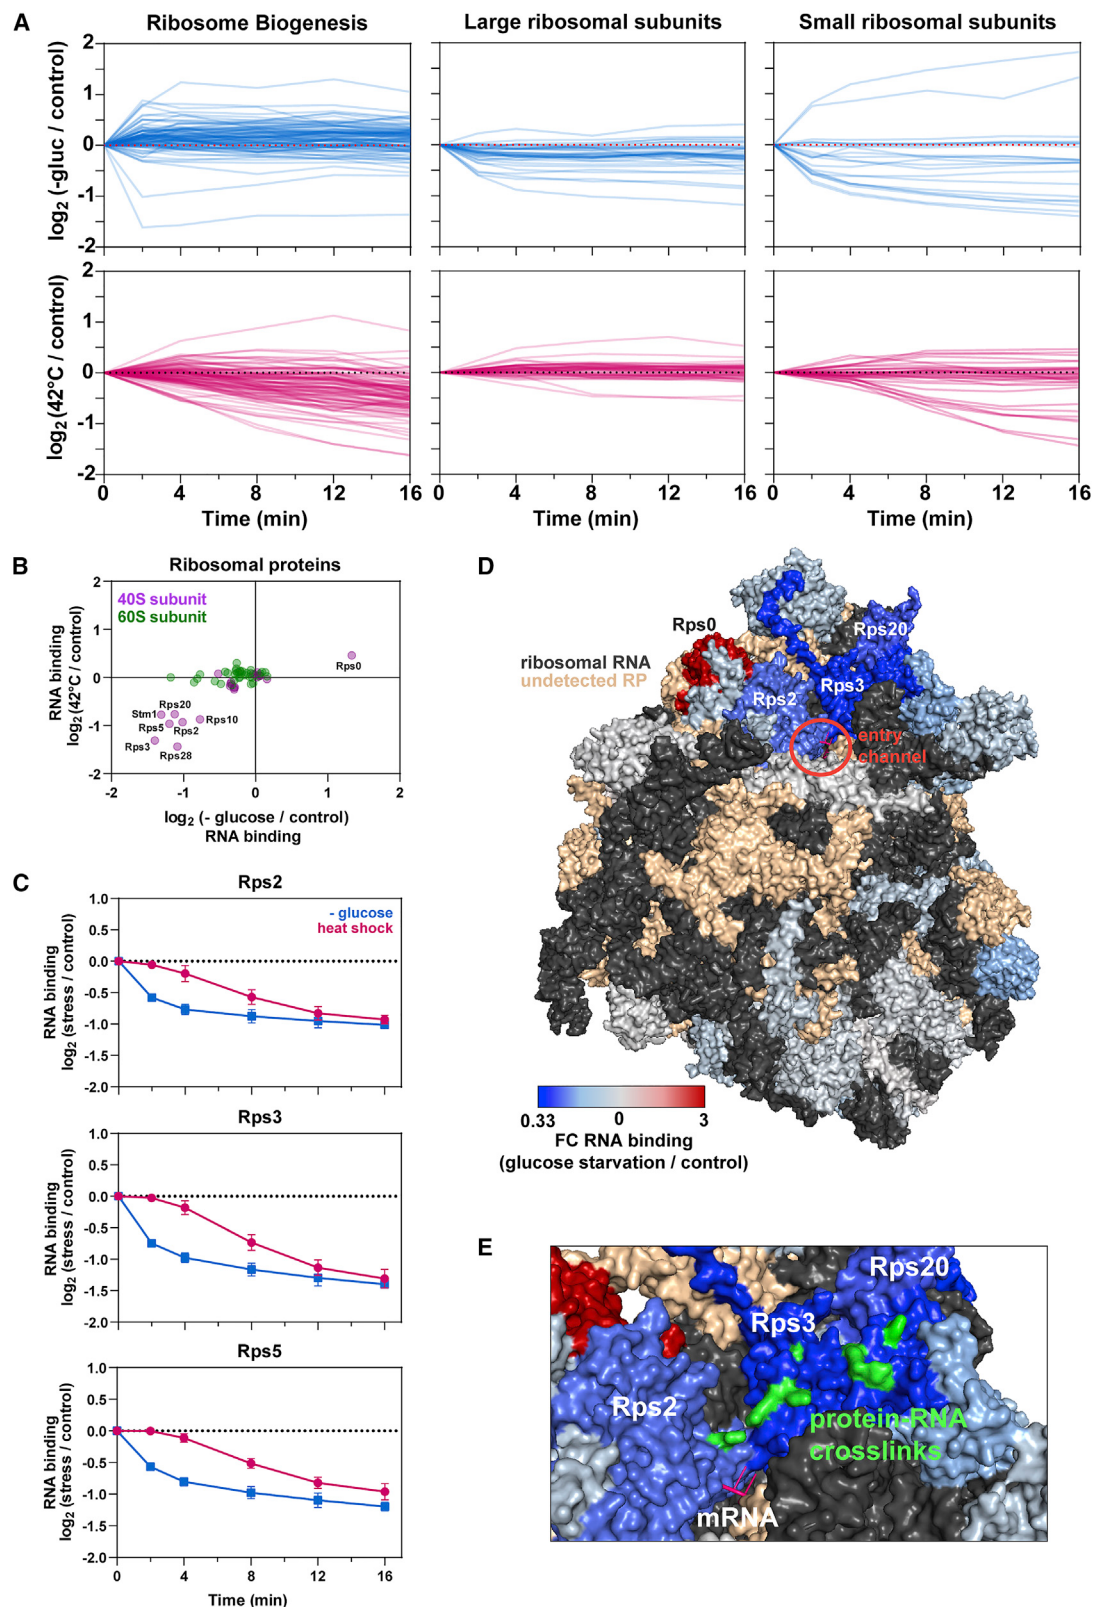

(legend on next page)

In general, glucose starvation caused more rapid changes in the RNA-protein interactome compared to heat shock. Many RBPs changed dramatically within the first 2 min following glucose depletion and were unchanged thereafter (Figures 1B and S1D). By contrast, heat shock induced more gradual, progressive changes in RNA binding throughout the time course (Figure 1C). These observations were further supported by principal-component analysis (PCA) (Figure 1F). All of the glucose starvation time points clustered close together, indicating a high degree of similarity following the initial rapid response. With heat shock, individual data points were more distinct in the PCA, showing a clear progression throughout the time course.

A decrease in intracellular pH has been suggested to underlie the response of yeast cells to multiple stresses (Dechant et al., 2014; García et al., 2017; Munder et al., 2016; Triandafyllou et al., 2020). We therefore tested the effects of sorbic acid, a protonophore that equilibrates the cytosolic and extracellular pH. Cell cultures were incubated for 2 min in medium buffered at pH 5, together with increasing concentrations of sorbic acid (2, 4, and 6 mM) that are expected to correlate with decreasing intracellular pH (Munder et al., 2016). We observed substantial remodeling of the RBPome following sorbic acid treatment, including reduced binding of eIF4A and eIF4B (see below; Figure S1C). Overall, however, the changes seen following sorbate treatment were distinct from either glucose starvation or heat shock (Figures 1F and S1C; Table S2). We conclude that pH-mediated signaling is not the major contributor to the changes in RNA binding observed during these stresses. However, we cannot exclude the possibility that sorbate treatment induces stress effects in addition to the change in pH.

PCA analyses were also used to assess changes across the proteome for the glucose withdrawal and heat shock data (Figure 1G). A relatively small number of proteins were clearly outliers in their response to stress. Specific RBPs will be discussed below, but we note that a group of proteins showing strongly altered RNA binding, particularly Pin4, Mrn1, Pbp2, and Nab6, remain relatively uncharacterized (Hogan et al., 2008; Riordan et al., 2011). Their identification shows the potential value of TRAPP in providing initial functional data on uncharacterized factors. Further analyses of these proteins will be reported elsewhere.

### Glucose Starvation and Heat Shock Have Distinct Effects on Ribosome Biogenesis

Strikingly, most ribosome maturation factors showed no appreciable drop in RNA binding in response to glucose starvation (Figure 2A), suggesting that glucose withdrawal rapidly pauses ribosome maturation and stabilizes the pre-rRNA. A substantial drop in RNA binding was seen only for Sdo1 (Figure S1D), which

catalyzes the final step of 60S maturation (Kargas et al., 2019). Heat shock, by contrast, induced a progressive decrease in RNA binding over the 16-min time course for nearly all maturation factors. This indicates that the inhibition of ribosome synthesis develops over time, with maturation or degradation of the nascent particles. Notably, Sdo1 was again a rare exception, showing modest but significantly increased RNA association, potentially reflecting accumulation of very late pre-ribosomes immediately prior to final maturation of 60S subunits.

### Ribosomal Protein Binding Dynamics in Response to Cell Stress

A number of ribosomal proteins (RPs) showed decreased RNA association following either glucose withdrawal or heat shock (Figure 2A). The same set of RPs from the 40S subunit were altered in each stress (Figure 2B), but glucose starvation induced more rapid responses (for examples, see Figure 2C). We mapped these TRAPP results onto the structure of the ribosome, with each protein colored according to its change in RNA binding at 16 min following glucose withdrawal (Figure 2D). Intriguingly, RPs with altered binding predominately clustered around the mRNA channel. Indeed, the subset of proteins that directly contact the translating mRNA (e.g., Rps3) showed the most substantial drop in RNA association. We conclude that decreased translation during stress drives reduced RNA association for RPs that would otherwise contact the mRNA.

Finally, we mapped precise amino acid sites of RNA crosslinking to RPs, using published data from the iTRAPP method (Shchepachev et al., 2019). Visualization of these sites on the ribosomal structure (Figure 2E) revealed a succession of cross-linked amino acids along the surfaces of Rps2 (uS5) and Rps3 (uS3), apparently tracing the path of the mRNA as it approaches the channel. This is consistent with cryoelectron microscopy (cryo-EM) models of the yeast initiation complex (Llácer et al., 2018) and highlights the utility of TRAPP for capturing precise, *in vivo* interactions.

### A Common Set of Translation Initiation Factors Are Regulated in Response to Stress

We first confirmed that our strains and conditions recapitulate the reported translation inhibition following glucose withdrawal by polysome gradient analysis (Figure S2A; Ashe et al., 2000). Polysome levels were also reduced following heat shock but to a lesser extent (Figure S2A).

We next asked whether the TRAPP data could shed light on the mechanism of translational repression. We focused first on translation initiation, as it is the most common target of regulation. The RNA binding dynamics for each eIF are shown in Figure S2B. An overview of the translation initiation pathway is shown in Figure 3A (for details, see Introduction). Each protein

**Figure 2. Changes in RNA Binding among Ribosomal Proteins**

(A) Time course showing changes in RNA binding during glucose withdrawal (upper; blue lines) and heat shock (lower; red lines) for various classes of RBPs in TRAPP analyses. Included in the figure are ribosome biogenesis factors (left), large ribosomal subunits (center), and small ribosomal subunits (right).  
(B) Scatterplot comparing the effects of glucose starvation and heat shock at 16 min on RNA binding for ribosomal proteins.  
(C) Time course showing RNA association for Rps2, Rps3, and Rps5.  
(D) Crystal structure (PDB: 3J77) of the yeast ribosome highlighting the changes in RNA association for each detected ribosomal protein.  
(E) A closeup view of the mRNA entry channel with amino acid-RNA crosslinking sites highlighted in green.

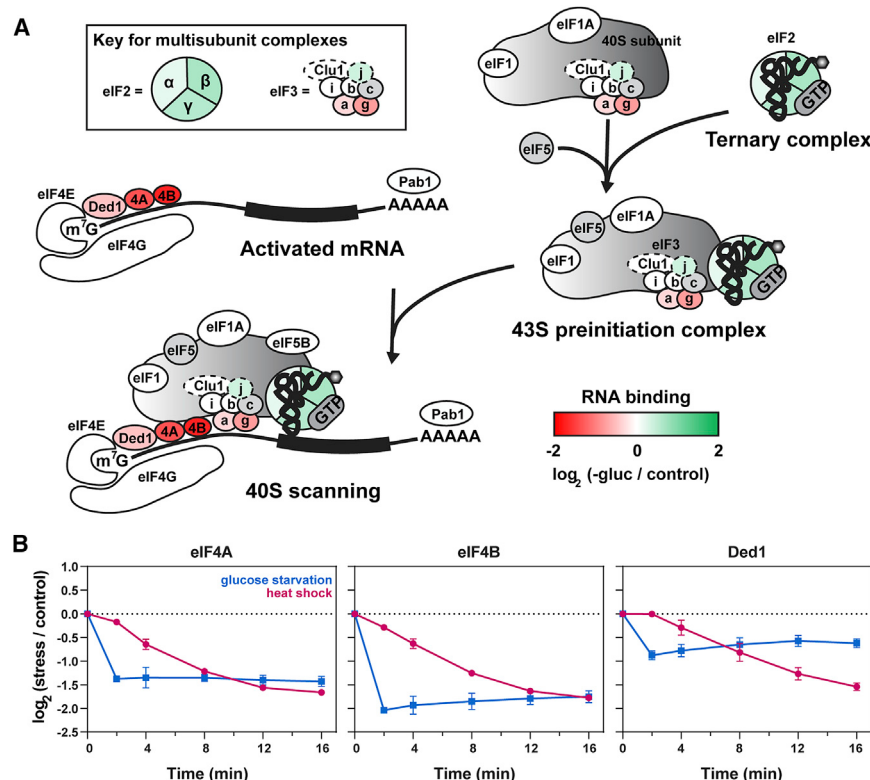

**Figure 3. Changes in RNA Binding among Translation Initiation Factors**

(A) Overview of the translation initiation process. Each protein is colored according to its change in RNA association during glucose starvation in TRAPP analyses. Translation initiation factors shown in gray were not detected as RNA binding. (B) Time course showing changes in RNA binding for eIF4A, eIF4B, and Ded1 following glucose starvation (blue) and heat shock (pink) in TRAPP analyses. See also Figure S2B.

tors eIF4A and eIF4B (Figure 3B). RNA association was strongly decreased following either stress but with much faster kinetics during glucose withdrawal. These observations are consistent with the reported loss of eIF4A from polysomes following glucose withdrawal (Castelli et al., 2011). eIF4A is a “DEAD-box” ATP-dependent RNA helicase, in which ATPase activity is coupled to mRNA binding and unwinding. Notably, a related DEAD-box translation initiation factor, Ded1, also showed a robust decrease in RNA binding during both stresses, though this

is colored according to its change in RNA binding, specifically in response to glucose withdrawal, but most eIFs showed a consistent response to both stress conditions (Figure S2B).

We first considered the set of initiation factors primarily associated with the 40S subunit, including eIF1, eIF1A, eIF5, and eIF5B. These proteins remained associated with RNA following stress (Figures 3A and S2B), suggesting that their binding to the 40S subunit was unaltered. Next, we considered the eIF3 complex, subunits of which predominately bind either the mRNA or 40S ribosomes. The eIF3g and eIF3a subunits predominately contact the mRNA during translation (Valásek et al., 2017) and showed decreased RNA association. Conversely, eIF3b and eIF3i, which only interact with the 40S ribosome, were unchanged. Clu1 was also unchanged in RNA binding, but its place in the complex, if any, is unclear (Vornlocher et al., 1999). Only eIF3j showed increased RNA association following both stresses. However, eIF3j is not a constitutive subunit of the yeast eIF3 complex and may primarily function in translation termination (Beznosková et al., 2013; Young and Guydosh, 2019).

These findings suggested that the 43S preinitiation complex assembles normally during stress. However, a downstream block in translation initiation may impair its recruitment to mRNA. We therefore assessed mRNA-specific initiation factors that recruit the 43S complex. The cap binding protein eIF4E was largely unaffected by either stress (Figure S2B), whereas RNA binding by eIF4G was unaltered by glucose withdrawal but modestly reduced with heat shock. More dramatic effects on RNA binding were seen for the scanning fac-

was significantly less pronounced for glucose withdrawal (see below).

When bound to mRNA, eIF4A, eIF4B, and Ded1 recruit the 43S preinitiation complex, and Ded1 additionally assists in scanning and start codon recognition (Andreou et al., 2017; Guenther et al., 2018; Sen et al., 2015; Walker et al., 2013). Loss of RNA binding by these factors is therefore expected to strongly impair translation initiation. We conclude that a specific block in PIC recruitment and/or mRNA scanning underlies the translation repression seen following either glucose withdrawal or heat shock.

### Differential RNA Binding by eIF4A, eIF4B, and Ded1 upon Stress

To further investigate the role of eIF4A, eIF4B, and Ded1 in translation shutoff, we mapped the RNA binding sites for each protein using CRAC. Strains were constructed in which eIF4A and Ded1 were expressed as N-terminal, FH-tagged (FLAG-Ala<sub>4</sub>-His<sub>8</sub>) fusion proteins and eIF4B was expressed with a C-terminal HF tag (His<sub>8</sub>-Ala<sub>4</sub>-FLAG), under control of the endogenous promoters. The fusion proteins each supported wild-type growth, indicating that they are functional. Actively growing cells expressing the fusion proteins were UV-irradiated at 254 nm for ~4–6 s in a VariX crosslinker to covalently fix protein:RNA contacts. After stringent, tandem-affinity purification, partial RNase digestion, and radiolabeling, protein:RNA complexes were isolated using SDS-PAGE (Figure S3A). Subsequently, crosslinked RNA fragments were amplified using RT-PCR and analyzed by high-throughput sequencing. For each protein, we

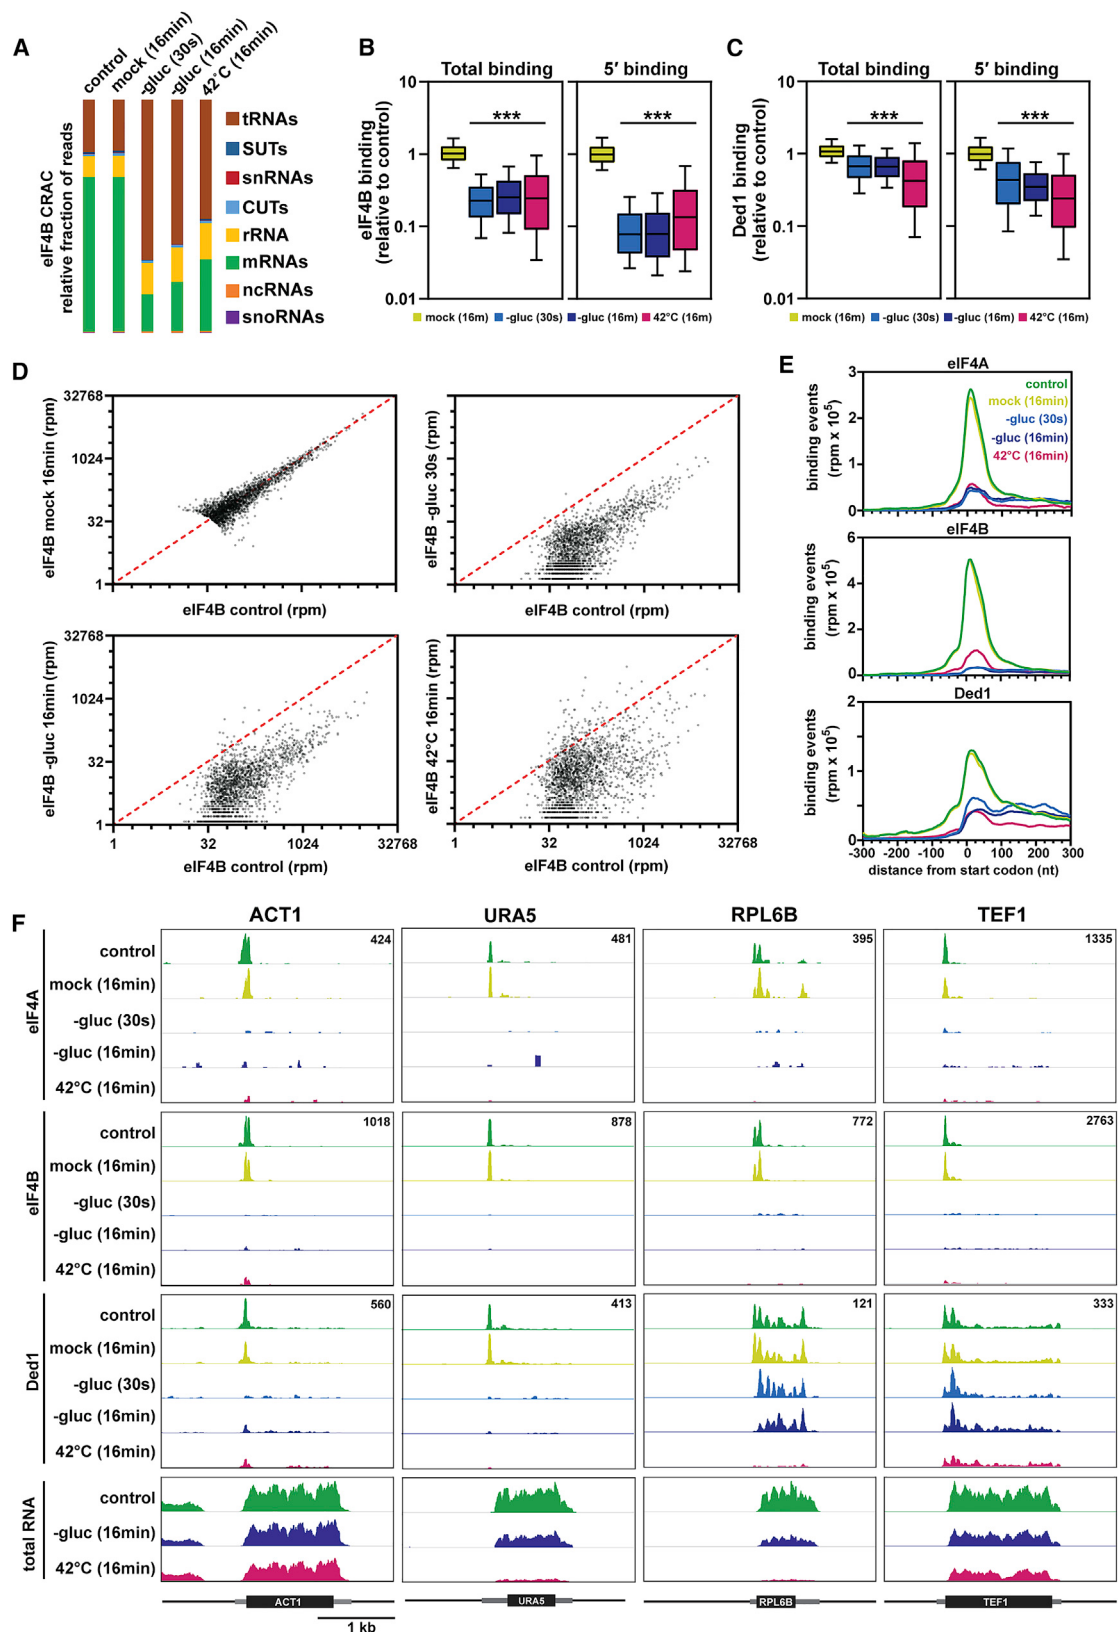

(legend on next page)

collected datasets from unstressed cells (“control”), mock-shifted cells without stress (16 min), and following glucose withdrawal (30 s and 16 min) or heat shock (16 min; [Figure S3B](#); [Tables S4](#), [S5](#), and [S6](#)). Metaplots of individual replicates showed good reproducibility ([Figure S3D](#)), and for subsequent analyses, replicate datasets were merged to provide improved coverage along individual transcripts.

We first examined interactions between each translation factor and ribosomal RNA in control cells ([Figures S4A and S4B](#)). eIF4A showed weak binding throughout 18S, together with two sharp peaks in 25S. However, both crosslinking sites were buried within the ribosome so likely represent sequencing artifacts. Clear results were seen with eIF4B, for which we observed a single major crosslinking site, situated close to the mRNA exit channel (nucleotide 1,060). Ded1 also crosslinked mainly to 18S rRNA, with prominent peaks near the mRNA entry (nucleotide 492) and exit (nucleotide 1,053) channel and additional binding at position 719. Crosslinking at all three sites is consistent with previously reported interactions between Ded1 and 18S rRNA ([Guenther et al., 2018](#)).

A breakdown of crosslinked RNAs by biotype revealed substantial differences pre- and post-stress. In unstressed cells, eIF4B primarily targeted mRNAs, but this enrichment was abruptly lost following exposure to either stress ([Figure 4A](#)). By contrast, cells subjected to a mock shift were indistinguishable from the control, indicating that the experimental protocol per se did not significantly perturb the cells. Similar but less dramatic trends were seen for Ded1 and eIF4A ([Figure S3C](#)). Analysis of binding sites on individual mRNAs provided a high-resolution snapshot of translation dynamics. [Figures 4B–4D](#) analyze 2,000 transcripts showing the strongest binding to eIF4B in unstressed conditions. The vast majority of transcripts showed decreased binding by eIF4B, Ded1, and eIF4A upon exposure to stress. Remarkably, binding was greatly decreased within the first 30 s of glucose withdrawal, consistent with prior reports that translation initiation is repressed within the first minute ([Ashe et al., 2000](#)). Binding was reduced across mRNAs, but the reduction was substantially more pronounced when considering only 5′ binding, defined as reads mapping to either the 5′ UTR or the first 150 nt of the open reading frame ([Figures 4B–4D](#)). This specific loss of 5′ binding was also seen in a metagene analysis of the top 2,000 bound mRNAs ([Figures 4E and S3D](#)). Heatmaps of the distribution of eIF4B along each of the 2,000 mRNAs confirmed that loss of 5′ binding is a general feature ([Figure S3E](#); [Table S7](#)).

Having examined the “average” binding profile by metaplot, we next investigated how binding varied between individual mRNAs ([Figures 4F and S5A](#)). On most mRNAs, eIF4A and eIF4B targeted a single site close to the start codon (shown for *TEF1* and *URA5*). For a minority of transcripts, we observed two distinct peaks, usually on either side of the start codon (shown for *ACT1* and *RPL6B*). Overall, the two translation factors displayed a strikingly similar binding profile, consistent with eIF4B’s role as a cofactor for eIF4A ([Andreou et al., 2017](#)). In agreement with the metagene analysis, most individual transcripts showed sharply reduced binding to both eIF4A and eIF4B following stress.

Ded1 displayed a more complicated binding pattern. For most transcripts, including *ACT1* and *URA5* ([Figure 4F](#)), Ded1 showed a similar distribution to eIF4A and eIF4B, binding at a single site near the 5′ end in unstressed cells and largely dissociating during stress. However, a substantial fraction of transcripts showed pervasive binding throughout the length of the mRNA. To quantify this difference, we generated heatmaps in which individual transcripts were sorted by their ratio of 5′ versus pervasive binding. For Ded1, 66% of transcripts showed at least as much binding at downstream sites as at the 5′ end ([Figures S5B and S5D](#)). By contrast, only 5% of transcripts showed a comparable ratio for eIF4B ([Figures S5C and S5D](#)). The *RPL6B* mRNA illustrates these points well ([Figure 4F](#)). In unstressed cells, Ded1 was bound throughout the transcript, with modest enrichment at the 5′ end. Intriguingly, 5′ binding was selectively lost in response to glucose withdrawal, although downstream binding was maintained. By contrast, heat shock resulted in a general loss of Ded1 binding across the length of the mRNA. Similar results were seen for other transcripts, including *TEF1* ([Figure 4F](#)) and *RPL34B* ([Figure S5A](#)), albeit to varying degrees. At the metagene level, we observed a specific reduction in 5′ binding, although downstream binding was relatively unaltered following glucose withdrawal but decreased following heat shock ([Figure 4E](#)). Importantly, these observations are consistent with the TRAPP data, which showed that glucose withdrawal had a relatively modest effect on binding of Ded1 to RNA in comparison to heat shock ([Figure 3B](#)).

For most mRNA species, targeting by Ded1 was approximately proportional to transcript abundance, but there were a number of outliers ([Figure S5E](#)). The most prominent was the *DED1* mRNA itself, which was highly bound by Ded1. Intriguingly, most binding was concentrated within the 3′ UTR ([Figure S5A](#)), a pattern counter to most other mRNAs and suggestive of some form of auto-regulatory control.

#### Figure 4. Genome-wide Analysis of the RNA Binding Profiles of eIF4A, eIF4B, and Ded1

- (A) Breakdown of eIF4B-bound RNAs by biotype in CRAC analyses.  
 (B) Boxplot showing the changes in eIF4B binding to individual mRNAs following either mock shift or stress in CRAC analyses. Each box represents the median with 25<sup>th</sup> and 75<sup>th</sup> percentiles. The whiskers show the 10<sup>th</sup> and 90<sup>th</sup> percentiles. \*\*\*p < 10<sup>−15</sup> relative to mock, using the unpaired t test to compare means. For (B)–(E), all analyses are based on a set of 2,000 transcripts that show the strongest binding to eIF4B in unstressed conditions.  
 (C) Same as (B) but for Ded1.  
 (D) Scatterplots comparing the changes in RNA binding between control and either mock shift (16 min), glucose starvation (30 s), glucose starvation (16 min), or heat shock (16 min).  
 (E) Metaplots showing the distribution of eIF4A, eIF4B, and Ded1 binding around the mRNA start codon in CRAC analyses.  
 (F) Binding of eIF4A, eIF4B, and Ded1 across the *ACT1*, *URA5*, *RPL6B*, and *TEF1* mRNAs. Each set of tracks is normalized to total library size using reads per million, with the exact value indicated in the upper right corner of each box. RNA-seq traces are shown at the bottom as a control. Each track is normalized to a spike-in control and thus represents the absolute abundance of each mRNA compared to the control. Each box represents a 3-kb window; a scale bar is shown at the bottom. The open reading frames (ORFs) are indicated as black boxes, with UTRs as flanking gray boxes of intermediate thickness.  
 See also [Figures S3–S5](#).

### Heat Shock Triggers General mRNA Decay

Our results indicate that specific translation initiation factors dissociate from mRNAs in response to stress. To control for changes in mRNA levels, we harvested RNA before and 16 min after each stress and performed RNA sequencing (RNA-seq), with RNA from *Schizosaccharomyces pombe* included as a spike-in control for quantitation. Replicates collected for each condition showed excellent reproducibility (Figure S6A; Table S8). Glucose withdrawal reduced overall mRNA abundance by 15%–20%, although heat shock reduced mRNA levels by 20%–25% (Figure 5A). The reduction in total mRNA was much less than the reduction in RNA binding by eIF4A, eIF4B, and Ded1 (Figure 3B), showing that the decreased initiation factor binding was not due to reduced mRNA abundance. This conclusion was further supported by analysis of individual mRNAs (Figure S6B).

Most mRNAs were only mildly affected by glucose depletion but were substantially decreased in response to heat shock (Figures 5B and 5C). GO analysis of the 500 most-depleted mRNAs revealed strong enrichment for translation-associated transcripts, primarily components of the ribosome biogenesis and cytoplasmic translation machinery (Figure 5D). This enrichment was seen for both stresses but was more significant following heat shock. We confirmed these results with quantitation of mRNAs that either encode ribosomal proteins or fall into the ribosome biogenesis (RiBi) regulon (Figure 5E), a group of over 200 coordinately regulated factors (Jorgensen et al., 2004; Klinge and Woolford, 2019; Wade et al., 2006). Both groups of mRNAs were, on average, reduced ~2.5-fold by glucose depletion and ~16-fold following heat shock (Figure 5E).

The stability of a given mRNA species is often determined by competition between translation and degradation (Chan et al., 2018; Huch and Nissan, 2014; Schwartz and Parker, 1999). We therefore tested whether the decrease in abundance of specific transcripts could reflect mRNA decay induced by the translation shutdown. To determine the role of translation, heat shock was combined with cycloheximide treatment, which freezes ribosomes in place by inhibiting translation elongation. Notably, treatment with cycloheximide largely prevented the drop in mRNA levels following heat shock (Figures 5A, 5C, and 6A). We conclude that ribosome-bound mRNAs are protected from rapid mRNA decay induced during heat shock. In the absence of cycloheximide, mRNA degradation may be triggered by the shutdown in translation initiation combined with the ensuing ribosome runoff, resulting in “naked” mRNAs susceptible to degradation factors.

This hypothesis predicts that translation initiation factors dissociate from mRNAs prior to degradation of the transcript. To test this idea, we examined eIF4B binding by CRAC following heat shock, either with or without cotreatment with cycloheximide (shown for individual mRNAs in Figure 5F and as metagene plot in Figure 5G). If translation factors dissociate prior to mRNA decay, then eIF4B should lose 5' RNA binding during heat shock, even if mRNA levels are stabilized by cycloheximide. Indeed, eIF4B binding to specific mRNAs was sharply reduced following heat shock, even when the cells were cotreated with cycloheximide to maintain mRNA levels. Similar results were observed genome-wide (Figure 5G). We conclude that translation initiation shutoff occurs upstream of mRNA decay.

### Heat Shock Induces Preferential mRNA 5' Degradation

Finally, we investigated the factors required for heat-shock-induced mRNA decay. In the cytoplasm, mRNAs can be 5' degraded by the 5' → 3' exonuclease Xrn1 and/or 3' degraded by the 3' → 5' exonuclease activity of the exosome, which also requires the Ski2 helicase as a cofactor. Strains lacking either Xrn1 or Ski2 are viable, whereas loss of both activities induces synthetic lethality (Brown et al., 2000), reflecting redundancy in the degradation pathways. We separately deleted the genes encoding Xrn1 and Ski2 and tested whether the effects of heat shock were rescued in the mutant strains by RNA-seq, including *S. pombe* RNA as a spike-in control. Figure 6A shows the comparison of heat shock alone, with heat shock in combination with cycloheximide, loss of Ski2, or loss of Xrn1 for the top 5,000 mRNAs.

Cycloheximide treatment caused the expected increase in mRNA levels (Figure 6A). The absence of Xrn1 also increased the abundance of many mRNAs following heat shock, whereas loss of Ski2 had minimal effects. Analysis of the classes of mRNAs most affected by heat shock, RPs and RiBi factors, supported these conclusions (Figure 6B). Loss of Ski2 conferred only mild protection on RP mRNAs with little effect on RiBi mRNAs. Loss of Xrn1 stabilized RP mRNAs ~2-fold, with stronger overall stabilization for RiBi mRNAs (Figure 6B). Heterogeneity between RiBi mRNAs, with some species showing reduced abundance, probably reflects the role of Xrn1 in normal pre-rRNA processing.

### DISCUSSION

RNA-binding proteins (RBPs) are critically important in the cellular response to environmental stress. The TRAPP technique allows RBP dynamics to be followed quantitatively on short time-scales and is thus well suited for monitoring global changes in the protein-RNA interactome during stress. Here, we used TRAPP to follow RBP dynamics in *S. cerevisiae* during glucose starvation and heat shock. We observed rapid and specific changes in RNA binding for dozens of proteins, with translation-associated factors among the most significantly altered. Taken together, our results shed light on the mechanism of translational repression in yeast.

Consistent with a general shutdown of translation in response to stress, ribosomal proteins surrounding the mRNA channel showed decreased RNA association (Figure 2). Similar findings have recently been reported for human cells exposed to arsenite stress (Trendel et al., 2019). Consistent with our observations, the human channel proteins hRPS3 and hRPS28 showed especially strong loss of RNA binding (Trendel et al., 2019). Arsenite triggered extensive ribosomal degradation, perhaps to further enforce the translation shutdown or as a means to remove damaged ribosomes. However, we found no evidence of ribosome degradation in response to stress in yeast. Indeed, the abundance of most proteins was completely unaffected by either stress (Figure S1), suggesting changes in RBP levels are not a significant driver of rapid translation shutoff in yeast.

Throughout eukaryotes, phosphorylation of the translation initiation factor eIF2 $\alpha$  leads to translation shutdown in response to various stresses. However, both glucose starvation and heat

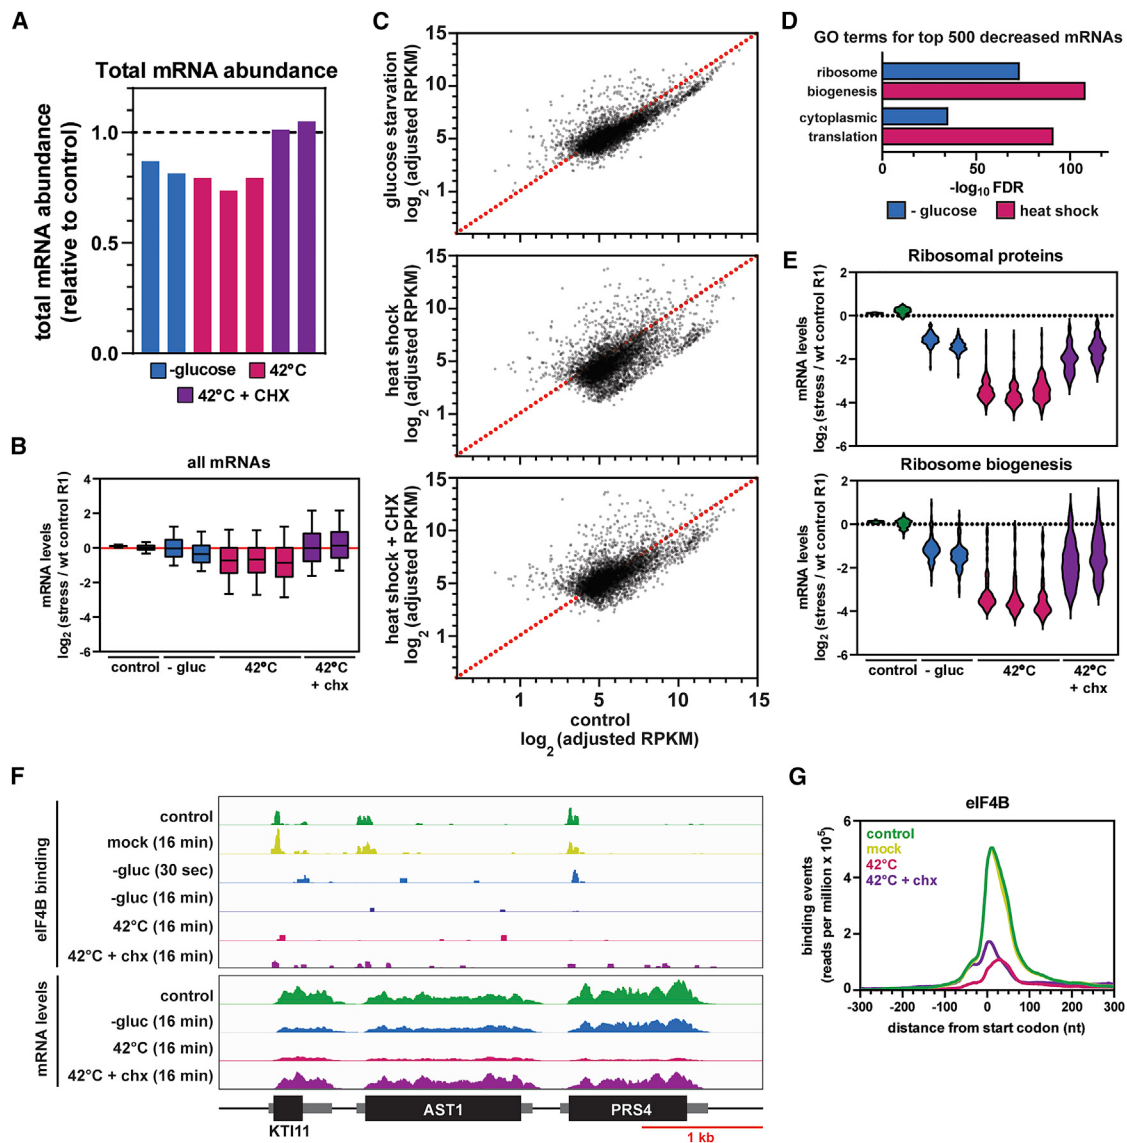

**Figure 5. Global Analysis of mRNA Levels in Response to Stress**

(A) Bar graph showing the change in total mRNA abundance relative to an *S. pombe* spike-in control following glucose withdrawal (blue), heat shock (red), or heat shock plus cycloheximide (purple) for 16 min.

(B) As in (A) but with boxplots showing changes in the abundance for 5,000 individual mRNAs. All samples were normalized to a single control sample (not shown). Points below the dotted red line indicate mRNAs with reduced abundance following stress. Each plot includes the 5,000 most-abundant mRNAs. RPKM (reads per kilobase per million) values were adjusted to account for the spike-in control.

(D) GO (gene ontology) term enrichment among the 500 most-decreased mRNAs for each stress.

(E) Violin plots showing the changes in mRNA levels for ribosomal protein (RP) mRNAs (upper) or ribosome biogenesis (RiBi) mRNAs (lower).

(F) CRAC analysis showing binding of eIF4B across a selected genomic region (upper). RNA-seq tracks are normalized to a spike-in control and thus represent the absolute abundance of each mRNA compared to the control (lower). A scale bar is shown at the bottom. The ORFs are indicated as black boxes, with UTRs as flanking gray boxes of intermediate thickness.

(G) Metaplots showing the distribution of eIF4B binding around the mRNA start codon.

See also Figures S5 and S6B.

shock trigger translational repression via different but largely undefined pathways (Ashe et al., 2000; Grousl et al., 2009). To characterize these pathways, we examined translation initiation factors for RNA binding dynamics. Initiation factors that specifically

associate with the 40S subunit showed little change in RNA binding during either stress. In contrast, both stresses provoked a rapid loss of mRNA binding by factors involved in 43S complex recruitment and scanning (the RNA helicases Ded1 and eIF4A,

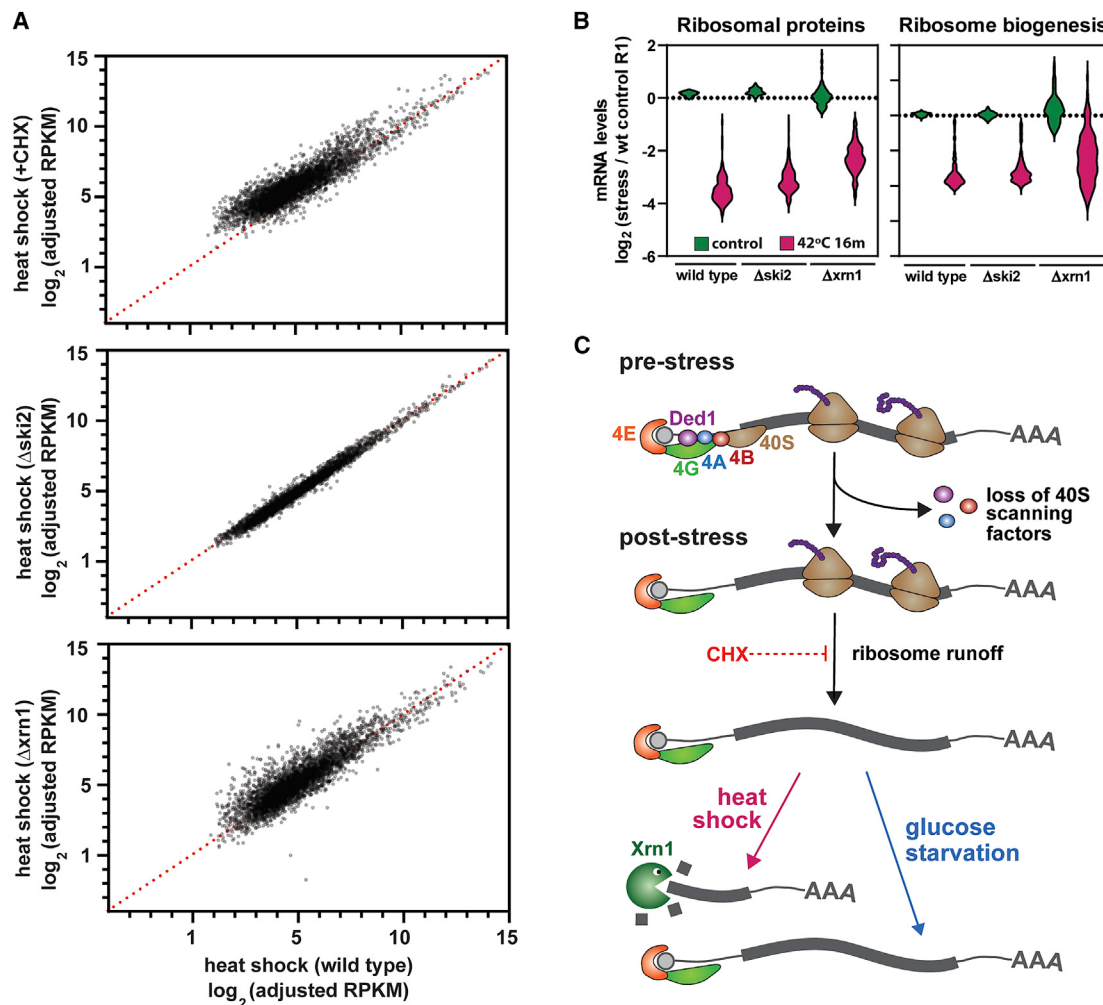

**Figure 6. Cycloheximide Treatment or  $xrn1\Delta$  Inhibits mRNA Decay during Heat Shock**

(A) Scatterplots comparing mRNA levels following heat shock for 16 min (x axis) relative to heat shock plus cycloheximide (upper); heat shock in a strain lacking Ski2 (middle); heat shock in a strain lacking Xrn1 (lower). Each plot includes the 5,000 most-abundant mRNAs.

(B) Violin plots showing changes in mRNA levels among transcripts encoding ribosomal protein or ribosome biogenesis factors.

(C) Model of the translational response to glucose starvation and heat shock. Upon exposure to either stress, the 40S scanning factors eIF4A, eIF4B, and Ded1 dissociate from the 5' end of mRNAs, halting translation initiation. Already-initiated ribosomes continue translating before eventually terminating, potentially leaving "naked" mRNAs unprotected by the translational machinery. In the case of heat shock, Xrn1 is involved in degradation of a subset of these transcripts. With glucose starvation, by contrast, most mRNAs remain relatively stable.

as well as the eIF4A cofactor eIF4B). We propose that this prevents recruitment and/or scanning of the 43S PIC, blocking translation initiation (Figure 6C). RPs that interact with the mRNA during elongation (e.g., Rps2, 3, and 5) showed a slower reduction in RNA binding during glucose starvation (Figure 2), supporting the idea that already-initiated ribosomes can continue elongation (Ashe et al., 2000).

To understand the translation shutdown in more detail, we mapped the RNA binding sites for eIF4A, eIF4B, and Ded1 using CRAC. In unstressed cells, eIF4A and B primarily targeted the 5' ends of mRNAs, consistent with their role in initiation. Recent work proposed Ded1 as a stress sensor, due to its ability to reversibly condense into phase-separated granules (Hondele et al., 2019; Iserman et al., 2020; Wallace et al., 2015). Granule

formation was stimulated by heat shock or a drop in intracellular pH, suggesting a possible mechanism for translation inhibition (Iserman et al., 2020). Our CRAC data on Ded1 are consistent with this model, showing a general loss of interactions with mRNA translation initiation regions but retention of binding further 3' along the transcript (Figures 4 and S5). The specific RNA targets for Ded1-mediated assembly into stress-induced granules remain unknown (Hilliker et al., 2011; Iserman et al., 2020), but transcripts with pervasive Ded1 binding are strong candidates.

Loss of eIF4A or eIF4B in yeast confers greater inhibition of general translation than inactivation of Ded1 (Sen et al., 2016). Like Ded1, eIF4B condenses into phase-separated granules during heat shock (Wallace et al., 2015), suggesting that both

proteins function as independent stress sensors. In principal, the loss of eIF4B binding to mRNAs during stress could reflect the loss of either of the functionally interacting initiation factors, eIF4A or Ded1. However, the CRAC data are more consistent with eIF4A playing the major role in eIF4B recruitment.

Because heat shock and glucose withdrawal can each drive relocation of translation factors and mRNAs into phase-separated cytoplasmic granules, similar effects on RNA stability might have been anticipated. However, this was not the case. Following glucose withdrawal, mRNA levels were relatively stable, whereas heat shock induced a substantial decrease in abundance for many mRNAs. This could reflect transcriptional repression or reduced RNA stability (Arribere et al., 2011), but effects of transcription are expected to be minimal over short periods. Depletion was particularly strong for mRNAs encoding nucleolar ribosome synthesis factors or cytoplasmic ribosomal proteins. These mRNAs were reduced 10-fold or more in 16 min, demonstrating activated RNA degradation (Figure 5). The same mRNAs are transcriptionally repressed as part of the integrated stress response (Gasch et al., 2000), which presumably maintains prolonged repression of ribosome synthesis. Remarkably, most mRNAs were stabilized by cotreatment with the translation elongation inhibitor cycloheximide, indicating that ribosome-bound mRNAs are protected from degradation.

Taken together, our findings lead us to the model in Figure 6C: under normal circumstances (i.e., in the absence of cycloheximide), heat shock triggers a halt in cap-dependent translation initiation, followed by runoff of already-initiated ribosomes. Without the protection of polysomes, the resulting transcripts are subject to degradation by the exonuclease Xrn1 and perhaps additional pathways. Under non-stress conditions, cycloheximide traps mRNAs in polysomes, blocking relocation to P-bodies (Sheth and Parker, 2003; Teixeira et al., 2005), and stabilizes mRNAs through inhibition of decapping (Hilgers et al., 2006). We predict that this is also the case following heat shock.

This model is consistent with prior observations suggesting a competition between translation and mRNA decay. Mutations in translation initiation factors lead to increased deadenylation and decapping (Schwartz and Parker, 1999). Moreover, chemical inhibition of translation initiation results in rapid mRNA decay (Chan et al., 2018). We suggest that a similar phenomenon occurs in response to heat shock, with some transcripts subject to increased degradation in the absence of active translation. A major open question is how translation-related mRNAs are preferentially targeted during heat shock and why they remain relatively stable during the shift from glucose to an alternative carbon source (Figure 5). The translation shutoff in response to glucose withdrawal is, if anything, more severe than that seen with heat shock (Figure S2A). Cytoplasmic mRNA deadenylation is downregulated following glucose withdrawal, making it likely that glucose signaling pathways block degradation in addition to immediately blocking initiation. Identifying the key signaling factors and their downstream targets is now a priority.

### Limitations of Study

Current methods for characterizing the RNA-bound proteome, including TRAPP, do not distinguish RNA classes. So, for

most proteins, it is unclear whether a reduced TRAPP signal represents a loss of binding to only a subset of targets, in the absence of follow-up CRAC analyses. A technique that allows the simultaneous identification of proteins and RNAs is a long-term goal for the field. In the CRAC analyses, the data are normalized based on reads per million. In consequence, only changes in relative, but not absolute, binding can be determined.

The mechanisms that drive translation factor release from mRNA 5' regions during stress remain unclear (Figure 4). For glucose starvation, this occurred remarkably quickly. Binding was completely ablated within 30 s, the earliest time point we could test. An unresolved question is how information on the depletion of glucose from the medium is gathered and transmitted to drive such rapid changes in protein binding. The proteins involved are extremely abundant; eIF4A (Tif1 plus Tif2) is present at ~150,000 copies per yeast cell, comparable to the ribosome, with eIF4B (Tif3) and Ded1 at ~25,000 copies (Ho et al., 2018). Presumably, extensive signal amplification is required to effectively regulate such abundant target proteins. Various signaling proteins and mRNA decay factors have been implicated in translation shutoff (Ashe et al., 2000; Collier and Parker, 2005; Holmes et al., 2004; Vaidyanathan et al., 2014), but their connections with the translation initiation machinery remain unknown.

### STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- RESOURCE AVAILABILITY
  - Materials Availability
  - Data and Code Availability
- EXPERIMENTAL MODEL AND SUBJECT DETAILS
- METHOD DETAILS
  - Cell culture and medium
  - Plasmid construction
  - Strain construction
  - TRAPP
  - Mass Spectrometry
  - Total proteomics
  - RNAseq
  - Polysome profiling
  - CRAC
- QUANTIFICATION AND STATISTICAL ANALYSIS
  - Mass spectrometry analysis
  - PCA
  - Ribosome structure
  - CRAC analysis
  - RNAseq data analysis

### SUPPLEMENTAL INFORMATION

Supplemental Information can be found online at <https://doi.org/10.1016/j.molcel.2020.09.021>.

## ACKNOWLEDGMENTS

We thank Richard Clark, Audrey Coutts, and Angie Fawkes from the Wellcome Trust Clinical Research Facility at Western General Hospital (Edinburgh) for sequencing services. This work was supported by Wellcome through a Principal Research Fellowship to D.T. (077248), a Senior Research Fellowship to J.R. (103139), and an instrument grant (108504). T.T. was supported by the Polish Ministry of Science and Higher Education Mobility Plus program (1069/MOB/2013/0). Work in the Wellcome Centre for Cell Biology is supported by a Centre Core grant (203149).

## AUTHOR CONTRIBUTIONS

S.B. and D.T. conceived the project, analyzed the data, and wrote the manuscript. S.B., C.S., and V.S. performed experiments. T.T. performed principal-component analysis. All authors edited and reviewed the manuscript.

## DECLARATION OF INTERESTS

The authors declare no competing interests.

Received: June 3, 2020

Revised: August 14, 2020

Accepted: September 21, 2020

Published: October 13, 2020

## REFERENCES

- Andreou, A.Z., Harms, U., and Klostermeier, D. (2017). eIF4B stimulates eIF4A ATPase and unwinding activities by direct interaction through its 7-repeats region. *RNA Biol.* **14**, 113–123.
- Arribere, J.A., Doudna, J.A., and Gilbert, W.V. (2011). Reconsidering movement of eukaryotic mRNAs between polysomes and P bodies. *Mol. Cell* **44**, 745–758.
- Ashe, M.P., De Long, S.K., and Sachs, A.B. (2000). Glucose depletion rapidly inhibits translation initiation in yeast. *Mol. Biol. Cell* **11**, 833–848.
- Bao, X., Guo, X., Yin, M., Tariq, M., Lai, Y., Kanwal, S., Zhou, J., Li, N., Lv, Y., Pulido-Quetglas, C., et al. (2018). Capturing the interactome of newly transcribed RNA. *Nat. Methods* **15**, 213–220.
- Beznosková, P., Cuchalová, L., Wagner, S., Shoemaker, C.J., Gunišová, S., von der Haar, T., and Valášek, L.S. (2013). Translation initiation factors eIF3 and HCR1 control translation termination and stop codon read-through in yeast cells. *PLoS Genet.* **9**, e1003962.
- Brown, J.T., Bai, X., and Johnson, A.W. (2000). The yeast antiviral proteins Ski2p, Ski3p, and Ski8p exist as a complex in vivo. *RNA* **6**, 449–457.
- Castelli, L.M., Lui, J., Campbell, S.G., Rowe, W., Zeef, L.A., Holmes, L.E., Hoyle, N.P., Bone, J., Selley, J.N., Sims, P.F., and Ashe, M.P. (2011). Glucose depletion inhibits translation initiation via eIF4A loss and subsequent 48S preinitiation complex accumulation, while the pentose phosphate pathway is coordinately up-regulated. *Mol. Biol. Cell* **22**, 3379–3393.
- Castello, A., Fischer, B., Eichelbaum, K., Horos, R., Beckmann, B.M., Strein, C., Davey, N.E., Humphreys, D.T., Preiss, T., Steinmetz, L.M., et al. (2012). Insights into RNA biology from an atlas of mammalian mRNA-binding proteins. *Cell* **149**, 1393–1406.
- Castilho, B.A., Shanmugam, R., Silva, R.C., Ramesh, R., Himme, B.M., and Sattlegger, E. (2014). Keeping the eIF2  $\alpha$  kinase Gcn2 in check. *Biochim. Biophys. Acta* **1843**, 1948–1968.
- Chan, L.Y., Mugler, C.F., Heinrich, S., Vallotton, P., and Weis, K. (2018). Non-invasive measurement of mRNA decay reveals translation initiation as the major determinant of mRNA stability. *eLife* **7**, e32536.
- Coller, J., and Parker, R. (2005). General translational repression by activators of mRNA decapping. *Cell* **122**, 875–886.
- Cox, J., and Mann, M. (2008). MaxQuant enables high peptide identification rates, individualized p.p.b.-range mass accuracies and proteome-wide protein quantification. *Nat. Biotechnol.* **26**, 1367–1372.
- Cox, J., Neuhauser, N., Michalski, A., Scheltema, R.A., Olsen, J.V., and Mann, M. (2011). Andromeda: a peptide search engine integrated into the MaxQuant environment. *J. Proteome Res.* **10**, 1794–1805.
- Crawford, R.A., and Pavitt, G.D. (2019). Translational regulation in response to stress in *Saccharomyces cerevisiae*. *Yeast* **36**, 5–21.
- Dechant, R., Saad, S., Ibáñez, A.J., and Peter, M. (2014). Cytosolic pH regulates cell growth through distinct GTPases, Arf1 and Gtr1, to promote Ras/PKA and TORC1 activity. *Mol. Cell* **55**, 409–421.
- Dever, T.E., Feng, L., Wek, R.C., Cigan, A.M., Donahue, T.F., and Hinnebusch, A.G. (1992). Phosphorylation of initiation factor 2  $\alpha$  by protein kinase GCN2 mediates gene-specific translational control of GCN4 in yeast. *Cell* **68**, 585–596.
- Dever, T.E., Kinzy, T.G., and Pavitt, G.D. (2016). Mechanism and regulation of protein synthesis in *Saccharomyces cerevisiae*. *Genetics* **203**, 65–107.
- Dey, M., Trieselmann, B., Locke, E.G., Lu, J., Cao, C., Dar, A.C., Krishnamoorthy, T., Dong, J., Sicheri, F., and Dever, T.E. (2005). PKR and GCN2 kinases and guanine nucleotide exchange factor eukaryotic translation initiation factor 2B (eIF2B) recognize overlapping surfaces on eIF2 $\alpha$ . *Mol. Cell. Biol.* **25**, 3063–3075.
- Dotz, M., Roehr, J.T., Ahmed, R., and Dieterich, C. (2012). FLEXBAR-flexible barcode and adapter processing for next-generation sequencing platforms. *Biology (Basel)* **1**, 895–905.
- Dreyfuss, G., Choi, Y.D., and Adam, S.A. (1984). Characterization of heterogeneous nuclear RNA-protein complexes in vivo with monoclonal antibodies. *Mol. Cell. Biol.* **4**, 1104–1114.
- Dreyfuss, G., Matunis, M.J., Piñol-Roma, S., and Burd, C.G. (1993). hnRNP proteins and the biogenesis of mRNA. *Annu. Rev. Biochem.* **62**, 289–321.
- Eden, E., Navon, R., Steinfeld, I., Lipson, D., and Yakhini, Z. (2009). GOrilla: a tool for discovery and visualization of enriched GO terms in ranked gene lists. *BMC Bioinformatics* **10**, 48.
- Gao, Z., Putnam, A.A., Bowers, H.A., Guenther, U.P., Ye, X., Kindsfather, A., Hilliker, A.K., and Jankowsky, E. (2016). Coupling between the DEAD-box RNA helicases Ded1p and eIF4A. *eLife* **5**, e16408.
- García, R., Bravo, E., Díez-Muñoz, S., Nombela, C., Rodríguez-Peña, J.M., and Arroyo, J. (2017). A novel connection between the cell wall integrity and the PKA pathways regulates cell wall stress response in yeast. *Sci. Rep.* **7**, 5703.
- Gasch, A.P., Spellman, P.T., Kao, C.M., Carmel-Harel, O., Eisen, M.B., Storz, G., Botstein, D., and Brown, P.O. (2000). Genomic expression programs in the response of yeast cells to environmental changes. *Mol. Biol. Cell* **11**, 4241–4257.
- Granneman, S., Petfalski, E., and Tollervey, D. (2011). A cluster of ribosome synthesis factors regulate pre-rRNA folding and 5.8S rRNA maturation by the Rat1 exonuclease. *EMBO J.* **30**, 4006–4019.
- Grousl, T., Ivanov, P., Frýdlová, I., Vasicová, P., Janda, F., Vojtová, J., Malinská, K., Malcová, I., Nováková, L., Janosková, D., et al. (2009). Robust heat shock induces eIF2 $\alpha$ -phosphorylation-independent assembly of stress granules containing eIF3 and 40S ribosomal subunits in budding yeast, *Saccharomyces cerevisiae*. *J. Cell Sci.* **122**, 2078–2088.
- Guenther, U.P., Weinberg, D.E., Zubradt, M.M., Tedeschi, F.A., Stawicki, B.N., Zagore, L.L., Brar, G.A., Licatalosi, D.D., Bartel, D.P., Weissman, J.S., and Jankowsky, E. (2018). The helicase Ded1p controls use of near-cognate translation initiation codons in 5' UTRs. *Nature* **559**, 130–134.
- Harding, H.P., Novoa, I., Zhang, Y., Zeng, H., Wek, R., Schapira, M., and Ron, D. (2000). Regulated translation initiation controls stress-induced gene expression in mammalian cells. *Mol. Cell* **6**, 1099–1108.
- Hilgers, V., Teixeira, D., and Parker, R. (2006). Translation-independent inhibition of mRNA deadenylation during stress in *Saccharomyces cerevisiae*. *RNA* **12**, 1835–1845.
- Hilliker, A., Gao, Z., Jankowsky, E., and Parker, R. (2011). The DEAD-box protein Ded1 modulates translation by the formation and resolution of an eIF4F-mRNA complex. *Mol. Cell* **43**, 962–972.

- Hinnebusch, A.G. (2017). Structural insights into the mechanism of scanning and start codon recognition in eukaryotic translation initiation. *Trends Biochem. Sci.* 42, 589–611.
- Ho, B., Baryshnikova, A., and Brown, G.W. (2018). Unification of protein abundance datasets yields a quantitative *Saccharomyces cerevisiae* proteome. *Cell Syst.* 6, 192–205.e3.
- Hogan, D.J., Riordan, D.P., Gerber, A.P., Herschlag, D., and Brown, P.O. (2008). Diverse RNA-binding proteins interact with functionally related sets of RNAs, suggesting an extensive regulatory system. *PLoS Biol.* 6, e255.
- Holmes, L.E., Campbell, S.G., De Long, S.K., Sachs, A.B., and Ashe, M.P. (2004). Loss of translational control in yeast compromised for the major mRNA decay pathway. *Mol. Cell. Biol.* 24, 2998–3010.
- Hondele, M., Sachdev, R., Heinrich, S., Wang, J., Vallotton, P., Fontoura, B.M.A., and Weis, K. (2019). DEAD-box ATPases are global regulators of phase-separated organelles. *Nature* 573, 144–148.
- Huang, R., Han, M., Meng, L., and Chen, X. (2018). Transcriptome-wide discovery of coding and noncoding RNA-binding proteins. *Proc. Natl. Acad. Sci. USA* 115, E3879–E3887.
- Huch, S., and Nissan, T. (2014). Interrelations between translation and general mRNA degradation in yeast. *Wiley Interdiscip. Rev. RNA* 5, 747–763.
- Hussain, T., Ll  cer, J.L., Fern  ndez, I.S., Munoz, A., Martin-Marcos, P., Savva, C.G., Lorsch, J.R., Hinnebusch, A.G., and Ramakrishnan, V. (2014). Structural changes enable start codon recognition by the eukaryotic translation initiation complex. *Cell* 159, 597–607.
- Iserman, C., Desroches Altamirano, C., Jegers, C., Friedrich, U., Zarin, T., Fritsch, A.W., Mittasch, M., Domingues, A., Hersemann, L., Jahnel, M., et al. (2020). Condensation of Ded1p promotes a translational switch from house-keeping to stress protein production. *Cell* 181, 818–831.e19.
- Janapala, Y., Preiss, T., and Shirokikh, N.E. (2019). Control of translation at the initiation phase during glucose starvation in yeast. *Int. J. Mol. Sci.* 20, 4043.
- Jorgensen, P., Rupes, I., Sharom, J.R., Schnepfer, L., Broach, J.R., and Tyers, M. (2004). A dynamic transcriptional network communicates growth potential to ribosome synthesis and critical cell size. *Genes Dev.* 18, 2491–2505.
- Kargas, V., Castro-Hartmann, P., Escudero-Urquijo, N., Dent, K., Hilcenko, C., Sailer, C., Zisser, G., Marques-Carvalho, M.J., Pellegrino, S., Wawi  rka, L., et al. (2019). Mechanism of completion of peptidyltransferase centre assembly in eukaryotes. *eLife* 8, e44904.
- Klinge, S., and Woolford, J.L., Jr. (2019). Ribosome assembly coming into focus. *Nat. Rev. Mol. Cell Biol.* 20, 116–131.
- Kuhn, K.M., DeRisi, J.L., Brown, P.O., and Sarnow, P. (2001). Global and specific translational regulation in the genomic response of *Saccharomyces cerevisiae* to a rapid transfer from a fermentable to a nonfermentable carbon source. *Mol. Cell. Biol.* 21, 916–927.
- Laughery, M.F., Hunter, T., Brown, A., Hoopes, J., Ostbye, T., Shumaker, T., and Wyrick, J.J. (2015). New vectors for simple and streamlined CRISPR-Cas9 genome editing in *Saccharomyces cerevisiae*. *Yeast* 32, 711–720.
- Ll  cer, J.L., Hussain, T., Saini, A.K., Nanda, J.S., Kaur, S., Gordiyenko, Y., Kumar, R., Hinnebusch, A.G., Lorsch, J.R., and Ramakrishnan, V. (2018). Translational initiation factor eIF5 replaces eIF1 on the 40S ribosomal subunit to promote start-codon recognition. *eLife* 7, e39273.
- McKellar, S.W., Ivanova, I., van N  s, R.W., Cordiner, R.A., Worboys, W., Langford, A., Jensen, T.H., and Granneman, S. (2020). Monitoring protein-RNA interaction dynamics in vivo at high temporal resolution using  $\chi$ CRAC. *J. Vis. Exp.* e61027.
- Mitchell, S.F., Walker, S.E., Algire, M.A., Park, E.H., Hinnebusch, A.G., and Lorsch, J.R. (2010). The 5'-7-methylguanosine cap on eukaryotic mRNAs serves both to stimulate canonical translation initiation and to block an alternative pathway. *Mol. Cell* 39, 950–962.
- Munder, M.C., Midtvedt, D., Franzmann, T., N  ske, E., Otto, O., Herbig, M., Ulbricht, E., M  ller, P., Taubenberger, A., Maharana, S., et al. (2016). A pH-driven transition of the cytoplasm from a fluid- to a solid-like state promotes entry into dormancy. *eLife* 5, e09347.
- Olsen, J.V., Macek, B., Lange, O., Makarov, A., Horning, S., and Mann, M. (2007). Higher-energy C-trap dissociation for peptide modification analysis. *Nat. Methods* 4, 709–712.
- Park, E.H., Walker, S.E., Lee, J.M., Rothenburg, S., Lorsch, J.R., and Hinnebusch, A.G. (2011). Multiple elements in the eIF4G1 N-terminus promote assembly of eIF4G1-PABP mRNPs in vivo. *EMBO J.* 30, 302–316.
- Perez-Perri, J.I., Rogell, B., Schwarzl, T., Stein, F., Zhou, Y., Rettel, M., Brosig, A., and Hentze, M.W. (2018). Discovery of RNA-binding proteins and characterization of their dynamic responses by enhanced RNA interactome capture. *Nat. Commun.* 9, 4408.
- Perez-Riverol, Y., Csordas, A., Bai, J., Bernal-Ll  n  s, M., Hewapathirana, S., Kundu, D.J., Inuganti, A., Griss, J., Mayer, G., Eisenacher, M., et al. (2019). The PRIDE database and related tools and resources in 2019: improving support for quantification data. *Nucleic Acids Res.* 47 (D1), D442–D450.
- Queiroz, R.M.L., Smith, T., Villanueva, E., Marti-Solano, M., Monti, M., Pizzinga, M., Mirea, D.M., Ramakrishna, M., Harvey, R.F., Dezi, V., et al. (2019). Comprehensive identification of RNA-protein interactions in any organism using orthogonal organic phase separation (OOPS). *Nat. Biotechnol.* 37, 169–178.
- Quinlan, A.R., and Hall, I.M. (2010). BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics* 26, 841–842.
- Rappsilber, J., Mann, M., and Ishihama, Y. (2007). Protocol for micro-purification, enrichment, pre-fractionation and storage of peptides for proteomics using StageTips. *Nat. Protoc.* 2, 1896–1906.
- Riordan, D.P., Herschlag, D., and Brown, P.O. (2011). Identification of RNA recognition elements in the *Saccharomyces cerevisiae* transcriptome. *Nucleic Acids Res.* 39, 1501–1509.
- Robinson, J.T., Thorvaldsd  ttir, H., Winckler, W., Guttman, M., Lander, E.S., Getz, G., and Mesirov, J.P. (2011). Integrative genomics viewer. *Nat. Biotechnol.* 29, 24–26.
- Schwartz, D.C., and Parker, R. (1999). Mutations in translation initiation factors lead to increased rates of deadenylation and decapping of mRNAs in *Saccharomyces cerevisiae*. *Mol. Cell. Biol.* 19, 5247–5256.
- Sen, N.D., Zhou, F., Ingolia, N.T., and Hinnebusch, A.G. (2015). Genome-wide analysis of translational efficiency reveals distinct but overlapping functions of yeast DEAD-box RNA helicases Ded1 and eIF4A. *Genome Res.* 25, 1196–1205.
- Sen, N.D., Zhou, F., Harris, M.S., Ingolia, N.T., and Hinnebusch, A.G. (2016). eIF4B stimulates translation of long mRNAs with structured 5' UTRs and low closed-loop potential but weak dependence on eIF4G. *Proc. Natl. Acad. Sci. USA* 113, 10464–10472.
- Shchepachev, V., Bresson, S., Spanos, C., Petfalski, E., Fischer, L., Rappsilber, J., and Tollervey, D. (2019). Defining the RNA interactome by total RNA-associated protein purification. *Mol. Syst. Biol.* 15, e8689.
- Sheth, U., and Parker, R. (2003). Decapping and decay of messenger RNA occur in cytoplasmic processing bodies. *Science* 300, 805–808.
- Shevchenko, A., Wilm, M., Vorm, O., and Mann, M. (1996). Mass spectrometric sequencing of proteins silver-stained polyacrylamide gels. *Anal. Chem.* 68, 850–858.
- Simpson, C.E., and Ashe, M.P. (2012). Adaptation to stress in yeast: to translate or not? *Biochem. Soc. Trans.* 40, 794–799.
- Svidritskiy, E., Brilot, A.F., Koh, C.S., Grigorieff, N., and Korostelev, A.A. (2014). Structures of yeast 80S ribosome-tRNA complexes in the rotated and nonrotated conformations. *Structure* 22, 1210–1218.
- Teixeira, D., Sheth, U., Valencia-Sanchez, M.A., Brengues, M., and Parker, R. (2005). Processing bodies require RNA for assembly and contain nontranslating mRNAs. *RNA* 11, 371–382.
- Trendel, J., Schwarzl, T., Horos, R., Prakash, A., Bateman, A., Hentze, M.W., and Krijgsvel, J. (2019). The human RNA-binding proteome and its dynamics during translational arrest. *Cell* 176, 391–403.e19.
- Triandafillou, C.G., Katanski, C.D., Dinner, A.R., and Drummond, D.A. (2020). Transient intracellular acidification regulates the core transcriptional heat shock response. *eLife* 9, e54880.

- Urdaneta, E.C., Vieira-Vieira, C.H., Hick, T., Wessels, H.H., Figini, D., Moschall, R., Medenbach, J., Ohler, U., Granneman, S., Selbach, M., and Beckmann, B.M. (2019). Purification of cross-linked RNA-protein complexes by phenol-toluol extraction. *Nat. Commun.* **10**, 990.
- Vaidyanathan, P.P., Zinshteyn, B., Thompson, M.K., and Gilbert, W.V. (2014). Protein kinase A regulates gene-specific translational adaptation in differentiating yeast. *RNA* **20**, 912–922.
- Valášek, L.S., Zeman, J., Wagner, S., Beznosková, P., Pavlíková, Z., Mohammad, M.P., Hronová, V., Herrmannová, A., Hashem, Y., and Gunišová, S. (2017). Embraced by eIF3: structural and functional insights into the roles of eIF3 across the translation cycle. *Nucleic Acids Res.* **45**, 10948–10968.
- van Nues, R., Schweikert, G., de Leau, E., Selega, A., Langford, A., Franklin, R., Iosub, I., Wadsworth, P., Sanguinetti, G., and Granneman, S. (2017). Kinetic CRAC uncovers a role for Nab3 in determining gene expression profiles during stress. *Nat. Commun.* **8**, 12.
- Vornlocher, H.P., Hanachi, P., Ribeiro, S., and Hershey, J.W. (1999). A 110-kilodalton subunit of translation initiation factor eIF3 and an associated 135-kilodalton protein are encoded by the *Saccharomyces cerevisiae* TIF32 and TIF31 genes. *J. Biol. Chem.* **274**, 16802–16812.
- Wade, C.H., Umbarger, M.A., and McAlear, M.A. (2006). The budding yeast rRNA and ribosome biosynthesis (RRB) regulon contains over 200 genes. *Yeast* **23**, 293–306.
- Walker, S.E., Zhou, F., Mitchell, S.F., Larson, V.S., Valasek, L., Hinnebusch, A.G., and Lorsch, J.R. (2013). Yeast eIF4B binds to the head of the 40S ribosomal subunit and promotes mRNA recruitment through its N-terminal and internal repeat domains. *RNA* **19**, 191–207.
- Wallace, E.W.J., Kear-Scott, J.L., Pilipenko, E.V., Schwartz, M.H., Laskowski, P.R., Rojek, A.E., Katanski, C.D., Riback, J.A., Dion, M.F., Franks, A.M., et al. (2015). Reversible, specific, active aggregates of endogenous proteins assemble upon heat stress. *Cell* **162**, 1286–1298.
- Webb, S., Hector, R.D., Kudla, G., and Granneman, S. (2014). PAR-CLIP data indicate that Nrd1-Nab3-dependent transcription termination regulates expression of hundreds of protein coding genes in yeast. *Genome Biol.* **15**, R8.
- Winz, M.-L., Peil, L., Turowski, T.W., Rappsilber, J., and Tollervey, D. (2019). Molecular interactions between Hel2 and RNA supporting ribosome-associated quality control. *Nat. Commun.* **10**, 563.
- Young, D.J., and Guydosh, N.R. (2019). Hcr1/eIF3j is a 60S ribosomal subunit recycling accessory factor in vivo. *Cell Rep.* **28**, 39–50.e4.

# STAR★METHODS

## KEY RESOURCES TABLE

(Continued on next page)

**Continued**

(Continued on next page)

### Continued

## RESOURCE AVAILABILITY

### Materials Availability

Plasmids and strains generated in this study are available upon request.

### Data and Code Availability

The accession number for all sequence data reported in this paper is GEO: GSE148166.

The proteomics data are available through the ProteomeXchange Consortium via the PRIDE (Perez-Riverol et al., 2019) partner repository with the dataset identifier PRIDE: PXD019141.

## EXPERIMENTAL MODEL AND SUBJECT DETAILS

All *S. cerevisiae* strains used in this study were derived from the BY4741 background (MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0). For SILAC experiments, we used a strain auxotrophic for lysine and arginine biosynthesis (BY4741 Δlys9 Δarg4) (Shchepachev et al., 2019).

## METHOD DETAILS

### Cell culture and medium

All yeast strains were cultured at 30°C in synthetic medium containing 2% glucose to 0.4 OD<sub>600</sub>. Cells were either harvested directly (control), or collected by filtration and transferred to medium containing glucose (mock shift), medium lacking glucose but containing 2% glycerol and 2% ethanol (glucose starvation), or to glucose-containing medium prewarmed to 42°C (heat shock). Cycloheximide was used at a concentration of 0.1 mg/mL.

### Plasmid construction

How the deposited data were processed for this re-analysis (not part of the article)

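The data are 56 CRAC libraries of eIF4A, eIF4B, Ded1 and untagged cells and 18 RNA-seq libraries of wild-type, ski2 deletion and xrn1 deletion cells. For each library the authors deposited counts of reads per annotated feature, as whole numbers without normalization, and these counts were the only starting point here. No reads were aligned or recounted. For CRAC the authors sorted reads by barcode with pyBarcodeFilter, trimmed them with Flexbar, collapsed PCR duplicates with pyFastqDuplicateRemover, removed reads of low complexity with bbduk, aligned with Novoalign to an EF4.74 genome without introns and counted the sense strand with pyReadCounters. Reads with several equally good positions were placed at random. For RNA-seq they aligned the reads with Novoalign to the joined genomes of S. cerevisiae and S. pombe and counted the strand opposite to the read, and the S. pombe reads are given by chromosome and strand. Each file was checked for whole numbers, and the CRAC files for their annotation version and the number of mapped reads in their header. Libraries 97, 98 and 99 were counted on a later version of the annotation.

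Conditions were taken from the labels of the samples. The labels of eIF4A library 51 conflict over the time of glucose withdrawal, and the library was placed at 30 s from its match to the paper's table. All labelled libraries were used, including eIF4B heat shock library 98, which the values of Table S5 do not include, and for the share of mRNA reads and the median change in binding the values over the 3 libraries that match this table are given beside those over all. The paper says that replicates or conditions of a protein were combined during preparation, without naming the libraries. By library number the CRAC libraries fall into an earlier and a later series, each with several conditions, that do not overlap in mRNA reads per cDNA. For Ded1 libraries 57 to 63 had 1.16 to 1.18 and 65 to 70 had 1.23 to 1.26, for eIF4A libraries 11 to 54 had 1.475 to 1.78 and 76 to 83 had 1.365 to 1.435, and for eIF4B libraries 08 to 56 had 1.385 to 1.675 and 71 to 99 had 1.16 to 1.28. These series were read from the values and are named by no label. Untagged libraries were described and not tested, since they hold 347 to 46692 reads. A feature without a gene name was left out, which held at most 0.0181% of the reads of a CRAC library and 0.0088% of those of an RNA-seq library. Values at the 5′ end of transcripts were not computed, because the counts give no positions, and the mass spectrometry and polysome data of the paper are not among the deposited counts.

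Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. For CRAC, protein-coding transcripts that passed filterByExpr (minimum count 10, minimum total 15) were fitted for each protein over all its conditions with edgeR's quasi-likelihood functions, with all counted reads as the library size. For RNA-seq, all 18 libraries were fitted together with the S. pombe reads as the scale. Transcripts were called at a Benjamini-Hochberg adjusted p below 0.05, and unadjusted counts at the same threshold are given beside small numbers. Single values per library (share of mRNA reads, median change in binding, total mRNA, median of a gene list) were compared by exact two-sided permutation tests over all splits of the libraries, with Benjamini-Hochberg adjustment within each kind of value. RPM are reads scaled to a library total of 1000000. Changes in binding were taken, as in the paper, over the 2000 transcripts highest by the mean of control and mock-shifted eIF4B RPM. A pseudocount of 3 RPM was added, where the paper adds 3 pseudocounts and names no unit. Changes in mRNA were ranked over the 5000 mRNAs with the highest mean. Gene lists used a pseudocount of 1 scaled count. The list of ribosomal protein genes follows from their symbols, and the list of ribosome biogenesis genes was compiled from general knowledge without a reference. Where a group held no reads on a transcript, its change was bounded with a floor of 3 reads over the summed reads of the group.

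Depth differed between the assays. Tagged CRAC libraries held 183689 to 4385132 reads and RNA-seq libraries 27077521 to 47528813. The fits were tested on simulated data with the depth and spread of the deposited libraries, in which 200 transcripts were changed in random directions. For RNA-seq 98.0% to 100% of changes of 4-fold were called, whereas for CRAC the numbers were 0% for eIF4A, 2.04% to 11.3% for eIF4B and 17.2% to 32.3% for Ded1. The values per library were tested on counts drawn with sampling noise only, without spread between libraries. There a median change of -2 in eIF4B binding, with replicates merged, was returned as -1.91. A simulated 8-fold decrease of ribosomal protein mRNAs was returned as 7.97-fold. With 2 or 3 libraries in most groups, many exact tests could not reach 0.05, which is stated beside them.

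Genes are named by a rule. It covers every gene that the paper names for CRAC or RNA-seq (ACT1, URA5, RPL6B, TEF1, RPL34B, DED1, TDH3, RPS1A, RPL30, GCN4, AHP1, CCW12, KTI11, AST1, PRS4, SKI2, XRN1, TIF1 with TIF2, and TIF3). For each comparison it adds the 3 transcripts with the largest decrease and the 3 with the largest increase in log2 fold change among those called, with an average abundance above the median of those tested and without overlap between the libraries of both groups. The transcripts YER088C-A and BTN2 were named after their values were seen, as were DAP1 and PCL5. The main tests, the rule for genes and a set of alternatives were fixed before the data were examined. The alternatives in this set were TMM, library size, mRNA reads as library size, DESeq2, no filter on low counts, fits of the compared groups alone, the submission as a covariate or single submissions, other pseudocounts, other numbers of transcripts, other reference groups and denominators, and leaving out each library in turn. Further alternatives were added after the data had been seen, namely mapped reads as the denominator, libraries thinned to the same depth, all S. cerevisiae reads for total mRNA, S. pombe chromosomes I and II alone as the spike-in, summed counts of a gene list, library 98 alone as the heat shock group, eIF4A without libraries 51 to 54, the subtraction of the controls' own mean between proteins, and, for the comparison of binding with mRNA, 500 transcripts, scaling to reads on mRNAs or mapped reads, and reads summed over libraries. The library series as a block was added for all CRAC results, and the comparison between proteins was repeated without library 52. The comparison of cycloheximide with the control for eIF4B and the ranking of DED1 among mRNAs with at least 500 RPM were also added later.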

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

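In this part the interaction terms, the TMM fits and the fits with the submission as a covariate were planned, and the other tests of explanations, as well as the comparison between proteins, were chosen only after the result was seen. In 33 groups of at least 4 libraries, the library furthest from the others was compared with Dixon's limits. Far libraries turned up in 3 groups, where chance alone would give 1.65.

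Library 98, one of 4 eIF4B heat shock libraries, lay far from the other 3 in its tRNA share (12.86%, against 50.1% to 54.9%, with a gap of 0.886 of the range) and its rRNA share (52.24%, against 13.4% to 15.9%, with a gap of 0.936). The later annotation, on which it was counted, holds more rRNA features. Over the rRNA features that both versions count, its rRNA share was still 35.4%, and its tRNA reads per mRNA read, which no rRNA feature enters, were 0.389, against 1.59 to 2.18 in the other heat shock libraries and 0.289 to 0.390 in the controls. Double counting of rRNA thus cannot account for the distance in tRNA, and it accounts for that in rRNA only in part. Over the shared features the rRNA reads per mRNA read of library 98 went from 1.579 to 0.791. The other heat shock libraries had 0.458 to 0.617. Library 98 received no cycloheximide, which is therefore not the source of its distance. Libraries 97 and 99, counted on the same version, had at most 0.128 tRNA reads per mRNA read. Whether all 3 were made differently stays open, since 97 and 99 differ from the other heat shock libraries also by cycloheximide and library 98 is the only one of its condition on this version. All 4 libraries carry the same condition, and no biological explanation was tested.

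Library 52, a control of eIF4A, had a median binding of -2.63 (log2), far from the other 5 controls (-0.59 to 0.22, with a gap of 0.715 of the range). After all libraries were thinned to the same number of reads it stood at -2.62 (others -0.67 to 0.23), and without its 10 largest mRNAs, which took 12.5% of its mRNA reads (9.21% to 11.0% in the others), at -2.65. Neither depth nor a few dominant mRNAs therefore explains it. It detected 1539 mRNAs at equal depth, against 3017 to 3988. Repeated reading of few cDNAs may underlie this, but its mRNA reads per cDNA were 1.475, within the 1.43 to 1.72 of the others, and because the authors collapsed duplicates the test stays open. Libraries 51, 53 and 54, eIF4A libraries of 3 other conditions with neighbouring numbers, detected 1312, 1485 and 1161 mRNAs at equal depth, fewer than every library outside 51 to 54 (1645 or more), and had the lowest median binding of their conditions (-3.34, -3.16 and -3.93). The values that a cause shared by these 4 libraries needs are thus there, but the labels name no batch, and the shared cause was found on the same data. No biological explanation was tested, since the library carries the same condition as the others.

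A difference between strains in the response to heat shock was tested as an interaction term by edgeR with Benjamini-Hochberg adjustment over 6319 mRNAs. For the xrn1 deletion 1559 mRNAs were called (798 with a lower and 761 with a higher response than the wild type). With TMM, which uses no S. pombe reads, 2536 were called, which argues against the spike-in scaling as the whole cause. With the submission as a covariate 1644 were called, and fits with 1 library left out gave 1219 to 1586. The covariate cannot exclude the submission as the source. The wild-type controls (A, B and H) and heat shock libraries (E, F and I) are split alike over the submissions. A constant offset between submissions thus drops out of the interaction, and an effect of the submission on the response itself was not tested. A changed response in the absence of Xrn1 stays as a hypothesis, but all deletion libraries come from the second submission, whose only wild-type libraries on both sides of the contrast are H and I.

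For the ski2 deletion 2 mRNAs were called, ADE17 with an interaction of -1.50 (log2, standard error 0.29, adjusted p = 0.00148) and ARO10 with -1.25 (standard error 0.28, adjusted p = 0.027), and 225 had an unadjusted p below 0.05. The number rose to 92 without wild-type heat shock library I and 14 without control H, and was 1 without A, B or P, 0 without F, K, L or Q, and 1 with S. pombe chromosomes I and II as the scale (ADE17). The large change without library I may mean that this library hides a difference, but leaving out other libraries moved the count too, and whether library I or the strain is the source cannot be told apart with 3 libraries in each wild-type group and 2 in each deletion group. ADE17 was not called without F, K, L or Q (adjusted p of 0.05 to 1), nor ARO10 without A, B, F, K, L, P or Q (adjusted p of 0.128 to 1) or with chromosomes I and II (0.0526).

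After 16 min of glucose withdrawal the median binding of a library relative to the mean control profile was lower for eIF4A than for Ded1 (log2 difference of -1.14, exact permutation test, two-sided, p = 0.0286, the smallest reachable), with all 4 eIF4A libraries below all 3 Ded1 libraries. After adjustment over 10 such comparisons p was 0.2 (Benjamini-Hochberg). This difference leaves out that the control libraries themselves averaged -0.57 for eIF4A, with library 52 among them, and -0.02 for Ded1. As changes from the control, eIF4A had -1.24 and Ded1 -0.65, a difference of -0.59 (exact permutation test on the libraries with the mean of their controls subtracted, p = 0.114, adjusted p = 0.19 over 10 comparisons). With the spread of all 4 groups the standard error of this difference was 0.527, so that over all libraries a chance difference between the control groups cannot be told apart from a difference between the proteins. Most of this spread comes from library 52. Without it eIF4A changed by -1.67, and the difference from Ded1 was -1.02 (standard error 0.336, exact permutation test, p = 0.0286, without adjustment). The answer thus depends on whether this library is kept, and also on how the libraries are combined. With replicates merged, the median changes were -0.84 for eIF4A and -0.64 for Ded1. From the mean RPM of the libraries they were -0.77 and -0.60, or -0.84 for eIF4A without library 52.

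The paper does not discuss the RNA classes other than mRNA in its RNA-seq data. Relative to the wild-type control, per S. pombe read, reads on stable unannotated transcripts (SUTs) reached 304.0% with heat shock and cycloheximide and 349.3% in the xrn1 deletion control. Cryptic unstable transcripts (CUTs) reached 253.6% and 175.5%, and snoRNAs 369.3% and 190.9%, as well as 261.0% after glucose withdrawal. In each case all libraries of the group lay above all wild-type controls. As a share of S. cerevisiae reads, without the spike-in, the values were 281.6% and 331.8% for SUTs, 234.7% and 166.6% for CUTs, 341.2% and 181.8% for snoRNAs and 325.1% for snoRNAs after glucose withdrawal. Without the 10 largest transcripts of the class they were 250.7% and 323.4%, 216.2% and 222.9%, 260.2% and 152.3%, and 193.9%. Against controls of the same submission they were 291.1% and 334.4%, 256.1% and 177.2%, 402.1% and 207.9%, and 250.8%. These values argue against the spike-in, a few transcripts or the submission as the whole cause, although the second submission holds library H as its only wild-type control. In the heat-shocked xrn1 deletion SUTs stood at 175.7% of the wild-type control (102.3% in the heat-shocked wild type), CUTs at 100.8% (107.8%) and snoRNAs at 74.4% (125.1%). Without the 10 largest transcripts these were 158.5% (92.6%), 96.0% (81.8%) and 48.6% (65.7%), so the order for CUTs depends on a few large ones, and only snoRNAs were lower than in the heat-shocked wild type both ways. Decay was not measured, and slower decay without Xrn1 stays untested. The libraries were made from poly(A) RNA, so that a change in polyadenylation or in the carry-over of RNA without a poly(A) tail also stays open.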

How the results depend on the processing

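In this part mapped reads as the denominator, eIF4A without libraries 51 to 54, S. pombe chromosomes I and II as the spike-in, 500 transcripts and scaling to mRNA reads for the share of mRNAs whose binding fell more than abundance, the cycloheximide comparison of eIF4B with the control, the library series, reads summed over libraries, and the splits of libraries were chosen only after the result was seen. No paired analysis was possible because the replicate numbers are library numbers or letters that occur once each. Shared batches were treated as covariates instead, the submission for RNA-seq and, for CRAC, the earlier and later series of libraries that their reads per cDNA show. For Ded1 the series also differ in the spread between replicates, with a chi-square per degree of freedom of 9.22 to 11.5 for pairs within libraries 57 to 63, 20.2 for the pair within 65 to 70 and 17.6 to 29.35 across the series.

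The number of CRAC transcripts called stayed within 1.5 times in 62 of 101 comparisons with an alternative and in 79 of 101 fits with a library left out, and the number of mRNAs called in 63 of 80 and 42 of 61. DESeq2 with median-ratio scaling called 12 transcripts for mock-shifted Ded1 (0 by edgeR, 100 with an unadjusted p below 0.05), 8 for mock-shifted eIF4A (0 by edgeR, 213 unadjusted) and 9 for mock-shifted eIF4B (2), 46, 307 and 652 for eIF4A at 30 s (0 by edgeR, 765 unadjusted), at 16 min of glucose withdrawal (7) and after heat shock (365), 39 and 513 for eIF4B at 30 s (594) and 16 min (1017), and 341 with cycloheximide against the control (189). For RNA-seq it called 542 mRNAs in the heat-shocked ski2 deletion (138), 37 in its control (16), and 26 and 2664 in the interactions of ski2 (2) and xrn1 (1559). With spike-in scaling DESeq2 called 61, 7 and 0 for ski2 (185 unadjusted for the last). With S. pombe chromosomes I and II as the spike-in the ski2 interaction had 1 (255 unadjusted), and after glucose withdrawal 1850 mRNAs were lower and 1739 higher (2556 and 1160). Under TMM the counts were 178 and 123 for Ded1 at 30 s (473) and 16 min (226), 211 for eIF4A after heat shock, 0 (407 unadjusted), 111 and 796 for eIF4B at 30 s, 16 min and after heat shock (1441), 139 for cycloheximide against heat shock (411), 8 for the ski2 control, and 0 (568 unadjusted) and 2536 for the interactions. Library size alone gave 4 for the ski2 control and 0 (459 unadjusted) for its interaction. With mRNA reads as the library size the CRAC counts were 220, 132, 213, 0 (475 unadjusted), 170, 871 and 196 in the same order as under TMM. These scalings remove the common fall in binding by construction. With the library series as a block 1111 and 369 transcripts were called for Ded1 at 30 s and 16 min, and 4 for mock-shifted eIF4B. At 30 s all Ded1 libraries belong to the later series, whose only control is library 65. For the other changes in count the cause was not tested.

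Fits of the compared groups alone called 195 and 344 transcripts for Ded1 at 30 s and 16 min, 46, 23 and 668 for eIF4A at 30 s, 16 min and after heat shock, 1 and 2115 for eIF4B after a mock shift and at 30 s, 103 and 746 for cycloheximide against heat shock and against the control, and 4, 7 and 0 (323 unadjusted) for the heat-shocked ski2 deletion, its control and its interaction. With the submission as a covariate the heat-shocked ski2 deletion had 13. Leaving out library 51 gave 13 for eIF4A at 16 min. Without the filter on low counts 1 transcript was called for mock-shifted Ded1, 19 for eIF4A at 16 min and 6 for mock-shifted eIF4B, the Spearman correlation of Ded1 binding with abundance was 0.836 (0.780), and DED1 ranked 227 (105). From Ded1 library 65 alone these were 0.63 and 223. The cause was not tested.

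With single libraries left out, the counts ranged from 0 to 1 (without 57) for mock-shifted Ded1, 275 (without 65) to 531 and 57 (without 65) to 222 for Ded1 at 30 s and 16 min, 0 to 1 (without 79) and 219 (without 83) to 375 for eIF4A at 30 s and after heat shock, and 1 (without 71 or 74) to 6 (without 25) for mock-shifted eIF4B. They were 23 (without 73) to 493 and 650 (without 27) to 891 for eIF4B at 30 s and 16 min, 192 and 65 (both without 99) to 367 and 138 with cycloheximide against heat shock and the control, 6 (without L) to 558 (without I) and 5 (without A or B) to 49 (without H) for the ski2 deletion with and without heat shock, and 0 to 92 (without I) for its interaction. Other libraries that moved a count by more than 1.5 times are named beside the results. Where a group was left with 1 library, it was assumed to vary like the other groups.

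The mRNA share of CRAC reads kept its result in 50 of 58 comparisons with an alternative and 98 of 101 with a library left out. Over reads other than rRNA the eIF4B difference was -54.2 points at 30 s (-50.4), 41.95 for cycloheximide against heat shock (16.3), and reversed from -20.4 to 11.8 against the control. Over mapped reads the last were 24.6 and -8.27. The rRNA share of libraries 97 and 99 enters these by construction. Within the library series the difference at 30 s was -31.9 points for Ded1 (-20.6) and -46.5 for eIF4B, each against 1 control, and for eIF4A at 16 min it was -9.88 (-9.71) with an exact permutation p of 0.0571. For eIF4A at 16 min the range was -11.55 to -7.535, and without library 12, 14 or 19 it no longer passed 0.05 (exact permutation test, p = 0.0595).

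For the median change in binding, 99 of 121 comparisons with an alternative and 99 of 101 with a library left out kept their result. For eIF4A at 30 s (-1.59, p = 0.0714) and 16 min (-1.24, p = 0.0571) the exact permutation test passed 0.05 with 10 pseudocounts (-1.13 and -0.98), 500 transcripts (-1.20 and -0.96) and the transcripts highest for eIF4A (-1.80 and -1.44), and at 30 s per mapped read (-1.61). It also passed without library 52 (-2.00 and -1.67), the low ends of ranges that reached -1.0 and -1.10, and without libraries 51 to 54 (-1.40 and -1.67). Within the library series the change was -1.96 for eIF4A at 30 s (exact permutation p = 0.0333) and -1.0 for Ded1 at 30 s. With mock-shifted cells as the reference eIF4A after heat shock had -2.37 (-2.71) and an exact permutation p of 0.0571. The eIF4B change at 30 s (-2.12) was -1.88 with 10 pseudocounts. With 500 transcripts Ded1 had -0.47 at 30 s (-0.74) and -2.13 after heat shock (-1.32), and eIF4B with cycloheximide -1.55 (-1.0), or -0.69 per mapped read. Per read on mRNAs the changes were -0.19 for eIF4B at 30 s, -0.11, -0.13 and -0.96 for Ded1 at 30 s, at 16 min (-0.65) and after heat shock, and -0.50 with cycloheximide. Apart from the last scaling, which removes the common fall, the cause was not tested.

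The percentage of mRNAs whose binding fell more than their abundance depended on scaling most. It kept within its interval in 22 of 63 comparisons with an alternative, and 10 reversed about 50%. With reads summed over libraries in place of their mean RPM, eIF4A and eIF4B after glucose withdrawal had 51.15 (reversed) and 88.85, Ded1 after heat shock 40.35, and eIF4B with cycloheximide 60.9. Per mapped read eIF4B had 75.3 after heat shock and 51.0 with cycloheximide. Within the library series eIF4A had 46.75 and 73.7, and eIF4B 81.8 after heat shock and 60.1 with cycloheximide. With abundance scaled by S. pombe chromosomes I and II, eIF4A, eIF4B and Ded1 after glucose withdrawal had 56.25, 91.75 and 56.5, the first and last reversed, because of library D (see the last part). In the order eIF4A, eIF4B and Ded1 after glucose withdrawal, the same after heat shock, and eIF4B with cycloheximide, it was 49.4, 86.85, 47.1, 68.15, 78.6, 46.95 and 64.55. With 10 pseudocounts it was 46.5, 84.65, 44.9, 56.6, 69.1, 35.9 and 62.15, with abundance scaled by library size 60.6, 93.9, 62.1, 77.45, 88.75, 70.8 and 60.75 (eIF4A and Ded1 reversed after glucose withdrawal and Ded1 after heat shock), and with binding per read on mRNAs 40.35, 36.05, 30.15, 52.05, 43.4, 29.2 and 42.85 (all eIF4B values reversed). With 1 pseudocount eIF4A, eIF4B and Ded1 after heat shock had 72.9, 81.35 and 50.5 (the last reversed), and with 500 transcripts eIF4A had 40.4 and 75.0, eIF4B 87.4 after heat shock and Ded1 26.8 after glucose withdrawal. Single libraries left out gave ranges of 44.9 to 56.8 and 65.3 to 74.5 for eIF4A, 83.9 to 89.6 for eIF4B after glucose withdrawal, 40.2 to 55.75 and 36.5 to 53.3 for Ded1, and 59.55 to 69.35 with cycloheximide. Values crossed 50% for eIF4A after glucose withdrawal without 12, 19, 45, 52, D or H, and for Ded1 without 57, 67 or D and, after heat shock, without 57 or 63. For the other alternatives the cause was not tested.

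Total mRNA kept its result in 32 of 37 comparisons with an alternative and 41 of 41 with a library left out. With the spike-in summarized by median ratio the change after glucose withdrawal was -12.5% (-25.65%), and with S. pombe chromosomes I and II as the spike-in -10.7%. Within the second submission cycloheximide gave 0.172% against the control (6.59%) and 28.8% against heat shock (39.4%), and the ski2 control 2.56% (9.13%). The RP and RiBi changes kept their result in 73 of 98 comparisons with an alternative and 82 of 82 with a library left out. With S. pombe chromosomes I and II they were -1.15 and -1.15 after glucose withdrawal (-1.42 and -1.41). TMM gave -1.15 and -1.14 there, -2.79 and -2.70 after heat shock (-3.69 and -3.60), 0.75 and 0.86 for cycloheximide against heat shock (1.72 and 1.84), 0.92 and 0.58 for the heat-shocked xrn1 deletion (1.26 and 0.92), -0.36 and -0.0793 for its control (0.01 and 0.29, the latter reversed), and -0.0637 for RiBi in the ski2 control (0.09, reversed). By library size the first 3 pairs were -0.99 and -0.98, -3.30 and -3.22, and 1.24 and 1.36, and RiBi in the ski2 control reversed to -0.0376. Within the second submission RP had 0.0174 in the ski2 control (0.21) and -0.21 in the xrn1 control, where RiBi had 0.19. By the mean over genes RiBi had -3.28 after heat shock and 0.39 in the xrn1 control. TMM and library size remove a common change by construction, and otherwise the cause was not tested. The numbers of RP and RiBi mRNAs among the most decreased kept their result in 12 of 12 and 22 of 22 comparisons, and the median correlation of CRAC replicates fell from 0.592 to 0.478 with at least 10 reads on average, among 4 comparisons of which 3 moved less than the spread.

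For single genes, 2102 of 2381 comparisons over 172 gene results kept their direction and side of the threshold, 211 lost the threshold, 23 gained it, 45 uncalled values moved and 0 called values reversed. In simulated counts the share of 4-fold changes called fell with the spread between libraries, whose median biological coefficient of variation was 0.137 for RNA-seq, 0.582 for Ded1, 0.963 for eIF4B and 1.91 for eIF4A. With the spread of eIF4A 0% were called, so a transcript that is not called there carries little information about its change. Up to 70.8% of the 2000 transcripts had 0 reads in a tagged library (eIF4A library 54, which detected the fewest mRNAs also at equal depth, 1161), and depth and spread were not varied separately in the simulation. Other splits of the same libraries were fitted with the compared groups alone. For eIF4A only the real split had as many calls at 30 s (1 of 84), at 16 min and after heat shock (1 of 100). The same held for eIF4B at 16 min and after heat shock (1 of 35). This argues against chance as the source of the calls but does not exclude it, since the shares were not adjusted over the comparisons. Other splits also mix stressed and control libraries, which widens the spread and makes calls unlikely. At 30 s the real split of eIF4A had 46 calls, where the fit of all conditions had 0. For mock-shifted eIF4B no other split had a call (1 of 35), but the real split had only 1, and simulated counts for this comparison gave 2 calls among unchanged transcripts, so a false call is not excluded. For mock-shifted eIF4A the splits decide nothing, since the real one had 0 calls and each of the 100 reaches that. Nor do they for Ded1 at 16 min and after heat shock and for RNA-seq after heat shock, since 1 of 10 splits is the smallest share.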

Differences from the paper's values

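In this part totals over all S. cerevisiae reads, S. pombe chromosomes I and II as the spike-in, RPM over mapped reads and summed counts of gene lists were chosen only after the result was seen. The paper gives 20% as the upper end of the decrease in total mRNA after glucose withdrawal, and the larger decrease of both libraries was 34.0% (library D). Of the alternatives set before the data were examined, the difference closes with the spike-in summarized by median ratio (17.5%) and without library D (17.3%), and it still differs without library C (34.0%). Within the first submission the value hardly moved (31.85%), and it does not count as different only because the 2 libraries lie far apart. Over all S. cerevisiae reads, chosen after seeing the values, it was 22.2%, or 19.6% within the first submission, and with S. pombe chromosomes I and II as the spike-in 17.75%. The paper's lower end of 15% does not differ from the smaller decrease with all libraries, but it does with the median ratio (7.57%), without library C (34.0%) and with chromosomes I and II (3.66%).

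For eIF4B after heat shock the merged dataset holds about 2.1 units of 1000000 reads in Fig. S3B, read by eye, whereas the 4 deposited libraries hold 3.65. Without library 98 the sum matched the figure.

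Over the transcripts of the paper's table for eIF4B, the paper's values have a median log2 change of -2.01 at 30 s and -1.86 at 16 min of glucose withdrawal, and those computed here, over whole transcripts with replicates merged, were -2.10 and -1.93. No alternative among those set before the data were examined was run on the transcripts of this table. With RPM over mapped reads, chosen after seeing the values, the medians were -2.07 and -1.92 and did not differ.

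The lowest Pearson correlation between wild-type heat shock replicates, on the linear scale, is 0.9745 in the paper and was 0.9825 here. No alternative was run for the linear scale. The other 9 correlations compared did not differ.

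The paper's 16-fold decrease of RP and RiBi mRNAs after heat shock does not differ from the 12.9-fold and 12.2-fold decreases found with spike-in scaling, but it does under TMM (6.91-fold and 6.51-fold), library size (9.87-fold and 9.30-fold) and, for RiBi, the mean over the list (9.75-fold).

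The paper describes the stabilization of RiBi mRNAs in the heat-shocked xrn1 deletion as larger than that of RP mRNAs. By the median, RP mRNAs were 2.40-fold and RiBi mRNAs 1.89-fold above the heat-shocked wild type, with a RiBi list that is not the paper's, while the upper quartile was higher for RiBi (1.77, log2) than for RP mRNAs (1.53), and by summed counts, chosen after seeing the values, RiBi mRNAs were 2.69-fold and RP mRNAs 2.58-fold above the wild type. The paper shows DED1 as the most prominent exception to the relation between Ded1 binding and mRNA abundance. Its ratio ranked 105 of 5514 mRNAs, 4 of the 180 with at least 500 RPM, and 7 by the binding in excess of the amount predicted. According to the paper, RNA association measured by TRAPP (Figure 3B) fell more than total mRNA, with further support from 5′ binding on single mRNAs (Figure S6B). CRAC reads over whole transcripts are another measure, and a relative one. The tally of mRNAs whose CRAC binding fell more than abundance was, for Ded1, 47.1% of 2000 mRNAs after glucose withdrawal and 46.95% after heat shock, and for eIF4A after glucose withdrawal 49.4%, over whole transcripts. It exceeded 50% for eIF4B (86.85% and 78.6%) and for eIF4A after heat shock (68.15%), for Ded1 and eIF4A with abundance scaled by library size (62.1%, 70.8% and 60.6%), for Ded1 and eIF4A after glucose withdrawal with S. pombe chromosomes I and II as the spike-in (56.5% and 56.25%), for eIF4A after glucose withdrawal with reads summed over libraries, chosen after seeing the values (51.15%), and with the paper's own values at the 5′ end (72.3%, 66.6% and 76.2%, over 1998 transcripts for Ded1 and 500 for eIF4A). With the whole-transcript values of the same tables these were 44.9%, 40.6% and 39.6%.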

Other observations

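In this part the tests on library D, on cycloheximide and the annotation, on the relation of Ded1 binding to mRNA change and on differences between proteins were chosen only after the result was seen. The untagged libraries, whose treatment is not labelled, had 30.0% ± 5.39 (SD, n = 4) of their reads on mRNAs.

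In control cells eIF4A bound TIF1 and TIF2, which encode it, at 1.075-fold and 0.744-fold the median ratio of binding to abundance (ranks 2085 and 2864 of 4504), and eIF4B bound TIF3, which encodes it, at 0.732-fold (rank 3446 of 5104). For Ded1 on DED1 this ratio was 7.08-fold.

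Of the further genes that the paper names, eIF4B binding fell after 16 min of glucose withdrawal and heat shock by log2 fold changes of -1.91 and -0.61 on TDH3, -3.10 and -4.24 on RPS1A, -3.61 and -6.87 on RPL30, -2.73 and -3.18 on GCN4, and -2.17 and -2.23 on CCW12, and changed by -0.59 and 0.34 on AHP1. All but both values of AHP1 and the second of TDH3 were called (edgeR, Benjamini-Hochberg). Values of single genes here are not corrected for the mRNA level. The fall on TDH3 after heat shock was called without library 23 or 98 (adjusted p of 0.0278 and 0.0444), and the other eIF4B calls were kept in each fit with 1 library left out. For Ded1 the values were 0.31 and 0.49 on TDH3, -0.42 and -3.47 on RPS1A, -1.14 and -4.04 on RPL30, -2.31 and -3.40 on GCN4, -0.30 and -0.96 on CCW12, and 0.88 and 1.15 on AHP1, of which those of GCN4 and RPL30 and the second of RPS1A, CCW12 and AHP1 were called. RPL30 after glucose withdrawal was not called without 57, 59, 61, 62 or 65 (adjusted p of 0.0624 to 0.187), nor CCW12 after heat shock without 60 or 61 (adjusted p of 0.0782 and 0.0571). Under TMM, which shifts the median transcript upwards, the eIF4B values of AHP1 were 0.80 and 1.32, the second of TDH3 was 0.32, and the 16 min falls on TDH3, RPS1A, GCN4 and CCW12 were not called. For Ded1 the first values of RPS1A and CCW12 became 0.26 and 0.40 under TMM, the calls of RPL30 after glucose withdrawal and of CCW12 after heat shock were lost, and TDH3 (0.96 and 1.30) and AHP1 after glucose withdrawal (1.51) were called as higher.

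In unstressed cells the ski2 deletion had its largest increases in ARO10, YJL144W and ARO9 (log2 fold changes of 1.20, 0.90 and 0.77) and, apart from SKI2 itself (-8.91), its largest decrease in HXT4 (-0.76). YJL144W, ARO9 and HXT4 were called only without library H among the fits with 1 library left out, and HXT4 not with S. pombe chromosomes I and II as the scale (adjusted p = 0.0553). In the xrn1 deletion GPX1, YNR034W-A and PIR3 rose by log2 fold changes of 3.69, 3.43 and 3.39, and XRN1, HO and DDR48 changed by -6.02, -4.04 and -2.38 (edgeR, all called in each fit with 1 library left out).

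The share of eIF4B reads on mRNAs was higher with heat shock and cycloheximide than with heat shock alone. Over the rRNA features that both annotation versions count, the lowest share with cycloheximide was 56.5% and the highest without it 44.7%, which argues against double counting of rRNA as the whole cause. Against library 98, the heat shock library counted on the same annotation, the difference was 12.95 points over all counted reads. With 1 such library, a difference in how these 3 libraries were made cannot be told apart from an effect of cycloheximide.

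After glucose withdrawal library D had less mRNA per S. pombe read than library C (66.0% and 82.7% of the control). Library D held 15.05% rRNA reads and library C 1.08%. By all S. cerevisiae reads library D had 80.4% of the controls of its submission, against 68.15% by mRNA reads, and library C 86.1% against 85.5%. In library D chromosome III took 44.8% of the S. pombe reads, against 18.6% to 21.7% in the other 17 libraries. With S. pombe chromosomes I and II as the spike-in library D had 96.34% of the control and library C 82.25%, and with the spike-in by median ratio 92.4% and 82.5%. The values thus meet what extra reads on chromosome III as the source of the order need, and less mRNA in library D is not seen without them. Chromosome III carries the rRNA genes of S. pombe, and rRNA left after poly(A) selection is a candidate explanation for these reads, but it cannot be told apart from other reads of that chromosome, since the counts give no positions. All values after glucose withdrawal that rest on the summed S. pombe reads carry this, and the total (-25.65%, or -10.7% on chromosomes I and II) and the comparison of binding with abundance depend on it.

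Across the 2000 mRNAs, Spearman's correlation between the change in Ded1 binding and the change in mRNA was 0.03 after glucose withdrawal and 0.88 after heat shock (0.32 and 0.82 for eIF4B, 0.18 and 0.67 for eIF4A). The mRNA changes are wider after heat shock, yet over the mRNAs within the range of the glucose withdrawal changes the Ded1 correlation after heat shock was 0.62, and the lowest value of a single heat shock library was 0.82. Both argue against the wider range or a single library as the whole cause. That Ded1 binding follows mRNA levels after heat shock more than after glucose withdrawal is a hypothesis found on the same data, and a difference in spread between the groups at the level of single transcripts stays open.

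Between proteins, the median change in binding was compared in 9 ways, and between stresses for Ded1 in 1. With the mean of the controls subtracted from each library, differences ranged from -1.56 (eIF4B minus Ded1 after heat shock, exact permutation test, p = 0.0857) to 0.67 (Ded1 after glucose withdrawal minus heat shock, p = 0.1). After heat shock eIF4A changed by 1.39 more than Ded1 (difference -1.39, exact permutation test, p = 0.0857). With replicates merged, the median changes after heat shock were -2.09 for eIF4A, -1.92 for eIF4B and -1.16 for Ded1. After Benjamini-Hochberg adjustment over 10 comparisons the lowest p was 0.19.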
